# Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage

**DOI:** 10.1038/s41598-021-96071-7

**Published:** 2021-08-19

**Authors:** Aisha M. Basudan, Mohammad Azhar Aziz, Yanqi Yang

**Keywords:** Temporomandibular disorders, Cartilage development, Microarray analysis

## Abstract

Mandibular condylar cartilage (MCC) is a multi-zonal heterogeneous fibrocartilage containing different types of cells, but the factors/mechanisms governing the phenotypic transition across the zones have not been fully understood. The reliability of molecular studies heavily rely on the procurement of pure cell populations from the heterogeneous tissue. We used a combined laser-capture microdissection and microarray analysis approach which allowed identification of differential zone-specific gene expression profiling and altered pathways in the MCC of 5-week-old rats. The bioinformatics analysis demonstrated that the MCC cells clearly exhibited distinguishable phenotypes from the articular chondrocytes. Additionally, a set of genes has been determined as potential markers to identify each MCC zone individually; Crab1 gene showed the highest enrichment while Clec3a was the most downregulated gene at the superficial layer, which consists of fibrous (FZ) and proliferative zones (PZ). Ingenuity Pathway Analysis revealed numerous altered signaling pathways; Leukocyte extravasation signaling pathway was predicted to be activated at all MCC zones, in particular mature and hypertrophic chondrocytes zones (MZ&HZ), when compared with femoral condylar cartilage (FCC). Whereas Superpathway of Cholesterol Biosynthesis showed predicted activation in both FZ and PZ as compared with deep MCC zones and FCC. Determining novel zone-specific differences of large group of potential genes, upstream regulators and pathways in healthy MCC would improve our understanding of molecular mechanisms on regional (zonal) basis, and provide new insights for future therapeutic strategies.

## Introduction

Temporomandibular joint (TMJ) is described as a synovial sliding-ginglymoid, load-bearing joint where the mandibular condyle is capable of not only rotary (hinge) but also translatory (sliding) movements during the daily tasks including chewing, speaking, swallowing, and yawning^1–3^. Temporomandibular joint disorder (TMD) is a class of degenerative musculoskeletal conditions manifested as deformities in the morphology and function of the TMJ^3,4^. It includes abnormal position and/or structure of the TMJ disc and dysfunction of the associated musculature of the face (orofacial pain)^3,5^. TMD together with other conditions such as arthritis, congenital anomalies, and injuries/truama to the TMJ are significant causes of morbidity that can negatively affect the quality of life of human beings.

Clinical management starts with noninvasive treatment modalities (physical therapy, occlusal splints, and prescription of pharmacologic agents), but for some patients other minimally invasive strategies (injections of sodium hyaluronate and/or corticosteroids, arthrocentesis, and arthroscopy) are considered^3^. For those patients who show no improvement with the nonsurgical treatment modalities, open joint surgery may be carried out for discectomy, reshaping or reconstructing the articulating surfaces, and total joint replacement which is the most invasive option^3^. Recently, there is an emphasis to apply cell-based regenerative therapies^5,6^, but one common problem is the unfamiliarity with and lack of thorough understanding of native tissue characteristics^3^.

The advent of microarray technology has enabled the researchers to analyze the expression of thousands of genes simultaneously in a single experiment^7^, and provided a huge amount of information about gene expression for cells^8^. However, the reliability and validity of such molecular studies is totally dependent on the procurement of pure cell populations with relatively high abundance^9^. Hence, the two impediments are the heterogeneity of the native tissues and the abundance of the biomolecules extracted from cells. The larger the number of “contaminating/unwanted” cells upon procurement, the greater the chances of getting false results and inaccurate interpretation of the data^9^. Based on the histology, typical articular cartilage can be divided into three distinct layers: the superficial, middle, and deep zones, with variation in the morphology and density of the chondrocytes^10–12^. The mandibular condylar cartilage (MCC), a fibrocartilage layer that covers the mandibular condyle of TMJ, is also multizonal in structure but it is unique in terms of cell phenotypes. From the articular surface of MCC to the underlying bone, the following four zones are identifiable: fibrous (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones^13,14^. Cells have traditionally been harvested from MCC by mincing the tissue with a scalpel, followed by enzymatic digestion; consequently, the outcome includes various cell types from the four different zones^15^. Gross sampling may conceal the individual gene expression profiling of zone-specific cell populations^16^. On the other hand, Laser-Capture microdissection (LCM) technology, allows precise procurement of cells of interest from a heterogeneous tissue in a relatively rapid and practical manner^17^. Moreover, DNA (Deoxyribonucleic acid), RNA (Ribonucleic acid), and proteins can be extracted from the homogenous isolates of cell population^18^, and that could be followed by an array of analytical applications, which allows reliable studying of in vivo genomic and proteomic profiling of the tissue of concern. Generating microarray data from LCM samples is feasible^9^, however, such a combination should be capable of coping with several challenges^19,20^.

Beside its unique histomorphological zonal organization, MCC is distinguished from growth and articular cartilages in the embryonic origin, biochemical and biomechanical properties^14,21–23^. Functionally, MCC has a dual role; one as an articular fibrocartilage responsible for load distribution and disc articulation, and the other one as a major site responsible for mandibular growth^24^. Additional importance of the MCC stems from its role in life-long bone remodeling process. In light of these distinctive features, it would not be surprising if the molecular and genetic regulation of the biological processes of MCC were different from those of other articular hyaline cartilages and epiphyseal growth cartilages. In addition, the MCC is a multi-zonal fibrocartilage containing different types of cells which are well characterized histomorphologically^6,25^ but the factors governing their morphological transition across the zones have not been fully understood. Therefore, it is logical to speculate that unique genetic profiles in vivo might exist across the four MCC zones.

A crucial prerequisite for functional replacement of affected/diseased MCC is to generate accurate knowledge at cellular and molecular level. Combined LCM and MAA (microarray analysis) enable large-scale in situ studies that could clarify many hidden or masked diagnostic and therapeutic aspects which were not previously identified^16^. However, very little is reported on the regional or zonal genetic profiling and molecular phenotypes of MCC cells in the literature^6,26,27^. The aim of our study is to perform a comprehensive gene expression profile analysis with a specific focus on pathways analysis for each zone of the MCC from 5-week-old rats using LCM and MAA, and to formulate a well-supported hypothesis to identify genes which could potentially distinguish the cells of MCC zones from each other and from the articular chondrocytes.

## Materials and methods

### Preparation of LCM samples and RNA extraction

Animal use protocol was approved by the Committee on the Use of Live Animals in Teaching and Research of the University of Hong Kong (CULATR 2311-11), and the procedures were carried out in accordance with the institutional guidelines and in accordance with ARRIVE guidelines (https://arriveguidelines.org). Sprague–Dawley 5-week-old male rat (Rattus norvegicus) was sacrificed by intraperitoneal injection using 20% Dorminal (200 mg pentobarbital sodium, Alfasan, Woerden-Holland, Netherlands) with a dose of 100 mg per 100 g of body weight. MCC and FCC specimens were harvested, and then our optimized LCM protocol described earlier^16^ was applied to collect RNA from the four zones of MCC individually thereby four groups: FZ, PZ, MZ, and HZ were prepared (Supplementary Fig. 1a). Similarly LCM sample was prepared by microdissecting the chondrocytes from the middle and deep zones of FCC tissue (group C) as a control (Supplementary Fig. 1b). Briefly, the freshly dissected specimens were embedded in optimal cutting temperature (OCT), frozen on precooled isopentane (Sigma-Aldrich, USA). Frozen sections were cut at 7 μm thickness using a cryostat set to − 24 °C to − 30 °C, and were mounted on glass microscope slide (HistoBond + adhesive microscope slides, Marienfeld laboratory glassware, Germany). Slides were processed using Arcturus HistoGene LCM Frozen Section Staining Kit (CA, USA) was used according to the manufacturer’s instructions, but with a few modifications. The slides were individually placed onto the microscope platform of the Arcturus PixCell II Laser Capture Microdissection System (CA, USA). Under 10× objective, the unstained tissue sections provided adequate morphology to distinguish MCC zones. LCM was performed and the collected dissected cells were immediately lysed in 50 μL of lysis buffer (Arcturus PicoPure RNA Isolation Kit, Applied Biosystems, CA, USA) as recommended by the manufacturer. The cell lysate of 30 microdissected tissue sections from each zone were and pooled to create single samples, except for FZ group where the lysates of 60 microdissected sections were pooled. RNA was isolated from the pooled samples using Arcturus PicoPure RNA Isolation Kit (Applied Biosystems). To assess RNA quality, 1 μL was analyzed using RNA 6000 Pico kit and Bio-Analyzer 2100 (Agilent Biotechnologies). RNA integrity number (RIN) values were > 5 which is within the accepted range for LCM samples^28^.

### Amplification, labeling, fragmentation, and hybridization of RNA samples

Eleven µl of each sample was used as total RNA input material for a two-cycle linear amplification process in accordance to the protocol provided with the Arcturus RiboAmp HS Plus amplification Kit (Applied Biosystems, CA, USA) (https://tools.lifetechnologies.com/content/sfs/manuals/cms_085206.pdf). After the first strand cDNA synthesis reaction of the first amplification round, 2 μl of each sample was removed to assess the integrity of the starting mRNA by evaluating the 3′/m ratio of GAPDH and β-Actin housekeeping genes via the qRT-PCR assay as described previously^16^. Concurrently, RNA control provided with the kit was also amplified to calculate the amplification efficiency by dividing the RNA yield after amplification over the initial RNA input (500 pg). Following the amplification process, quality control measurements were employed to determine the mRNA transcript length using Agilent 2100 Bioanalyzer with a total RNA 6000 Nano-lab-Chip (Agilent technologies, CA, USA). RNA was quantified using a Nanodrop 2000c spectrophotometer (Thermo Scientific) and assessed for purity where a ratio of two optical densities; A260 and A280 (OD 260/280) was calculated. Labeling of aRNA transcripts was performed using the Arcturus Turbo Labeling Biotin Reagent Kit (Applied Biosystems, Amsterdam, The Netherlands) and according to the manufacturer’s instructions (https://tools.lifetechnologies.com/content/sfs/manuals/cms_085525.pdf). After quantification, 16.8 µg of the labeled aRNA samples were hydrolyzed in a fragmentation buffer (5×) solution of the GeneChip 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA). The protocol followed was in accordance with the Arcturus Turbo Labeling Kit with Biotin manufacturer’s instructions (https://tools.lifetechnologies.com/content/sfs/manuals/cms_085525.pdf). Fragment size of the products was confirmed using the Agilent 2100 Bioanalyzer. Fragmented and labeled aRNA samples (12.5 μg in 25 μl each) were sent to the Center for Genomic Sciences/The University of Hong Kong (CGS/HKU) facility where microarray hybridization, scanning and image analysis procedures were carried out using GeneChip Rat Genome 230 2.0 Array (Affymetrix, Santa Clara, CA, USA), which contained 31,099 probesets, according to the Affymetrix GeneChip Expression Analysis Technical Manual (http://jaxservices.jax.org/Affymetrix_Gene_expression_manual430.pdf). Each probe set in the array is represented by 11 pairs consisting of 25mer oligonucleotides, and each pair includes a perfect match oligo (complementary to the aRNA target) and a mismatch oligo to calculate the nonspecific and background hybridization.

Microarray data have been submitted to the National Centre for Biotechnology Information (NCBI) and was deposited in gene expression omnibus (GEO) (accession number: GSE162823).

### Microarray data analysis

Following hybridization, the array was washed, stained, and scanned, and then resultant data were analyzed. Microarray Suite version 5 (MAS5.0 Affymetrix, Santa Clara, CA, USA) software enables both probe set summarization, as well as initial quality examination of data. MAS5.0 probe summarization algorithms included: background correction, probe summarization (to convert probe level values to probeset expression values), and normalization. Background correction was achieved by subtracting the signal of the nonspecific binding (mismatch) probe from that of the perfect match probe for each of the 11 pairs of a probe set, then the 11 intensities were condensed to one value per gene (probe set). To identify the differentially expressed genes among the MCC zones as well as FCC, MAA data were further analyzed using GeneSpring GX version 12 software (Agilent Technologies Inc., Santa Clara, CA, USA) where the Biological Significance Analysis workflow was selected. In this workflow type, default parameters for data processing are applied, and according to the RMA (Robust Multichip Averaging) normalization approach, absolute expression values were baselined to a median of all samples expression value, normalized using the quantile scheme, and then transformed into log_2_ based value of relative intensity for each probe set. The data sets were then filtered by removing the lowest 20% of intensity values, leaving data from 26,121 probe sets. For fold change (FC) analysis, the ratio between the normalized intensities of a probe set belonging to two groups of the samples is calculated. The default cut off for the FC, which is *log*_*2*_ value of 2, was used to identify genes with expression ratios outside of this value in any of the ten pair conditions (FZ/C, PZ/C, MZ/C, HZ/C, FZ/PZ, FZ/MZ, FZ/HZ, PZ/MZ, PZ/HZ, and MZ/HZ). Any fold-change value that is less than one was replaced by the negative of its inverse.

To asses the biological functions of the differentially expressed genes at FC >  ± 1.4 (a total of 4634 genes, Supplementary Table  1), data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^29^. Core analysis that identifies top canonical pathways, upstream regulators, biological and diseases function, and toxicity function for each pairwise comparisons was generated. The significance of IPA core analysis was measured in two ways: (1) a Fischer’s exact test was used to calculate a p-value determining the probability that the association between the differentially expressed genes and the canonical pathway is explained by chance alone; (2) Z-score to provide predictions (increased function/ decreased function/no effect) about upstream or downstream processes.

### Quantitative real-time PCR (qRT-PCR)

RNA samples were used as a template to synthesize first-strand cDNA according to the manufacturer's instructions using Superscript III Reverse Transcriptase (Invitrogen, CA, USA) and oligo(dT)_12–18_ (Invitrogen, CA, USA). Ten μL of LCM-RNA was used per 20 μL cDNA synthesis reaction using Veriti 96 well thermal cycler (Applied Biosystems, CA, USA). Ten genes were randomly selected from the list of differentially expressed genes of the microarray data namely; Car9, Cmtm5, Ctsz, Drd4, Dusp27, Fam180a, Gdf10, Itgbl1, RGD 1311447, and Ucma. qRT-PCR was performed using a Step One Plus RT-PCR system (Applied Biosystems, CA, USA) and Power SYBR^®^ Green PCR master mix (Applied Biosystems, Warrington, UK). Relative quantities for the tested genes were determined utilizing the corresponding standard curves generated in the same experiment and *GAPDH* as the endogenous control as previously described^16^.

## Results

### Gene expression signature

We were able to create zone-specific gene expression profiles of MCC by combining LCM and MAA technologies.

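Cells of the fibrous (FZ), proliferative (PZ), mature (MZ) and hypertrophic (HZ) zones of the MCC, and of the middle and deep zones of the FCC, were captured from 7 µm sections of 5-week-old male rats. The 5 groups gave 1 array each, so no difference has a replicate check, no test was possible and no p-value is given. The paper pooled 60 sections for FZ and 30 for each other group, whereas the sample labels give 30 for every group. RNA was amplified in 2 linear cycles and hybridized to an Affymetrix rat genome array. The paper describes background correction under MAS5. In the authors' RMA step the distribution of intensities was made equal across arrays by quantile normalization, and log2 values were taken. The median of each probe set over the 5 arrays was then subtracted. The deposited values are therefore log2 values relative to that median, which is 0 for all 31099 probe sets. They hold differences between arrays and no expression level, and the number of arrays limits their precision. After 57 control probe sets were set aside, 31042 remained, without the paper's filter on the lowest 20% of intensities, which needs levels. Of these, 20826 carry 1 gene symbol in the platform annotation and 436 carry several, while 9780 are not listed there and stay unnamed here unless Tables 2 and 3 pair them with a gene. As in the paper, a log2 difference of at least 2, which is 4-fold, was counted as differential expression. Among the 4525 genes with at least 2 probe sets, the SD between probe sets of a gene had a median of 0.12 for MZ against HZ and of 0.36 for PZ against FCC, the lowest and the highest of the 10 comparisons. The 18 hybridization control probe sets, which measure bacterial and phage transcripts added to each sample, averaged 0.50 in FCC, −0.15 in FZ, 0.44 in PZ, −0.02 in MZ and −0.03 in HZ. If the arrays are shifted to equal means of these controls, the median of all probe sets moves to 0.65 for FZ against FCC, to 0.10 for PZ, and to 0.52 for both MZ and HZ. The same shift moves it to 0.54 for FZ against PZ, to −0.15 for the superficial zones (FZ and PZ) against the deep zones (MZ and HZ), to −0.45 for FCC against the mean of the 4 MCC zones and to −0.33 for PZ against the mean of the other 4 arrays. Differences are given as deposited, that is, relative to these medians. The rule for named genes and 32 gene lists of pathways and cell types were written before the data were examined. A gene in a list has the mean of its probe sets unless they are told apart, members at least 1 higher or lower on the log2 scale are counted, and the median of a list is set against 10000 random lists of the same number of genes, as a description of these arrays. Where a gene outside the lists has several probe sets and they are not told apart, the one with the largest value or difference at that place is given. The first 619 of the paper's 4634 entries of Supplementary Table 1 were at hand, and none of their 6190 values was off by more than 0.001.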

#### High and low absolute expression levels of genes

The top 10 genes with greatest/least absolute expression levels in each group are listed in (Table 1, Supplementary Figs. 2–11). Most of the highly expressed genes in group C had similar profiles that show high abundance in the FCC tissue with much lower expressed values in all MCC zones. 

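Genes that stood apart in FCC include 7 of hyaline cartilage matrix, 8 Hox genes and 4 of limb patterning. Mia, a small protein secreted by chondrocytes, lay 6.40 above its median over the 5 arrays in FCC and 1.24 above it in MZ. Gdf10, a growth factor related to the bone morphogenetic proteins, lay 5.94 above, Chad, a matrix protein that binds chondrocytes, 5.79, and Ptgds, a prostaglandin synthase, 5.67. Meltf (Mfi2 in the paper), a membrane protein that binds iron, had the highest of these values at 6.47. Of the genes that Table 1 gives as greatest in group C, 9 of 9 that could be matched were at least 2 higher in FCC than in each of the 4 MCC zones. Over the whole array, 248 probe sets, of 167 named genes, stood above all 4 zones in this way, against 15 for FZ, 2 for PZ, 2 for MZ and 0 for HZ. Of 23 genes of hyaline cartilage matrix, 17 were at least 1 higher in FCC than in the mean of the MCC zones and 0 were lower, with a median difference of 2.26 (percentile 100.0 of random lists). The difference was 5.52 for Cnmd (Lect1 in the paper), an inhibitor of angiogenesis, 5.17 for Scrg1, 4.88 for Cytl1, and 3.00 for Hapln1, which links aggrecan to hyaluronan. Acan, the core protein of aggrecan, differed by 1.34 and Col2a1, the main collagen of cartilage, by 0.65, the mean of 3 probe sets at 2.05, 1.75 and −1.86. Tables 1 to 3 of the paper name 10 of these 23 genes, so the list is not independent evidence of their direction. Relative to their medians over the arrays, the 5′ probe set of the beta-actin control lay 1.24 above the 3′ one in FCC. This difference was 0.14 in FZ and in PZ, −0.10 in MZ and −0.24 in HZ. It compares arrays and does not tell which probe set gave more signal. The count for FCC is 157 after the shift by hybridization controls, and 130 with 1 value per gene, a setting chosen after the data were seen.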

The most interesting finding among the profiles of genes with high/low absolute expression values was the distinctive profiles of the 10 genes that showed the least abundance in PZ. These genes were uniquely downregulated at PZ but with much higher abundance levels in all other zones. In addition to this unizonal characteristic, analysis of the absolute expression values also revealed a bizonal pattern. 

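The PZ array stood alone for genes of quite different function. Ubl5, a ubiquitin-like protein, was −4.10 in PZ relative to its median over the arrays, Ccl9, a chemokine, −3.30, Hsp90ab1, a chaperone, −3.16, Aplp2, a relative of the amyloid precursor, −3.13, and Col4a2, a collagen of basement membranes, −3.09. Kif13a, a kinesin motor, was at −2.64 and Atp11b, a phospholipid flippase, at −2.60. Of the genes that Table 1 gives as least in PZ, 9 could be matched. Of these 9, 7 were at least 2 lower in PZ than in every other array, and the exceptions were Fgl2 and Nab2. Fgl2 was at −2.93 in PZ and −1.47 in FZ by the most variable of 4 probe sets. Nab2 was at −0.41 in PZ by the 1 probe set listed under its name, and Table 1 may rest on another. In all, 39 probe sets were low in PZ alone, 33 of them with a gene name, against 7 in FZ, 0 in MZ, 19 in HZ and 40 in FCC. Named after their values were seen, they include Sparc, a matrix protein of bone and cartilage (−2.44, and −1.63 by its other probe set), Cox4i1, a subunit of cytochrome c oxidase (−2.42), the ribosomal proteins Rps24 (−2.25, and 0.00 by its other probe set) and Rps15a (−2.04), and Cdc25b, a phosphatase of the cell cycle (−2.40). Of 65 genes of oxidative phosphorylation, 17 were at least 1 lower in PZ than in the mean of the other arrays and 0 were higher (median −0.64, percentile 0.0), among them Uqcrfs1 (−1.82). Of 15 glycolysis genes 5 were lower, including Aldoa (−1.87) and Ldha (−1.77), and 0 were higher (median −0.57, percentile 0.0). Lower members numbered 11 of 48 for ribosomal proteins (median −0.48, percentile 0.0), 8 of 30 for the proteasome (median −0.47, percentile 0.0) and 2 of 10 for genes often used as references (median −0.50, percentile 0.4), with 0 higher in each. Relative to their medians over the arrays, the 5′ probe set of the GAPDH control lay 1.36 above the 3′ one in PZ, at −0.10 and −1.46. This difference was −0.21 in FCC, −0.07 in FZ, −0.13 in MZ and 0.27 in HZ. For beta-actin it was FCC that stood apart, and PZ lay within the other arrays. Differences of this kind compare arrays and give no ratio of signals within 1 array. The middle probe set differed from the 3′ probe set by 0.61 for GAPDH in PZ, against 0.00 to 0.29 in the other arrays, and by −0.68 for beta-actin, against 0.06 to 0.37, so that PZ stood apart in both by this measure, with opposite signs. The genes with a probe set low only in PZ have 25 other probe sets, of 17 genes, and these had a median PZ difference of 0.06, with 19 within 0.5 of 0. By the same measure, PZ against the mean of the other arrays, those of Ubl5 were at 0.06 and −0.79, those of Kif13a at 0.17 and −0.51, that of Hsp90ab1 at −1.63, and the 4 others of Aplp2 lay between −0.02 and 0.91. The count of 39 becomes 68 after the shift by hybridization controls and 17 with 1 value per gene, which was chosen after the data were seen.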

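Genes of tendon and other fibrous tissue were higher in the superficial zones. Tnmd, a membrane protein of tendon cells, was 5.29 in FZ and 2.86 in PZ relative to its median, and Dpt, a protein of the dermal and fibrous matrix, was 4.62 and 1.96 by 1 probe set and 3.72 and 2.80 by the other. Aspn, a proteoglycan that binds collagen, was 3.20 and 2.91 by 1 probe set and 2.55 and 2.38 by the other, and P4ha3, a subunit of collagen prolyl hydroxylase, 3.34 and 3.51. For Bcl11b, a transcription factor, the highest of 3 probe sets gave 4.31 and 3.83 and the lowest 0.87 and 0.73. Igfbp6, a binding protein of insulin-like growth factors, was 4.15 in FZ and 0.38 in PZ by 1 probe set and 3.60 and 0.91 by the other, while Mfap4, a protein of elastic fibres, was 3.29 in FZ, 0.00 in PZ and 2.81 in FCC. Of 27 tendon and fibrous tissue genes, 15 were at least 1 higher in the mean of FZ and PZ than in the mean of MZ and HZ and 0 were lower (median 1.05, percentile 100.0), among them Col14a1 (3.76), Mfap5 (2.86), Thbs2 (1.96) and Postn (1.90). Dcn and Col1a1, also of this list, differed by −0.45 and −0.74. Between FZ and PZ themselves, 12 members were higher in FZ and 0 lower (median 0.77, percentile 100.0). The paper's tables name 8 of the 27 genes. Against HZ, 294 probe sets were higher in FZ and 231 in PZ, and 155 were higher in both, where independent sets would share 2.2. Both comparisons use the HZ array, so part of the excess may come from it, and simulated arrays with no zone effect, which gave 0 calls at all, say nothing about the overlap. For FZ against MZ and PZ against HZ, which share no array, 103 probe sets were higher in both, with 1.4 for independent sets. Fewer were lower in both, 11 in these comparisons, with 0.7 for independent sets, and 56 for FZ and PZ against HZ, with 0.9.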

Considerable overlap was found between FZ and PZ, for instance, Crapb1, Tnmd, Dpt, Bcl11b, Plxdc1, P4ha, Aspn, Hs3st6, Pcdh20 and Fndc1 genes tend to be highly expressed in both FZ and PZ while reduced in other zones. Similarly, the top genes identified as the greatest (or least) expressed at MZ were also increased (or reduced) for HZ. 

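Genes of blood cells and their precursors were higher in the deep zones. Car1, the carbonic anhydrase of red cells, was 3.13 in HZ and 1.73 in MZ, and Klf1, a transcription factor of red cell precursors, was 2.65 and 1.45. Slc4a1, the anion exchanger of red cells, was 3.03 in HZ by 1 probe set and 0.68 by another. Serpinb10, a protease inhibitor of marrow cells, was 2.97 in MZ and 2.12 in HZ, Plek, a signalling protein of platelets, 2.63 and 1.47, and Pf4, a platelet chemokine, 2.51 and 1.30. Nubp2, also given in Table 1 for MZ, was at 0.00 there by the 1 probe set listed under its name, and Table 1 may rest on another. The paper's tables name 4 of the 19 erythroid genes and 4 of the 17 megakaryocyte genes counted here, and 1 each of the lymphocyte and hypertrophy genes. Of 19 erythroid genes, 15 were at least 1 lower in the mean of FZ and PZ than in the mean of MZ and HZ and 0 were higher (median −1.54), with Alas2, the first enzyme of haem synthesis in red cells, at −2.43 and the globin Hbb at −1.36. Lower members numbered 9 of 17 for megakaryocytes and platelets (median −1.17, Nfe2 −2.60), 6 of 14 for neutrophils (median −0.79, S100a8 −2.50), 6 of 17 for macrophages (median −0.75, Csf1r −1.62) and 8 of 18 for lymphocytes (median −0.68, Pou2af1 −2.34), with 0 higher in each. For genes of all leukocytes the number was 13 of 19 (median −1.34, Fcer1g −2.12), for endothelium 5 of 18 (median −0.61, Cldn5 −1.60) and for osteoclasts 3 of 10 (median −0.70, Acp5 −1.28), with 0 higher in each. Of 16 genes of chondrocyte hypertrophy, 7 were lower in the superficial zones and 0 higher (median −0.67), among them Col10a1, the collagen of hypertrophic cartilage (−2.67), Spp1 (−2.14) and Ihh (−1.45), and of 12 osteoblast genes 5 were lower and 0 higher (median −0.61). The hypertrophy and osteoblast lists share 4 genes. The medians of all these lists lay at percentile 0.0 of random lists. For the blood cell genes, blood or marrow cells captured with the deep zones are a candidate explanation. A difference between the zones themselves was not tested. Over the array, 168 probe sets had a mean of FZ and PZ at least 2 above the mean of MZ and HZ with both superficial zones above both deep zones, and 72 were lower by the same measure, the latter including 9 erythroid and 4 neutrophil genes. Which side is larger depends on the threshold, since the numbers are 336 higher and 360 lower at 1.4 and 619 and 946 at 1.

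**Figure D1:**
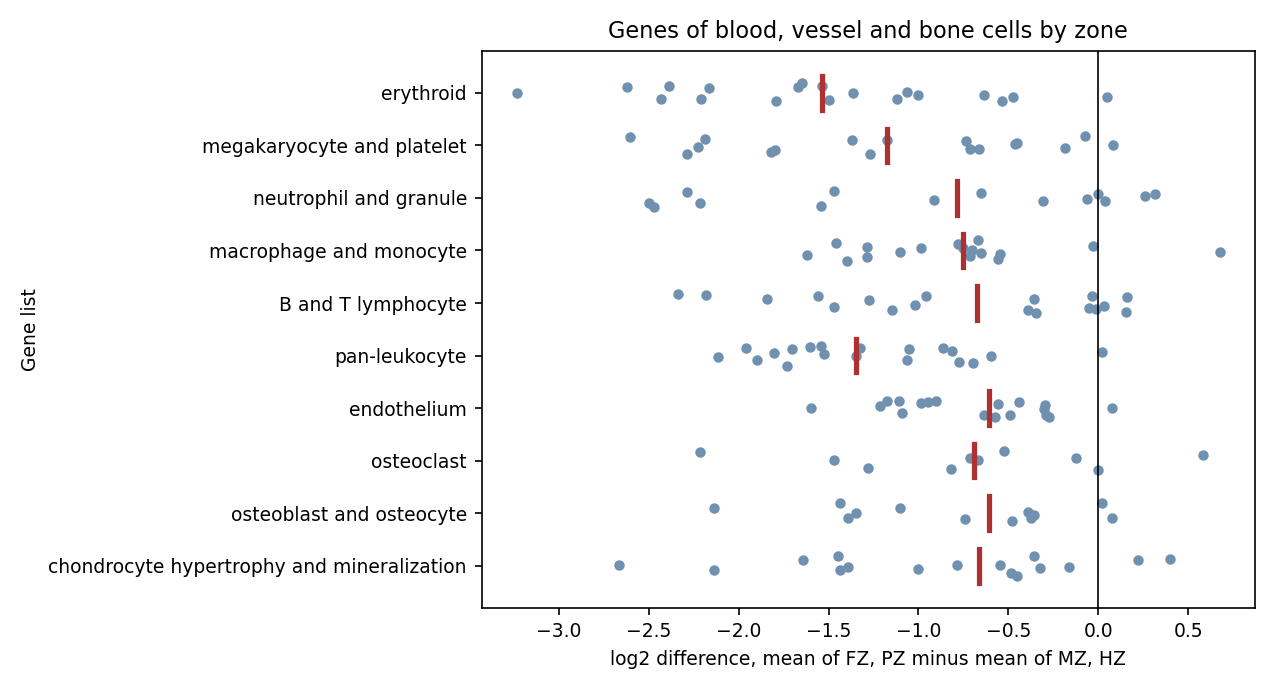
Log2 difference between the mean of FZ and PZ and the mean of MZ and HZ for the genes of 10 lists, with 1 dot per gene and a red bar at the median of each list. The erythroid median lies at −1.54, with 1 array per zone and no replicates.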

In the subset of the lowest 10 genes expressed at HZ, Fndc1 was found to have a profile different from the other 9 members where it was markedly high at both FZ & PZ zones and extremely low at HZ. 

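Genes lowest in HZ include secreted and matrix proteins of cartilage. Car9, a carbonic anhydrase, was −4.77 in HZ and −1.39 in MZ, Matn2, a matrix protein, −4.30 and −1.68, and Fmod, a proteoglycan that binds collagen, −4.12 and −1.12. Ucma, a protein of the upper growth plate, was −3.90 in HZ and −0.36 in MZ. Angptl1, an angiopoietin-like protein, was −4.60 and −3.48, Cpxm2, of the carboxypeptidase family, −4.06 and −3.45, and Col14a1, a collagen that associates with fibrils, −4.33 and −3.32. For the 9 genes other than Fndc1, with 1 probe set for each, MZ exceeded HZ by 0.61 to 3.54, and 1 of them lay within 1 of HZ while 5 were at least 2 higher in MZ. The number within 1 depends on the probe set, since the difference for Cpxm2 was 0.61 by the one taken and 1.95 by the other, and for Col14a1 1.01 and 0.40. All 9 were lower in MZ and in HZ than in FZ, PZ and FCC. Of the hyaline cartilage genes, 13 were at least 1 higher in MZ than in HZ and 0 were lower (median 1.42, percentile 100.0), among them Clec3a (3.45), Comp, a matrix protein that binds collagen (2.92), and Hapln1 (2.35).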

For the remaining 9 genes, the expression levels at MZ were close to those of HZ especially for Angptl1, Col14a1, and Cpxm2.

**Table 1:** The top ten annotated genes with the greatest/lowest absolute expression levels in the FCC and four zones of MCC tissues.

Groups	Genes with the greatest absolute expression levels	Genes with the lowest absolute expression levels
C (femoral condylar cartilage)	**Mfi2** (antigen p97 (melanoma associated),	**Dusp27** (dual specificity phosphatase 27 putative)
	**Mia** (melanoma inhibitory activity)	**LOC685277** (similar to liver-specific bHLH-Zip transcription factor)
	**RGD1566401** (Similar to GTL2, imprinted maternally expressed untranslated)	**Robo2** (roundabout, axon guidance receptor, homolog 2)
	**Gdf10** (growth differentiation factor 10)	**Lox** (lysyl oxide)
	**Hoxc9** (homeobox C9)	**Serpinf1** (serine or cysteine peptidase inhibitor, clade B)
	**Chad** (chondroadherin)	**Dlx1** (distal-less homeobox 1)
	**Hoxc10** (homeobox C10)	**Slfn3** (schlafen 3)
	**A1i3/Mug1** (alpha-1-inhibitor III, murinoglobulin 1)	**Tes** (testis derived transcript)
	**Ptgds** (prostaglandin D2 synthase brain)	**Rasal2** (RAS protein activator like2)
	**Atp1a2** (ATPase, Na+/K+ transporting, alpha 2 polypeptide)	**Fam25a** (family with sequence similarity 25, member A)
FZ (fibrous zone)	**Tnmd** (tenomodulin)	**Clec3a** (C-type lectin domain family, member a)
	**Crabp1** (cellular retinoic acid binding protein 1)	**Col9a1** (collagen, type IX, alpha 1)
	**Dpt** (dermatopontin)	**Foxa2** (forkhead box A2)
	**Bcl11b** (B-cell CLL/lymphoma 11B (zinc finger protein)	**Hils1** (histone linker H1 domain, spermatid-specific 1)
	**Igfbp6** (insulin-like growth factor binding protein 6)	**Col9a3** (collagen, type IX, alpha 3)
	**Plxdc1** (plexin domaincontaining1	**Matn3** (matrilin 3)
	**Fndc1** (fibronectin type III domain containing 1)	**Cmtm5** (CKLF-like Marvel transmembrane domain containing5
	**P4ha3** (procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha)	**Mcoln2** (mucolipin2)
	**Mfap4** (microfibrillar-associated protein 4)	**Col9a2** (collagen, type IX, alpha 2)
	**Crabp2** (cellular retinoic acid binding protein 2)	**Col10a1** (collagen, type X, alpha 1)
PZ (proliferative zone)	**Bcl11b** (B-cell CLL/lymphoma 11B zinc finger protein)	**Ubl5** (ubiguitin-like5)
	**P4ha3** (pro collagen-proline, 2-oxoglutarate)	**Ccl9** (chemokine C–C motifligand9
	**Plxdc1** (plexin domaincontaining1	**Tp53** (tumor protein p53)
	**Aspn** (asporin)	**Hsp90ab1** (heat shock protein 90 kDa alpha cytosolic class)
	**Tnmd** (tenomodulin)	**Aplp2** (amyloid beta A4 precursor-like protein 2)
	**Dpt** (dermatopontin)	**Col4a2** (collagen, type IV, alpha 2)
	**Hs3st6** (heparan sulfate glucosamine)	**Fgl2** (fibrinogen-like2)
	**LOC688502** (similar to protein arginine N-methyltransferase	**Nab2** (Ngfi-A binding protein 2)
	**Pcdh20** (protocadherin 20)	**Kif13a** (kinesin family member 13A)
	**Rgs7bp** (regulator of G-protein signaling 7 binding protein)	**Atp11b** (ATPase, class VI, type 11B)
MZ (mature zone)	**Serpinb10** (serine or cysteine peptidase inhibitor, clade B)	**Angptl1** (angiopoietin-like 1)
	**Mmrn1** (mulimerin 1)	**Cpxm2** (carboxypeptidase X M14 family, member 2)
	**Plek** (pleckstrin)	**Col14a1** (collagen, type XIV, alpha 1)
	**Pf4** (platelet factor 4)	**Hmcn1** (hemicentin 1)
	**Nubp2** (nucleotide binding protein 2)	**Itgbl1** (integrin, beta-like 1)
	**Sstr2** (somatostatin receptor 2)	**Aoc3** (amine oxidase, copper containing 3)
	**Lect1** (leukocyte cell derived chemotaxin 1)	**Tspan2** (tetraspanin2)
	**Treml1** (triggering receptor expressed on myeloid)	**Fibin** (fin bud initiation factor homolog)
	**RGD1564318** (similar to immunoglobulin light chain variable)	**Pon3** (Paraoxonase3)
	**Pla2g2a** (phospholipase A2, group IIA)	**Casr** (calcium-sensing receptor)
HZ (hypertrophic zone)	**Car1** (carbonic anhydrase 1)	**Car9** (carbonic anhydrase 9)
	**Slc4a1** (solute carrier family 4, anion exchanger)	**Angptl1** (angiopoietin-like 1)
	**RGD1564318** (similar to immunoglobulin light chain variable)	**Col14a1** (collagen, type XIV, alpha 1)
	**Pf4** (platelet factor 4)	**Matn2** (matrilin 2)
	**LOC100361706, LOC682411** (lambda-chain-C1-region-like	**Fam180a** (family with sequence similarity 180, member A)
	**Klf1** (Kruppel-like factor 1 erythroid)	**Fmod** (fibromodulin)
	**RGD1560020_predicted** (SIMILAR to Myb proto-oncogene protein C-myb), **Tal1** (T-cell acute lymphocytic leukemia 1)	**Cpxm2** (carboxypeptidase X M14 family, member 2)
	**Cd3g** (CD3 molecule, gamma polypeptide)	**Npas2** (neuronal PAS domain protein 2)
	**Cmah** (cytidine monophosphate-N-acetylneuraminic	**Fndc1** (fibronectin type III domain containing 1)
	**Ctse** (cathepsin)	**Ucma** (upper zone of growth plate and cartilage matrix associated)

#### Differential expression of genes by fold change analysis

The most commonly used application of MAA is identification of the differentially expressed genes rather than absolute quantification of RNA transcript abundance. Gene expression profile of each MCC zones was compared with group C (FCC tissue), in addition, MCC zones were compared against each other. Thereby, ten pairwise comparisons were established to assess the relative gene expressions; FZ versus C, PZ versus C, MZ versus C, HZ versus C, FZ versus PZ, FZ versus MZ, FZ versus HZ, PZ versus MZ, PZ versus HZ, and MZ versus HZ. 

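Clec3a, a lectin of cartilage matrix, had the largest difference of any probe set, −8.92 for FZ against FCC, followed by Hoxa9, a transcription factor of limb and trunk position, at −8.41 for MZ against FCC. Counting probe sets rather than genes, 2021 of 31042 differed by at least 2 on the log2 scale between some pair of the 5 arrays. Of these, 1457 carry 1 gene symbol, 33 carry several and 531 are not listed in the annotation. With 1 value per gene, chosen after the data were seen, 949 genes pass, and 3107 probe sets pass after the shift by hybridization controls.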

Fold change (FC) analysis of a minimum *log*_*2*_ value of 2 in at least one of the 10 pairwise comparisons indicated that 2022 transcripts were differentially expressed (Supplementary Table 2). 

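Higher genes against FCC included Miat, a noncoding RNA, at 5.09 in FZ and 5.01 in PZ, and Ildr2 at 3.99 by the highest of 4 probe sets and −0.12 by the lowest, and the neuropeptide Gal at 3.76 in MZ. In HZ they included Satb1 (4.17 and 2.89 by its 2 probe sets) and Myb (3.51), regulators in blood cell precursors, the immunoglobulin genes Jchain (3.94 and 0.80 by its 2 probe sets) and Iglc1 (3.68), and Phex, a peptidase of bone mineralization (3.58). Lower genes included Snorc, a proteoglycan of chondrocytes (RGD1311447 in the paper), at −7.46 in FZ and −3.32 in MZ, and Itgbl1, an integrin-like protein, at −6.75 in MZ. In FZ 257 probe sets were at least 2 higher and 404 lower than in FCC, in PZ 251 and 502, in MZ 356 and 412, and in HZ 523 and 578. Over the 4 comparisons 1670 probe sets passed, 841 higher and 829 lower by the larger difference, and 7 passed in both directions. After the shift by hybridization controls the higher and lower numbers are 886 and 222 in FZ, 896 and 260 in MZ, 1197 and 372 in HZ, and 1819 and 611 over the 4 comparisons, while in PZ they are 280 and 459. In all 4 zones at once, 40 probe sets were higher and 248 lower. MZ and HZ shared 286 higher and 391 lower probe sets, where independent sets would share 6.0 and 7.7, and FZ and PZ shared 120 and 297, against 2.1 and 6.5. FZ shared 79 and 280 with MZ and 75 and 318 with HZ, and PZ 80 and 288 with MZ and 87 and 314 with HZ, so a superficial zone shared fewer higher probe sets with a deep zone than FZ and PZ shared, but lower ones in similar number. All 4 comparisons use the FCC array and part of the excess may come from it, and simulated arrays with no effect gave 0 calls at all and so say nothing about the overlap.

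**Figure D2:**
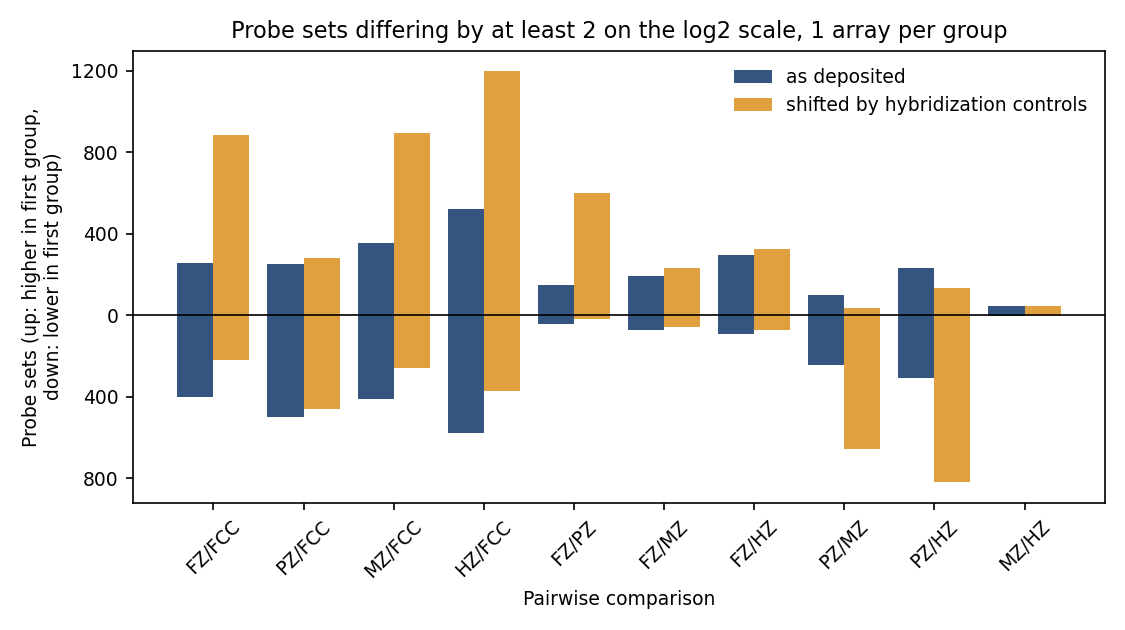
Numbers of probe sets at least 2 higher (above 0) or lower (under 0) on the log2 scale in the first zone of each of the 10 comparisons, as deposited and after the shift by hybridization controls. As deposited, HZ against FCC has 523 higher and 578 lower, and after the shift 1197 and 372.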

When MCC zones were compared with FCC (FZ/C, PZ/C, MZ/C, HZ/C comparisons), the total number of differentially expressed transcripts was 1670, of which 833 were downregulated in MCC zones relative to to FCC and 837 genes were upregulated in MCC (Supplementary Table 3). 

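FZ exceeded HZ by 7.26 for Fndc1, a protein with fibronectin domains, and by 6.48 for Car9, and the differences of the 3 probe sets of Col2a1 were −3.58, −1.66 and −1.59. PZ exceeded HZ by 6.42 for Fndc1 and by 5.59 and 4.19 for the probe sets of Aspn. MZ exceeded HZ by 3.39 for Hils1, a histone-like gene, and among named genes the lowest differences there were −1.89 for Bcl11a, a transcription factor of blood cells, whose other probe set gave −0.78, and −1.86 for Stfa2l2. At least 2 higher and lower were 146 and 43 probe sets for FZ against PZ, 192 and 73 for FZ against MZ, 294 and 93 for FZ against HZ, 98 and 247 for PZ against MZ, 231 and 310 for PZ against HZ, and 46 and 3 for MZ against HZ. Across these 6 comparisons 873 probe sets passed. After the shift by hybridization controls 1545 pass, and the numbers are 598 and 18 for FZ against PZ, 37 and 656 for PZ against MZ, and 134 and 819 for PZ against HZ.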

Comparisons of MCC zones with each other (FZ/PZ, FZ/MZ, FZ/HZ, PZ/MZ, PZ/HZ, and MZ/HZ comparisons) revealed 874 differentially expressed genes (Supplementary Table 4).

To focus on the strongly up- and down-regulated genes, only genes with ≥ 50 FC (or ≥ 5.64 *log*_*2*_ FC) were selected to compare MCC zones to FCC. The created gene subset consisted of 30 genes categorized either as transporters (Crabp1, Atp1a2), cytokines (Cmtm5), peptidases (Capn6), growth factor (Gdf10, Wisp3), transcription regulators (Hoxc9, Hoxc10), G-protein coupled receptors (Agtr2, Casr), enzymes (Ptgds), or others. 

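Hoxa9 was −8.39 in FZ, −7.77 in PZ and −7.34 in HZ against FCC on the log2 scale. Smoc1, a calcium-binding protein of the matrix, was −6.11 in FZ, −6.52 in PZ, −6.28 in MZ and −6.11 in HZ by 1 probe set and between −1.89 and −1.71 by the other, and Gdf10 in the same order −5.37, −6.12, −5.95 and −5.94. Cnmd was at −7.52 in FZ. At 50-fold, which is 5.64 on the log2 scale, 43 probe sets differed between some MCC zone and FCC, and 36 of them name 33 genes. Of the 43, 42 were lower in the MCC and 1, Crabp1, was higher. The number lower was 22 in FZ, 20 in PZ, 20 in MZ and 29 in HZ. With 1 value per gene, chosen after the data were seen, 24 genes pass.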

The genes of this subset were extremely downregulated in MCC zones as compared to FCC except for Crabp1 (Table 2). This gene was among the highly expressed ones at FZ and PZ but with relatively reduced levels at MZ, HZ, and FCC (Table 1, Supplementary Figs. 4 and 6), indicating that Crabp1 upregulation could be a characteristic feature for FZ and PZ. 

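Crabp1, which binds retinoic acid in the cytoplasm, was 4.89 in FZ and 2.51 in PZ relative to its median over the arrays, 0.00 in MZ, −2.56 in HZ and −2.32 in FCC. Its relative Crabp2, which carries retinoic acid to the nucleus, was 3.24 in FZ and 1.78 in PZ.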

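Agtr2, a receptor of angiotensin, lay 5.56 above its median over the arrays in FCC by 1 probe set and 0.00 by the other, and Casr, the calcium-sensing receptor, 3.59. Vit, a matrix protein, lay 5.05 above, Tpd52l1 5.18, and the noncoding RNA Meg3 (RGD1566401 in the paper) 6.12 and 5.16 by its probe sets. The transcription factor Hoxc9 lay 5.82 and 5.77 above by its probe sets, and Hoxc10 5.76. Capn6, of the calpain family, was 2.64 in FCC and −3.52 in HZ.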

Extreme downregulation of many genes (e.g. Lect1, RGD1311447, Mfi2, Mia, RGD1566401, Chad, Vit, Tpd52l1, Gdf10, A1i3/Mug1, Hoxc9, Agtr2, Hoxc10, and Ptgds) in MCC zones could be attributed to the greatly increased absolute expression of these genes in FCC tissue (Table 1, Supplementary Fig. 2). On the other side, Clec3a and Matn3 which are the most downregulated genes with − 8.92 and − 7.71 FC respectively, showed reduced absolute expression at FZ which might be a unique characteristic for this zone (Table 1, Supplementary Fig. 5).

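Clec3a lay at 3.02 in FCC, −5.90 in FZ, 0.00 in PZ, 0.26 in MZ and −3.19 in HZ relative to its median over the arrays. Matn3, a matrix protein of cartilage that Table 2 pairs with its probe set, lay at 4.44, −3.27, 0.00, 1.11 and 0.00 in the same order. On a linear scale the differences between FZ and FCC are 485-fold for Clec3a and 209-fold for Matn3, since the values that the paper's text gives as fold are log2 values, as its tables head them.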

**Table 2:** Top 30 differentially expressed genes that showed strong modulation in at least one of the four pairwise comparisons where each MCC zone was compared to FCC (the control, C) at ≥ 50 -fold change cut-off value (log_2_ 50 FC = 5.64, bold and italics indicate gene upregulation and downregulation respectively above the cut-off value).

Probe set ID	Entrez gene	Gene title	Gene symbol	Log_2_ Fold changes of pairwise comparisons with ≥ 50 FC^a^			
				FZ vs C	PZ vs C	MZ vs C	HZ vs C
1397360_at	365009	C-type lectin domain family 3, member a	Clec3a	*− 8.92*	− 3.02	− 2.76	*− 6.21*
1393943_at	313954	Matrilin 3	Matn3	*− 7.71*	− 4.44	− 3.32	− 4.44
1387164_at	81512	Leukocyte cell derived chemotaxin 1	Lect1	*− 7.52*	*− 5.71*	− 3.38	− 5.46
1393931_at	363276	LOC363276	RGD1311447	*− 7.46*	− 5.13	− 3.32	− 5.51
1372647_at	100363743	Proline arginine-rich end leucine-rich repeat protein-like	LOC100363743	− 1.86	− 3.91	− 5.28	*− 7.27*
1380270_at	288038	Antigen p97 (melanoma associated) identified by monoclonal antibodies 133.2 and 96.5	Mfi2	*− 7.22*	*− 6.47*	*− 6.47*	*− 7.19*
1391074_at	25061	Cellular retinoic acid binding protein 1	Crabp1	**7.21**	4.83	2.32	− 0.24
1369320_at	81510	Melanoma inhibitory activity	Mia	*− 7.21*	*− 6.40*	− 5.17	*− 7.09*
1383708_at	498564	Integrin, beta-like 1	Itgbl1	− 2.78	− 3.84	*− 6.75*	*− 6.84*
1377008_at	500717	Similar to GTL2, imprinted maternally expressed untranslated	RGD1566401	− 5.26	*− 6.12*	*− 6.76*	*− 6.77*
1388973_at	305104	Collagen, type IX, alpha 1	Col9a1	*− 6.66*	− 2.13	− 1.47	− 3.46
1368788_at	29195	Chondroadherin	Chad	− 5.15	*− 6.42*	*− 5.79*	*− 6.49*
1392832_at	679942	Angiopoietin-like 1	Angptl1	− 0.26	− 1.86	− 5.34	*− 6.46*
1387886_at	84400	Proline/arginine-rich end leucine-rich repeat protein	Prelp	− 2.13	− 3.67	− 4.83	*− 6.40*
1385682_at	313831	Vitrin	Vit	*− 6.36*	*− 6.33*	− 5.05	− 4.69
1382096_at	290214	CKLF-like MARVEL transmembrane domain containing 5	Cmtm5	*− 6.24*	− 3.10	− 2.06	− 4.87
1372626_at	689256	Tumor protein D52-like 1	Tpd52l1	*− 6.22*	*− 5.98*	− 3.73	− 5.18
1384202_at	288689	Tescalcin	Tesc	*− 6.17*	*− 6.07*	− 4.06	− 5.25
1368131_at	83685	Calpain 6	Capn6	− 2.29	− 2.64	− 3.42	*− 6.17*
1368459_at	79216	Growth differentiation factor 10	Gdf10	− 5.37	*− 6.12*	*− 5.95*	*− 5.94*
1378873_at	690026	Histone linker H1 domain, spermatid-specific 1	Hils1	*− 6.08*	− 1.85	− 1.07	− 4.46
1370027_a_at	297568///497794	Alpha-1-inhibitor III///murinoglobulin 1	A1i3///Mug1	*− 6.01*	*− 5.68*	− 5.45	*− 6.06*
1386911_at	24212	ATPase, Na+/K+ transporting, alpha 2 polypeptide	Atp1a2	− 5.61	− 5.61	*− 5.90*	*− 6.05*
1368978_at	64458	Stimulator of chondrogenesis 1	Scrg1	*− 6.05*	− 4.66	− 4.11	*− 5.88*
1380442_at	368178	Homeobox C9	Hoxc9	*− 6.01*	*− 5.81*	*− 5.82*	*− 5.82*
1397945_at	499461	WNT1 inducible signaling pathway protein 3	Wisp3	*− 5.96*	− 4.01	− 4.22	*− 5.95*
1398288_at	24182	Angiotensin II receptor, type 2	Agtr2	*− 5.77*	− 5.53	− 5.56	*− 5.92*
1369158_at	24247	Calcium-sensing receptor	Casr	− 3.37	− 3.59	*− 5.91*	− 5.41
1385113_at	315338	Homeo box C10	Hoxc10	*− 5.89*	*− 5.71*	*− 5.79*	*− 5.76*
1367851_at	25526	Prostaglandin D2 synthase (brain)	Ptgds	− 5.62	*− 5.71*	*− 5.67*	*− 5.67*

^a^For each gene in the pairwise comparison, there were 2 normalized intensity values (one for each group) representing the expression levels. The fold change (FC) value for the gene is calculated by dividing the larger value by the smaller one, then a positive sign is assigned if the gene is upregulated, in other words the gene expression value of the sample (the first group) is greater than the reference (the second group). On the other hand, downregulation of the gene (negative sign) indicates that the gene expression value of the sample is less than the reference.

Upon comparing MCC zones against each other, genes of the six pairwise comparisons were moderately modulated, unlike the strong modulation demonstrated above when MCC zones were compared to FCC. Additionally, the predominance of genes downregulation shown in Table 2 was not as evident in Table 3. In fact, FC analysis at ≥ 20 FC (or ≥ 4.32 *log*_*2*_ FC) cut-off value revealed 30 differentially expressed genes among MCC zones; 5 downregulated at FZ and 25 upregulated at FZ & PZ, and can be classified as transporters (Crabp1), kinases (Ephb3), peptidases (Cpxm2), growth factor (Igf2), transcription regulators (Bcl11b, Foxa2), G-protein coupled receptors (Mrgprf), and others. 

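Foxa2, a transcription factor, was −4.43 for FZ against PZ. Igf2, a growth factor, was 4.39 for FZ against HZ by 1 of its 4 probe sets and between −0.09 and 0.05 by the others, and Cpxm2 5.03. At 20-fold, which is 4.32 on the log2 scale, 46 probe sets differed between some pair of MCC zones, and 42 of them name 37 genes. Of the 46, 41 were higher in FZ or PZ than in a deep zone and 5 were lower in FZ. With 1 value per gene, chosen after the data were seen, 29 genes pass.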

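The probe sets of Dpt differed by 6.52 and 6.81 between FZ and HZ and by 3.86 and 5.90 between PZ and HZ. Those of Col14a1 differed by 5.93 and 4.58 between FZ and HZ and by 4.33 and 1.61 between PZ and HZ, and those of Aspn by 5.87 and 4.37 between FZ and HZ. At least 20-fold higher were 40 probe sets in FZ against HZ, 10 in FZ against MZ and 14 in PZ against HZ.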

Table 3 also illustrates that 24 and 7 genes were upregulated in FZ/HZ and FZ/MZ comparisons respectively, similarly 10 genes showed upregulation at PZ relative to HZ. Such modulation finding at relatively high cut-off FC value would indicate the drastic differences between the phenotypes of corresponding cells of MCC zones, particularly the non-adjacent zones. 

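Clec3a, Col9a1 and Foxa2 passed 20-fold between adjacent zones, each of them lower in FZ than in PZ, and no probe set did so for PZ against MZ or MZ against HZ. All 46 probe sets passed in at least 1 of the comparisons of non-adjacent zones. From the number of genes past this threshold, the paper proposes that the phenotypes of cells in the MCC zones differ drastically, above all between non-adjacent zones.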

In general, most of this subset genes were moderately upregulated at FZ and PZ and downregulated at MZ and HZ. For instance, the abundance of Crabp1, Fndc1, and Dpt genes was noticeably high at FZ and PZ, and relatively low at MZ and HZ, leading to extremely high modulations especially for FZ/HZ and PZ/HZ comparisons (Table 1). On the other hand, Clec3a, Col9a1, Hils1, Foxa2, and Matn3 genes, which showed the least absolute expression at FZ, were uniquely downregulated when comparing FZ to both PZ and MZ.

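Col9a1, a chain of the collagen on the surface of cartilage fibrils, was −4.53 for FZ against PZ and −5.19 for FZ against MZ. For FZ against MZ Clec3a was −6.16 and Foxa2 −4.52. Hils1 was −4.23 for FZ against PZ and −5.01 for FZ against MZ, and Matn3 was −4.39 for FZ against MZ. Between FZ and HZ the difference was −2.72 for Clec3a, −3.06 for Foxa2 and −1.62 for Hils1.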

**Table 3:** Top 30 differentially expressed genes that showed strong modulation in at least one of the six pairwise comparisons where MCC zones were compared against each other at ≥ 20 -fold change cut-off value (log_2_ 20 FC = 4.32, bold and ilatlics indicate gene upregulation and downregulation respectively above the cut-off value).

Probe set ID	Entrez gene	Gene title	Gene symbol	Log_2_ Fold changes of pairwise comparisons with ≥ 20 FC^a^					
				FZ vs PZ	FZ vs MZ	FZ vs HZ	PZ vs MZ	PZ vs HZ	MZ vs HZ
1391074_at	25061	Cellular retinoic acid binding protein 1	Crabp1	2.38	**4.89**	**7.45**	2.51	**5.07**	2.56
1374726_at	308099	Fibronectin type III domain containing 1	Fndc1	0.84	4.06	**7.26**	3.22	**6.42**	3.20
1373947_at	289178	Dermatopontin	Dpt	2.67	**4.86**	**6.52**	2.20	3.86	1.66
1393452_at	313495	Carbonic anhydrase 9	Car9	1.67	3.11	**6.48**	1.43	**4.81**	3.37
1392832_at	679942	Angiopoietin-like 1	Angptl1	1.60	**5.08**	**6.20**	3.48	**4.60**	1.12
1376105_at	314981	Collagen, type XIV, alpha 1	Col14a1	1.60	**4.91**	**5.93**	3.32	**4.33**	1.01
1381504_at	306805	Asporin	Aspn	0.29	3.20	**5.87**	2.91	**5.59**	2.68
1368237_at	64104	Tenomodulin	Tnmd	2.43	**5.65**	**5.63**	3.22	3.20	− 0.02
1377086_at	294806	C1q and tumor necrosis factor related protein 3	C1qtnf3	− 0.07	2.36	**5.51**	2.43	**5.58**	3.15
1389306_at	299996	Matrilin 2	Matn2	1.15	2.82	**5.45**	1.68	4.30	2.63
1372647_at	100363743	Proline arginine-rich end leucine-rich repeat protein-like	LOC100363743	2.05	3.42	**5.41**	1.37	3.36	1.99
1389018_at	100362331	rCG59612-like	LOC100362331	1.81	2.50	**5.21**	0.69	3.40	2.71
1382190_at	266762	MAS-related GPR, member F	Mrgprf	1.63	3.81	**5.15**	2.18	3.52	1.34
1385788_at	287989	Eph receptor B3	Ephb3	0.38	3.55	**5.03**	3.17	**4.65**	1.47
1374942_at	293566	Carboxypeptidase X (M14 family), member 2	Cpxm2	1.01	3.07	**5.03**	2.06	4.02	1.95
1372168_s_at	25641	Insulin-like growth factor binding protein 6	Igfbp6	2.69	**4.58**	**4.94**	1.89	2.25	0.37
1391341_at	303505	Plexin domain containing 1	Plxdc1	0.38	3.51	**4.92**	3.13	**4.53**	1.41
1367700_at	64507	Fibromodulin	Fmod	0.79	1.91	**4.91**	1.12	4.12	3.00
1392510_at	362336	Family with sequence similarity 180, member A	Fam180a	0.56	1.43	**4.71**	0.87	4.16	3.29
1393672_at	289094	Hemicentin 1	Hmcn1	0.20	4.11	**4.57**	3.91	**4.38**	0.46
1373674_at	362429	Microfibrillar associated protein 5	Mfap5	2.21	**4.47**	3.47	2.26	1.25	− 1.01
1376711_at	84588	Claudin 11	Cldn11	2.77	3.75	**4.43**	0.98	1.66	0.68
1384944_at	314423	B-cell CLL/lymphoma 11B (zinc finger protein)	Bcl11b	0.48	4.31	**4.42**	3.83	3.94	0.11
1371700_at	287382	Microfibrillar-associated protein 4	Mfap4	3.29	4.07	**4.41**	0.78	1.12	0.34
1367571_a_at	24483	Insulin-like growth factor 2	Igf2	2.61	3.31	**4.39**	0.70	1.78	1.08
1397360_at	365009	C-type lectin domain family 3, member a	Clec3a	*− 5.90*	*− 6.16*	− 2.72	− 0.26	3.19	3.45
1388973_at	305104	Collagen, type IX, alpha 1	Col9a1	*− 4.53*	*− 5.19*	− 3.20	− 0.66	1.33	1.99
1378873_at	690026	Histone linker H1 domain, spermatid-specific 1	Hils1	− 4.23	*− 5.01*	− 1.62	− 0.79	2.60	3.39
1368711_at	25099	Forkhead box A2	Foxa2	*− 4.43*	*− 4.52*	− 3.06	− 0.08	1.37	1.46
1393943_at	313954	Matrilin 3	Matn3	− 3.27	*− 4.39*	− 3.27	− 1.11	0.00	1.11

^a^For each gene in the pairwise comparison, there were 2 normalized intensity values (one for each group) representing the expression levels. The fold change (FC) value for the gene is calculated by dividing the larger value by the smaller one, then a positive sign is assigned if the gene is upregulated, in other words the gene expression value of the sample (the first group) is greater than the reference (the second group). On the other hand, downregulation of the gene (negative sign) indicates that the gene expression value of the sample is less than the reference.

### Altered canonical pathways

When analyzing genes with FC >  ± 1.4 at threshold p-value < 0.05 for the ten comparisons, ingenuity pathway analysis identified large numbers of altered pathways, ranging from 477 to 548, (the full list of pathways for each comparison is provided in Supplementary Tables 5–14). The top 10 canonical pathways of each MCC zones in comparison to FCC (the control), and the top 27 pathways from the analysis of MCC zones against eachother are shown in Fig. 1a–f. To illustrate the possible changes in biological processes across MCC zones, we used the composite summary tool of IPA, and based on the z-score activation state, there was an overrepresentation of pathways with predicted inhibition at both superficial zones (FZ&PZ) as compared to MCC deeper layers (MZ&HZ) except for two cholesterol biosynthesis pathways (Fig. 1e). Conversely, most of the identified pathways showed predicted activation upon comparing MCC zones against FCC (Supplementary Fig. 12). Proliferative zone (PZ) was found to have more unique differentially expressed pathways, whilst MZvsHZ comparison showed the least significance values and activation scores (Fig. 1e,f, Supplementary Fig. 12). 

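Members of the leukocyte extravasation pathway were divided by whether blood cells are their main source, in lists that follow the study's own choice of the pathway from these samples and so are not independent evidence of its direction. Of 17 members made mainly by blood cells, 12 were at least 1 higher in HZ than in FCC and 1 was lower (median 1.49, percentile 100.0), with Spn, a surface protein of leukocytes, at 2.84, Rac2 at 2.76, Btk at 2.06 and Plcg2 at −1.02. In MZ 11 were higher and 1 lower (median 1.17, percentile 100.0), in FZ 5 and 1 (median 0.78, percentile 100.0), and in PZ 2 and 1 (median 0.12, percentile 83.3). Of 30 members that other cells also make, 12 were higher and 4 lower in HZ (median 0.73, percentile 100.0), with Itgb3, an integrin, at 2.39, Cd44, a receptor of hyaluronan, at 1.72, and Edil3 at −2.34. Itgb3 is also in the megakaryocyte and osteoclast lists, and the paper's tables name 1 of these 30 genes, Cldn11. They were 11 and 4 in MZ (median 0.63, percentile 100.0), 11 and 3 in FZ (median 0.26, percentile 99.1) and 7 and 8 in PZ (median 0.15, percentile 95.3). Superficial against deep, the members made by blood cells had 10 lower and 0 higher (median −1.06, percentile 0.0) and the others 5 lower and 2 higher (median −0.25, percentile 0.1). Of 19 genes of all leukocytes, 5 of which are also among the members made by blood cells, 16 were at least 1 higher in HZ than in FCC (median 2.18, percentile 100.0), while in PZ 3 were higher and 2 lower (median −0.02, percentile 34.6). The activation states come from the paper's pathway software and were not computed here.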

Leukocyte extravasation signaling (LES) pathway was predicted to be activated at all MCC zones in comparison to FCC with increased cell movement of blood cells, interaction of blood cells, invasion of cells, migration of cells, vasculogenesis, cell movement of smooth muscle cells, and migration of muscle cells. Within MCC, cell mobility, cell polarity, tail retraction, and actin cytoskeleton contraction biologic processes were predicted to be inhibitted at superficial zones as compared the deeper ones (Figs. 1c,d,f, 2). On the other hand, Superpathway of Cholesterol Biosynthesis showed positive z-score (predicted activation) in both FZ and PZ comparisons against FCC and deep MCC zones with predicted decrease in 1,25 dihydroxyvitamin D3 biosynthesis (Fig. 1a,f), Conversely, Protein Kinase A (PKA) Signaling was predicted to be inhibited in all MCC zones in comparison with FCC, and remained significantly inhibited at superficial MCC zones as compared the deeper ones (Fig. 1d, Supplementary Fig. 12). 

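Enzymes of cholesterol synthesis were higher in FZ than in FCC. Idi1, which makes the isoprene unit used by the pathway, was 1.91 in FZ and 0.47 in PZ, Fdps, which joins these units, 1.85 and 0.65, and Sqle, which oxidizes squalene, 1.37 and 0.03. Mvd was 1.55 and 1.24, and Hsd17b7 1.81 and 1.33. Of 18 genes of the pathway, 12 were at least 1 higher in FZ than in FCC and 0 lower (median 1.23, percentile 100.0), and 4 were higher in PZ and 0 lower (median 0.51, percentile 100.0). The median was 0.30 in MZ (percentile 98.1) and −0.04 in HZ (percentile 27.7), where its sign turns after the shift by hybridization controls. Superficial against deep, 6 were higher and 0 lower (median 0.91, percentile 100.0), and 6 were higher in FZ than in PZ (median 0.48, percentile 99.9). The protein kinase A list of 27 genes holds its subunits, adenylyl cyclases and anchoring proteins, the inhibitors Pkia and Pkig, and Creb1 and Crebbp. Of these, 2 were higher and 1 lower in FZ than in FCC (median 0.05, percentile 62.9), with the catalytic subunit Prkaca at 1.02 and the regulatory subunit Prkar1b at −1.14. The medians were 0.01 in PZ (percentile 49.4), 0.02 in MZ (percentile 46.7), 0.11 in HZ (percentile 86.7) and −0.05 for superficial against deep (percentile 21.2). After the shift by hybridization controls the medians of this list against FCC are clearly higher in FZ, MZ and HZ. The median of all probe sets rises with them, to 0.65, 0.52 and 0.52.

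**Figure D3:**
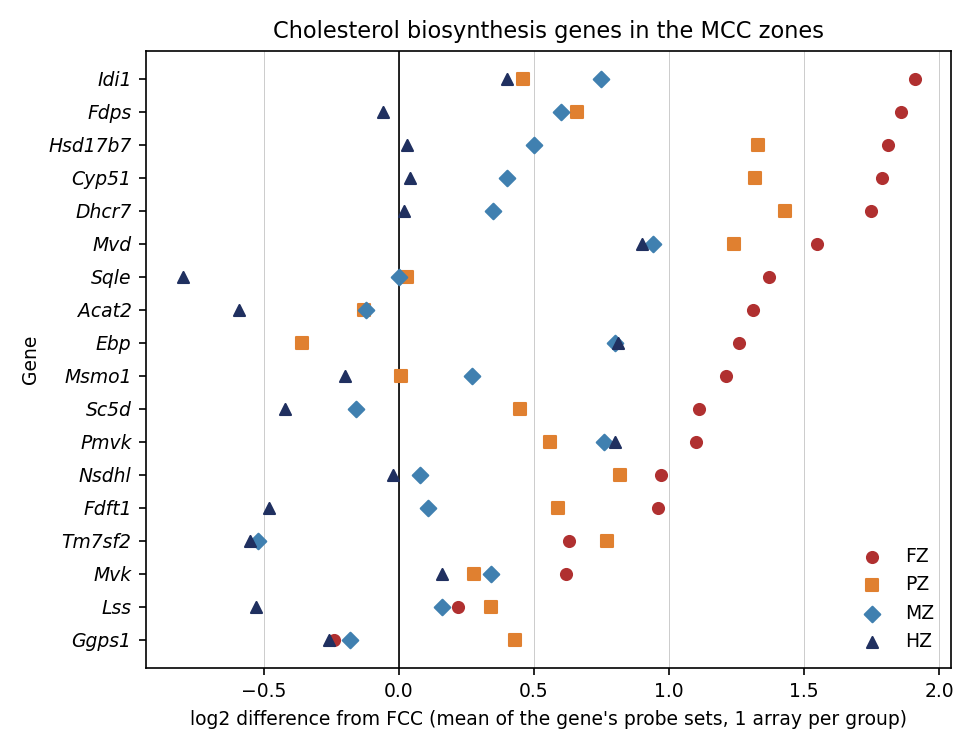
Log2 difference from FCC of the 18 measured genes of cholesterol biosynthesis in FZ, PZ, MZ and HZ, with 1 array per zone and no replicates. In FZ 12 genes lie at 1 or above, and Idi1 is highest at 1.91.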

PKA is an enzyme regulates other proteins by phosphorylation, thus it is essential for many processes such as metabolic energy, cell survival, cell proliferation, muscle contraction, membrane transport and gene expression. Hepatic Fibrosis/Hepatic Stellate Cell Activation Pathway was also one of the most significant identified pathways in all comparisons, however, its state of activation could not be predicted by IPA (Fig. 1a–d). Similarly, the activation state of other significant pathways e.g. Axonal Guidance Signaling, Hepatic Fibrosis Signaling, and Osteoarthritis Pathway was undetermined.

**Figure 1:**
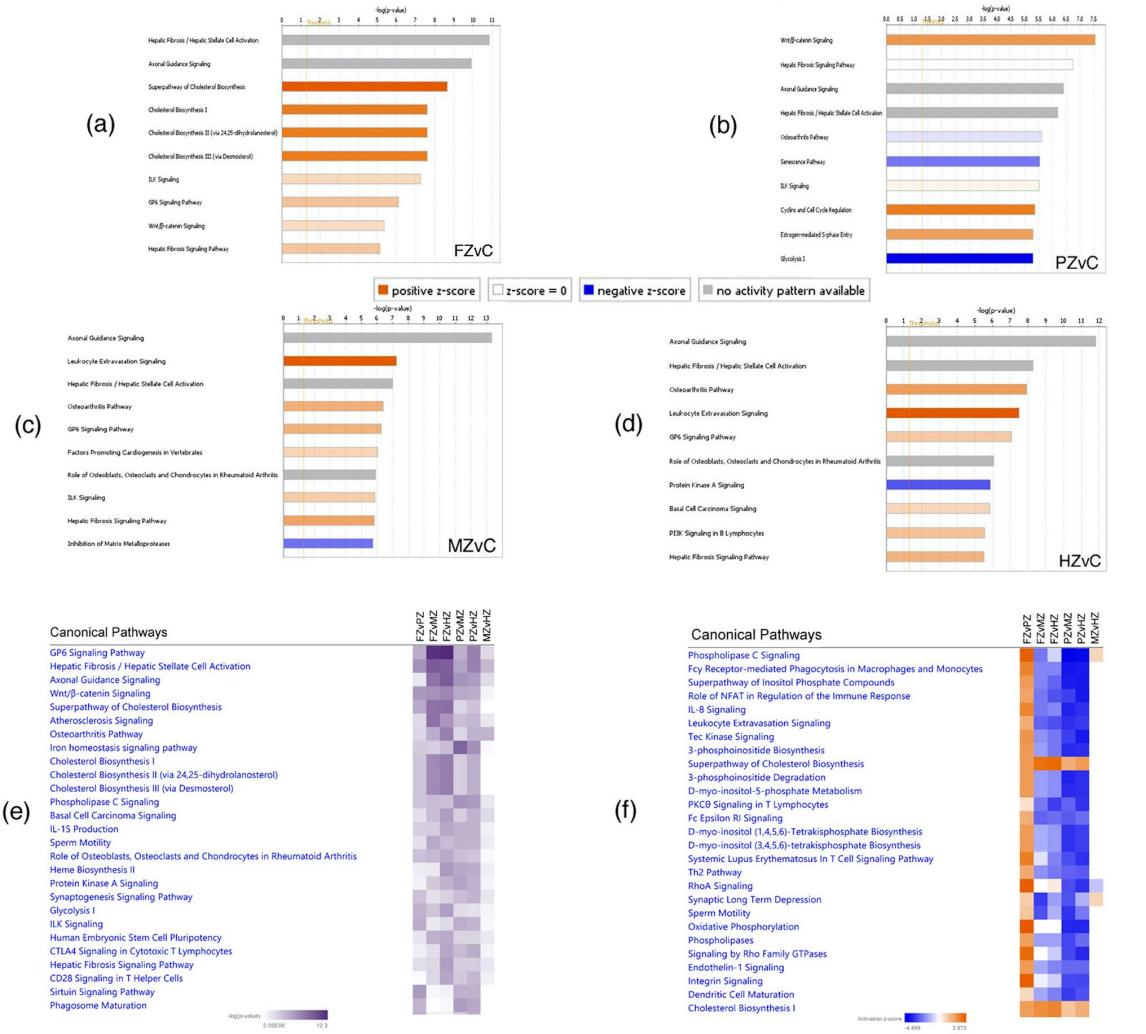
Canonical pathways identified by IPA analysis of the differentially expressed genes. (**a**–**d**) The top ten significant pathways for four pairwise comparisons; each MCC zone compared with FCC (the control). (**e**,**f**) Composite summary showing the identified canonical pathways when comparing MCC zones against each other (six comparisons). The pathways are ranked by the negative log of the p-value of the enrichment score and colored according to the z-score. A positive score indicates a significantly increased function (orange), a negative z-score indicates a significantly decreased function (blue), and an undetermined prediction is shown in gray color. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^29^.

### Upstream regulators

To provide biological insight to the reported expression changes, we performed upstream regulator analysis (URA). The analysis revealed hundreds of upstream molecules that could explain the differential gene expressions observed in MAA data (Supplementary Table 15). Upstream regulators can be any gene, transcription facor or small molecule that could affect gene expression. The three most activated/inhibited upstream regulators identified by IPA analysis for each of the ten comparisons (total of 35 molecules) are listed in Table 4. These regulators affect various biological processes such as development of body trunk, development of connective tissue cells, development of hematopoietic progenitor cells, metabolism of protein, phosphorylation of protein, inflammation, cellular homeostasis, cell cycle progression, cell–cell contact, activation of connective tissue cells, cell growth and proliferation, transformation, differentiation, movement, migration, as well as cell death and survival. Regulators determined with IPA are sometimes dependent on each other, mechanistic networks are usually constructed to indicate possible signaling mechanisms (Supplementary Fig. 13).

**Table 4:** The three most activated/inhibited upstream regulators identified by IPA analysis.

Pairwise comparison	Predicted activation			Predicted inhibition		
	Upstream regulator	Molecule type	z-score	Upstream regulator	Molecule type	z-score
FZ vs C	TBX2	Transcription regulator	4.596	l-asparaginase	Biologic drug	− 6.211
	TGFB1	Growth factor	4.432	let-7	Microrna	− 5.159
	CSF2	Cytokine	4.361	Calcitriol	Chemical drug	− 4.761
PZ vs C	TBX2	Transcription regulator	4.022	l-asparaginase	Biologic drug	− 4.472
	EGLN	Group	3.917	Calcitriol	Chemical drug	− 3.928
	RICTOR	Other	3.718	Forskolin	Chemical toxicant	− 3.544
MZ vs C	TNF	Cytokine	4.694	l-asparaginase	Biologic drug	− 5.194
	Ige	Complex	4.473	Let-7	Microrna	− 3.874
	Vegf	Group	4.318	CDKN2A	Transcription regulator	− 3.712
HZ vs C	CSF2	Cytokine	4.731	l-asparaginase	Biologic drug	− 4.95
	TNF	Cytokine	4.457	CDKN2A	Transcription regulator	− 3.992
	MITF	Transcription regulator	4.442	ETV6-RUNX1	Fusion gene/product	− 3.852
FZ vs PZ	metribolone	Chemical reagent	6.816	RICTOR	Other	− 6
	TGFB1	Growth factor	6.436	Sirolimus	Chemical drug	− 5.16
	HIF1A	Transcription regulator	5.054	CD 437	Chemical drug	− 4.966
FZ vs MZ	elaidic acid	Chemical—endogenous mammalian	4.088	Cholesterol	Chemical—endogenous mammalian	− 3.807
	SREBF1	Transcription regulator	3.777	VEGFA	Growth factor	− 3.498
	SREBF2	Transcription regulator	3.539	FGFR2	Kinase	− 3.128
FZ vs HZ	elaidic acid	Chemical—endogenous mammalian	4.433	SPI1	Transcription regulator	− 3.709
	SREBF2	Transcription regulator	4.162	l-asparaginase	Biologic drug	− 3.695
	SCAP	Other	3.733	VEGFA	Growth factor	− 3.626
PZ vs MZ	CD 437	Chemical drug	5.248	lipopolysaccharide	Chemical drug	− 5.429
	RICTOR	Other	5.129	Vegf	Group	− 4.937
	ST1926	Chemical drug	4.976	TNF	Cytokine	− 4.809
PZ vs HZ	CD 437	Chemical drug	5.114	IFNG	Cytokine	− 5.039
	ST1926	Chemical drug	5.03	TNF	Cytokine	− 4.86
	RICTOR	Other	4.668	Lipopolysaccharide	Chemical drug	− 4.824
MZ v HZ	CG	Complex	2.385	EGLN	Group	− 2.574
	IL10RA	Transmembrane receptor	2.309	Tamoxifen	Chemical drug	− 2.335
	FOXO3	Transcription regulator	2.236	Filgrastim	Biologic drug	− 2.223

The regulators are ranked by activation Z-score; if ≥ 2 increased activity is predicted, whereas a Z-score ≤  − 2 predicts inhibited activity.

**Figure 2:**
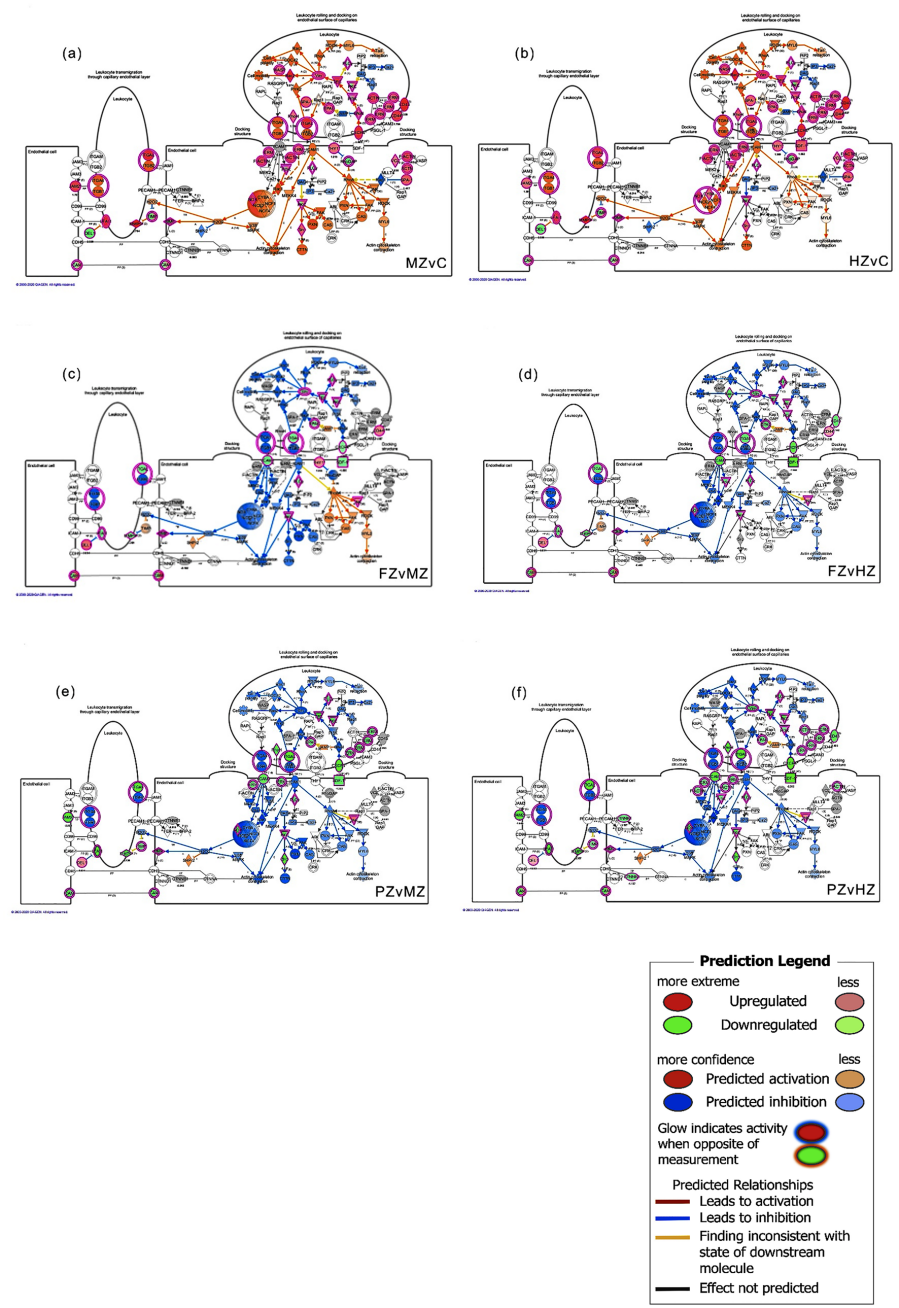
Diagram of Leukocyte extravasation signaling (LES) canonical pathways with overlaid molecular activity prediction as identified by Ingenuity Pathway Analysis (IPA) analysis of the differentially expressed genes in mandibular condylar cartilage zones and femoral condylar cartilage (FCC). The upregulated (red color) and downregulated (green color) genes identified in six comparisons, MZvC (**a**), HZvC (**b**), FZvMZ (**c**), FZvHZ (**d**), PZvMZ (**e**), PZvHZ (**f**) are shown along with predictions on biological function. Cell mobility, cell polarity, tail retraction, and actin cytoskeleton contraction biologic processes were predicted to be activated (orange color) at the deep zones (MZ & HZ) as compared FCC. These processes are predicted to be decreased (blue color) at MCC superficial layer (FZ & PZ) when compared to deeper zones. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^29^.

### Validation of microarray data by qRT-PCR

Ten genes from FCC and each MCC zones were selected to validate the MAA data by qRT-PCR. Seven genes out of 10 showed expression patterns in real-time PCR comparable to those of the MAA (Supplementary Figs. 14–23).

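On the arrays, the genes taken to qRT-PCR covered several patterns. Car9 was 1.71 in FZ, 0.04 in PZ, −1.39 in MZ and −4.77 in HZ against FCC. Ctsz, a lysosomal protease, was 1.54, −1.05, 2.49 and 3.06 in the same order. Drd4, a dopamine receptor, was 4.63 in PZ by 1 probe set, 1.47 by another and 0.00 by the third. Styxl2 (Dusp27 in the paper) was 2.75, 3.93, 4.53 and 4.28, the highest of these genes in MZ. Cmtm5, a chemokine-like membrane protein, was −6.24, −3.10, −2.06 and −4.87, and Fam180a −0.13, −0.69, −1.56 and −4.85. Ucma was −1.35, −1.67, −2.03 and −5.57. The qRT-PCR values were not analysed here.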

## Discussion

Microarray experiments are considered as discovery tools that open up new avenues for research by identifying new gene targets^30^. Although global overview of gene expressions in the studied tissue specimens is made possible, microarrays are basically screening tools that can formulate more targeted research questions and generate well-supported hypotheses rather than proven conclusions^31^. In the present study, LCM, was used to selectively obtain cells from the MCC zones individually. LCM along with MAA were employed to provide new insights into characterizing the four MCC zones. The results support formulating the hypothesis that MCC cells have significantly different patterns of gene expression from those of articular chondrocytes, and more importantly, several genes were found to be expressed variably upon the transition from one zone to another whitin MCC. By demonstrating this spatial (zonal) changes in the gene expression levels, our findings support the hypothesis that cells within the MCC have different phenotypic characteristics. This hypothesis is concordant with a previous finding reported by Hinton et al. who concluded that the prechondroblastic cells (cells of both the fibrous and proliferative zones) have different gene expression profiles from the underlying chondrocytes (cells of both mature and hypertrophic zones) of the MCC^27^.

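Over all probe sets, the root mean square of the log2 difference was 0.536 between FZ and PZ, 0.476 between FZ and MZ, 0.549 between FZ and HZ, 0.591 between PZ and MZ, 0.665 between PZ and HZ and 0.284 between MZ and HZ. Against FCC it was 0.693 for FZ, 0.739 for PZ, 0.714 for MZ and 0.806 for HZ. For single genes the order differs, with Dpt at 2.92 for PZ against MZ and 4.71 for FZ against MZ.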

The difference in gene expression ratios was most obvious between the articular chondrocytes (FZ) and other MCC zones, nevertheless, strong differences were also identified within the other MCC comparisons. In a related study by Fukui et al., zonal differences between the genes of superficial fibroblastic and deep hypertrophic regions of human femoral cartilage were also found to be very pronounced^12^. When comparing adjacent MCC zones such as FZ with PZ, PZ with MZ, and MZ with HZ at ≥ 20 FC level, only three genes were modulated out of the 30 identified genes (Table 3). Indeed, given the strong overlap in the cellular and extracellular composition between the mature and hypertrophic chondrocytes, it is not surprising that significant expression differences are limited to relatively very few genes. On the contrary, all of the 30 differentially regulated genes at ≥ 20 FC level were identified when we compared non-adjacent zones (Table 3). We could neither support or oppose these findings by the literature as there are no similar previous zone-specific studies on the MCC, however, by the analogy with Wang et al. study, where only proliferative and hypertrophic growth plate zones were isolated and then compared, the presence of significant differential gene expression between the two studied zones could be considered supportive to our findings^32^. Likewise, Zhou et al. study identified 804 differentially expressed genes when the articular zone of MCC was compared with the mature zone^33^.

The strongest upregulated relative expression ratio was observed for the Crabp1 gene in FZ as compared to HZ and to the control (7.45- and 7.21-folds respectively) (Tables 2 and 3). 

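On a linear scale, Crabp1 was 175-fold higher in FZ than in HZ and 148-fold higher than in FCC. Of 19 genes of retinoic acid metabolism and signalling, 4 were at least 1 higher in the superficial zones than in the deep zones and 2 were lower, with a median of 0.07 (percentile 86.6) whose sign turns after the shift by hybridization controls. The higher ones were Crabp1, Crabp2, the retinol carrier Rbp4 (1.66) and Rarres2 (1.03), and the lower ones Aldh1a2, which makes retinoic acid (−1.30), and Rarres1 (−2.01). The paper's tables name 2 of these genes, Crabp1 and Crabp2.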

Retinoic acids, the active ingredient of vitamin A, play a role in different activities including cellular growth, differentiation and development by binding to specific nuclear receptors, and then regulate gene expression^34,35^. Both vitamin A deficiency and excess lead to skeletal defects; large doses result in growth retardation and premature closure of the growth plate, whereas administration of retinoid antagonists prevents further differentiation of prehypertrophic chondrocytes, indicating the importance of endogenous retinoids for chondrocyte maturation^36^. CRABPs are carrier proteins crucially important for the transport and metabolism of retinoic acid^34^. The amount of the latter substance reaching the nucleus is modulated two cytoplasmic binding proteins CRABP I and II^37^. Overexpression of CRABP I is probably preventing retinoic acid from entering the nucleus by keeping it in the cytoplasm, and by facilitating the acid degradation^38^. On the contrary to our identified bizonal increase of Crabp1in the superficial zones of MCC, a study on rabbit growth plates reported much higher level of Crabp1 transcript in the maturing and hypertrophic chondrocytes than in resting and proliferating chondrocytes^39^. This disagreement could be attributed to the variant cell phenotypes, especially the dividing cell population (PZ) in the MCC as compared with the growth plate.

On the other hand, the most pronounced downregulated gene was Clec3a (− 8.92-fold) in FZ in relation to the femoral cartilage (Table 2). Clec3a gene is a cartilage-derived member of the C-type lectin superfamily. It requires calcium for binding, hence designated as C-type. The protein it encodes is apparently restricted to cartilage and involved in many biologic functions as it promotes cell adhesion to laminin-332 and fibronectin. While this protein has been found in nucleus pulposus, nasal cartilage and in articular cartilage, the distribution of mRNA of Clec3a in the developing rib was related to the upper hypertrophic and proliferating chondrocyte zones, suggesting a role in organizing the ECM and probably in regulating the epiphysis remodeling^40^. According to our MAA data, Clec3a was the most downregulated gene at FZ; a similar expression pattern was demonstrated by Grogan et al., who studied the zonal expression patterns of genes in the FCC of human and bovine. They found a significant downregulation of Clec3a gene in the superficial zone compared to the middle zone^41^. It is worth mentioning that some of the differentially expressed genes identified in the present study were not reported previously. This is in concordance with Hinton et al. study where novel unsuspected genes were differentially expressed in the perichondrium of the MCC^27,42^. Furthermore, the identification of relatively large number of unknown genes and expressed sequence tags may indicate that novel molecular pathways are not yet identified^43^. 

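Other cartilage genes were low in FZ beside Clec3a. The chains Col9a3 and Col9a2 differed by −4.11 and −2.75 for FZ against PZ, Col2a1 by −2.49 as the mean of probe sets at −3.83, −2.08 and −1.58, and Comp by −2.33. Prelp, which anchors matrix to basement membrane, and Chad differed by 1.54 and 1.27. Of the hyaline cartilage genes, 10 were at least 1 lower and 2 higher in FZ (median −0.88, percentile 0.0). This median is smaller in size after the shift by hybridization controls and keeps its sign. It is larger in size with the most variable probe set of each gene, a setting chosen after the data were seen.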

Intriguingly, 25.3% of the differentially expressed genes in at least one of the ten pairwise comparisons conducted at ≥ 20-fold cut-off value were unknown genes (Supplementary Table  2); thus the current study implies that several yet-to-be identified pathways may play a significant role in MCC.

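At 20-fold, 154 probe sets passed in at least 1 of the 10 comparisons, and 31 of them, 20.1%, are not listed in the platform annotation used here. Over all probe sets that share is 31.5%, and over those that pass 4-fold it is 26.3%.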

In osteoarthritis, proteolytic enzymes such as matrix metalloprotease and aggrecanases degrade cartilage extracellular matrix components. This is accompanied with the expression of hypertrophic chondrocytes markers e.g. type 10 collagen (COL10A1), vascularization, and focal calcification. These features are similar to the normal endochondral ossification process that takes place in the growth plate^44^, where proliferating chondrocytes secrete Chondromodulin-I, Tenomodulin, and Sox to inhibit angiogenesis, while hypertrophic chondrocytes promote angiogenesis through hypoxia-inducible factor 1 (HIF) and vascular endothelial growth factor (VEGF) signaling to and recruit blood vessel invasion^45^. Inflammation and angiogenesis are closely correlated; angiogenesis may enable leukocyte extravasation into tissues by increasing the total endothelial surface, and several cytokines, chemokines, CAMs (cell adhesion molecules), and growth factors can also modulate neovascularization^46^. We predicted Leukocyte extravasation signaling (LES) pathway to be activated in MCC (Fig. 1c,d,f), in particular at deeper zones where chondrocytes hypertrophy very rapidly^42^ (Fig. 2a,b). Leukocyte recruitment into tissue across the endothelium requires four steps: rolling, tethering, firm adhesion, and diapedesis^47^, and involves the participation of different adhesion receptors such as selectins, integrins and immunoglobulin superfamilies^48^. In our IPA, matrix metalloproteinases (MMP3, MMP9, MMP10, MMP12, MMP14, and MMP28), chemokinases (CXCL12,CXCR4), and claudins (CLDN11,CLDN22,CLDN5) were differentially expressed in relation to LES canonical pathway (Supplementary Tables 5–14). MMPs are enzymes which can degrade collagen, proteoglycans, and other extracellular matrix components, simultaneously. These enzymes are tightly regulated by several growth factors, cytokines, specific tissue inhibitors of MMPs (TIMPs)^49^. The abundance of MMP9, MMP12 and TIMP1 in MZ & HZ of the MCC, alongwith the substantial downregulation of MMP3, TIMP3 and TIMP4 shown in our results further affirm the importance of balancing the expression of MMPs to TIMPs in cartilage microenvironment to maintain its integrity^49^. 

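Mmp9, a gelatinase of osteoclasts and neutrophils, was 1.36 in MZ, 1.58 in HZ and −1.40 in FCC relative to its median over the arrays by 1 probe set, and 1.06, 1.10 and −0.77 by the other. Mmp12, the elastase of macrophages, was 1.54 in MZ, 0.00 in HZ and −1.33 in FCC, and Timp1, an inhibitor of metalloproteinases, 0.34, 0.20 and −1.07. Mmp3 lay 2.37 above its median in FCC and Timp4 2.24, while the 4 probe sets of Timp3 gave 0.00, 0.48, 0.77 and 1.37 there. Of 22 metalloproteinases and inhibitors, 0 were at least 1 higher in the superficial than in the deep zones and 2 were lower (median −0.04, percentile 30.7). Osteoclasts and macrophages make Mmp9 and Mmp12. The medians of their lists against FCC were 1.23 in HZ for osteoclasts and 1.39 in MZ for macrophages. Mmp9 is itself in the osteoclast list, so that median is not independent of it. Among the members of these lists were Acp5 at 2.24 in HZ and Cd68 at 2.52 in MZ. The osteoclast gene Nfatc1 went the other way, at 0.72 in FCC and −0.45 in HZ relative to its median over the arrays.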

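Cxcl12, a chemokine that attracts leukocytes and blood stem cells, was 1.56 in HZ and 0.32 in MZ by its highest probe set, 1.48 and 0.83 by another, and 0.00 and 0.00 by the third. Its receptor Cxcr4 was 1.59 in HZ and 1.07 in MZ by the highest probe set and 0.59 and 0.00 by the lowest. Ptprc, a surface protein of all leukocytes, differed by 2.60 and 0.24 by its 2 probe sets and Cd53, also of leukocytes, by 2.33 between HZ and FCC.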

In corroboration of the crucial role of chemokines in leukocytes recruitment, we found CXCL12, CXCR4 to be substantially expressed in the deep layers of MCC. Chemokines are chemoattractant cytokines that stimulate cell movement and migration signaling events, in particular leuckocyte trafficking, they also induce many other biologic processes such as cell proliferation, survival, development, and angiogenesis under both physiological and pathological conditions^50,51^. In addition to matrix metalloproteinases and chemokines, our results demonstrated modulation of three members of cluadins family. 

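Cldn11 was 3.20 in FZ by 1 probe set and 0.00 by the other. Cldn5, the claudin of endothelium, was 1.38 in MZ and 1.42 in HZ, where Tie1, a receptor of endothelial cells, was 1.19 against FCC. Cldn22 lay 1.45 above its median over the arrays in FCC.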

Studies have shown that claudins, which are integral membrane proteins and tight junction proteins, may be involved in cell adhesion^52^. Claudin 11 (CLDN11), a major component of central nervous system (CNS) myelin, was abundant prenatally in developing meninges, mesoderm, and adjacent to cartilage, indicating its major role in growth and differentiation of not only oligodendrocytes but also other cells outside CNS^53^.

Lipids such as phospholipids, cholesterol and fatty acids in cartilage are important as source of energy for cells. They are also an essential constituent of cellular membranes, and play a role as signalling molecules^54,55^. High cholesterol levels are associated with osteoarthritis, whereas cholesterol synthesis inhibition reported to be associated with skeletal dysplasias; confirming the important role of cholesterol biosynthesis in chondrogenesis^56^. 

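Dhcr7, the last enzyme of cholesterol synthesis, was 1.75 in FZ, 1.43 in PZ, 0.35 in MZ and 0.02 in HZ against FCC. Cyp51, which removes a methyl group from lanosterol, was 2.05, 2.52, 0.69 and 0.26 in the same order by 1 probe set and 1.53, 0.12, 0.12 and −0.17 by the other. Acat1, which condenses acetyl-CoA, was 1.01, −0.28, 0.71 and 0.65 by 1 probe set and 0.47, 0.49, 0.23 and 0.35 by the other.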

Genes-encoding proteins necessary for cholesterol biosynthesis, such as acetyl-coenzyme A acetyltransferase 1 (ACAT1), cytochrome P450 oxidase, family 51, sub-family A, polypeptide 1 (CYP51A1), 3-hydroxy-3-methylglutaryl-coenzyme A synthase 1 (HMGCS1) or 7-dehydrocholesterol reductase (DHCR7), have been detected to be highly expressed in the superficial zones of MCC (Supplementary Table 1) where Superpathway of Cholesterol Biosynthesis is also predicted to be activated according to our results (Fig. 1a,e,f),. Previously reported data has shown that cholesterol and lipid biosynthesis are crucial for regulation of differentiation, proliferation and apoptosis of undifferentiated mesenchymal cells in the growth plate, probably via regulating many other signaling pathways, such as Wnt signaling and Hedgehog (Hh) signaling^56,57^. 

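As the mean of its 2 probe sets, Srebf1 differed by 0.06 between FZ and MZ, by 0.56 between FZ and HZ and by 1.29 between PZ and HZ, and Srebf2, taken in the same way, by 0.37, 0.36 and −0.08. For Scap these means were 0.02, 0.07 and 0.18, and for Rictor 0.00, 0.02 and −0.04. These are mRNA values of the regulators themselves and do not test the activity that the paper's pathway software predicted. Against FCC, Srebf1 was 0.00 in FZ and 0.72 in PZ, Srebf2 0.10 and −0.34, Scap 0.17 and 0.28, and Rictor 0.02 and −0.04. The probe sets of Srebf1 differ, and 1 of them gave 1.06 for PZ against FCC and 2.04 for PZ against HZ, the other 0.39 and 0.53. Of 15 genes of the SREBP list, which holds Srebf1, Srebf2 and Scap beside SREBP targets outside cholesterol synthesis, 3 were at least 1 higher in the superficial than in the deep zones and 0 lower (median 0.68, percentile 100.0), namely Scd, which makes monounsaturated fatty acids (2.65), Acss2 (1.57) and Elovl6 (1.07). Without Srebf1, Srebf2 and Scap, a setting chosen after the data were seen, 3 of 12 were higher and 0 lower (median 0.71). Of all 15, 2 were higher and 1 lower in FZ than in FCC (median 0.49, percentile 99.9), and 1 and 1 in PZ (median 0.28, percentile 98.1).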

Upstream regulator analysis of our microarray data identified RICTOR (rapamycin-insensitive companion of mTOR), SREBF1, SREBF2 (SREBPs are sterol regulatory element-binding proteins), and SCAP (SREBP cleavage-activating protein), which have been implicated in the process of cholesterol synthesis, among the most activated upstream regulators in the superficial FZ & PZ of MCC (Table 4 and Supplementary Fig. 13). The mammalian target of rapamycin (mTOR) is a serine/threonine protein kinase that regulates the phosphorylation of many proteins, and has two functional complexes; mTORC1 and mTORC2. RICTOR, which is a subunit of mTORC2, regulates cell metabolism, growth, proliferation and survival in response to growth factors and hormonal signals^54,58^. In addition to protein synthesis, mTOR is also a critical regulator of lipid biosynthesis through SREBF1/SREBP1 but little is known about mTOR lipid-induced responses in chondrocytes. SREBPs and SCAP regulate intracellular cholesterol biosynthesis, when cholesterol levels are low, SCAP/SREBP complex allows proteases to cleave SREBP and then to traffic to the nucleus where target genes for the biosynthesis of cholesterol are activated. Conversely, when intracellular levels are high, cholesterol biosynthesis is prevented by tethering the SREBP/SCAP complex to the endoplasmic reticulum membrane. Studies showed that Hedgehog signaling and intracellular cholesterol synthesis regulate each other. Activation of this signaling pathway, which regulates SCAP expression, induces cholesterol accumulation, which is crucial for chondrocytes proliferation and differentiation^56,57^. The predicted activation of Superpathway of Cholesterol Biosynthesis and of RICTOR, SREBF1, SREBF2 and SCAP upstream regulators at FZ and PZ of MCC (Fig. 1, Table 4, Supplementary Fig. 13), is consistent with that the undifferentiated cells of these superficial zones have high metabolism and require high levels of cholesterol and lipids, whereas the differentiated or nearly differentiated cells of the deeper zones (MZ &HZ) exhibited comparatively predicted inhibition of such regulators in our bioinformatic analysis.

It is evident that functional crosstalks exist between the signaling pathways involved in endochondral ossification process. Interestingly, studies showed that Hh signaling crosstalks with the Notch signaling, fibroblast growth factor (FGF) pathway, Wingless-related integration site (Wnt) signaling, bone morphogenetic protein (BMP) signaling, and mTOR signaling pathways^44^. Likewise, Wnt pathway may interact with BMP, Hh, FGF and TGF-β (transforming growth factor) signaling pathways^59^. Another intriguing feedback loop between PTHrP (Parathyroid-hormone-related protein) and Ihh (Indian hedgehog) signaling pathways was found to be involved in the homeostasis of articular cartilage and growth plate cells^44^. Furthermore, Hedgehog signaling can regulate cholesterol homeostatic genes; indicating a feedback loop in chondrocyte differentiation^56,57^. Unraveling the underlying mechanisms of these feedback loops and crosstalks will further provide important insights and enable better understanding of such interactions which take place in cartilaginous tissues. While numerous underlying pathways still remain unknown, IPA of zone-specific microarray data generated an abundance of data with large number of differentially expressed genes, and identified lists of activated/inhibited different signaling pathways and upstream regulators (Supplementary Tables 1–15). All of these cannot be introduced and discussed in this study but one cautionary note when interpreting bioinformatic data is to categorize the identified molecules and/or genes as either suppressors or promoters with caution. Rather than this binary assignment, it is strongly recommended to evaluate it as highly specialized and complicated balance of several bioactive molecules that is needed to maintain tissue homeostasis.

Since numerous properties are shared, rat MCC was chosen as a model of normal developmental processes taking place in the human MCC. In the present study, we selected the age of 5 weeks not only because MCC articulation function is already present in a more mature state, but also the maximum growth spurt for rats occurs at day 31.5. Accordingly, this age will allow studying and detecting genes expression profiles at a larger and broader scale in relation to both articulation and growth functions. Investigating normal conditions at different ages can be considered as baseline studies for future disease-related studies. Studying older age groups is also valuable, especially for evaluating osteoarthritic changes and cartilage degeneration. Gender is another important factor, literature showed that 80% of individuals seeking treatment for TMJ disorders are females of childbearing age. Such a high prevalence suggests a role for female hormones, particularly estrogen, in the disease process. In fact, this is the reason behind not selecting female rats as an animal model. Nevertheless, we consider this experiment as a baseline for future zone-specific studies of the mandibular condylar cartilage at which both male and female genders at different age groups can be studied and compared against each other.

One of the drawbacks of the MAA experiments is the incomplete relevance between the transcripts level determined and the corresponding proteins level. The fact that the differential expressions in mRNA do not necessarily reflect similar changes in proteins could be attributed to that the MAA technology is not related to posttranslational changes and posttranscriptional regulations^60,61^. Another limitation in this study was conducting the MAA experiment with no replicates. Although replication is needed to improve the data quality, the appropriate number of replicates is largely dependent on the research question to be answered. For instance, more replicates are required to confidently identify novel genes^62^, conversely, if the purpose of the study is to formulate a well-ground hypothesis, the issue of sample replicates is not very critical, specially if the MAA is combined with other more sensitive molecular analysis for validation such as qPCR. The limited availability of sample material in our study (very small MCC zones in size) and the relatively high cost of microarray chips and LCM kits have limited the number of biological or technical replicates. While noting that there are no firm standards on the number of replicates required in a microarray chip experiment, Bryant et al. found that the variability attributable to technical and biological variation in a typical in vitro microarray experiment in humans is low, and markedly less than the effect on gene expression of stimulation (MCC zonal architecture in our case)^63^. Additionally, MAA experiments designs that allow multiple independent estimates of treatment effects may allow reduced replication, or even no replication as stated by Maindonald et al.^64^. Such design was applied in our experiment when the four MCC zones were compared against each other^64^. For example, there are two estimates of the comparison between FZ and PZ: one obtained directly by comparing the two zones, and the other estimate is obtained by subtracting the FZ versus C effect from the PZ versus C effect. 

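For the deposited values the direct difference between FZ and PZ and the one taken through FCC are the same number for every probe set, with a largest deviation of 0, because the direct difference uses only FZ and PZ and the FCC value cancels in the other.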

At the end, the results will provide an overview to allow one to claim that hypotheses can be formulated and prioritized for later work. However, for all the limitations, the current study revealed several new aspects in relation to MCC cell phenotypes, which may offer some clues to research process in this area and contribute to the future therapeutic approaches for MCC diseases and conditions.

In summary, by using a rat genome expression array with more than 31,000 probe sets, a comprehensive evaluation of genome-wide expressions was possible using LCM and MAA technologies, and robust gene expression differences were revealed, supporting the hypothesis that differential gene expression exists between articular chondrocytes of the FCC and MCC cells on the one hand, and different gene profiles exist among the four zones of the MCC on the other hand.

The current study also demonstrated that the MCC zones clearly exhibited differences in the activation/inhibition status of many canonical pathways which appear to be largely dependent on spatial (regional) expression of multiple factors that connect different signaling pathways leading to cartilage/chondrocyte development, maturation and homeostasis. Our results can undoubtedly be used in the future studies for exploring gene–gene interactions and signaling cascades which is crucial for the discovery of new therapeutic strategies for this intriguing cartilaginous tissue.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

## Data Availability

The authors confrm that the data supporting the fndings of this study are available within the article and its supporting materials.

# Supplementary material for: Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage
**Source:** Sci Rep. 2021 Aug 19;11:16915. doi: 10.1038/s41598-021-96071-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage**

**Aisha M. Basudan^1,*^, Mohammad Azhar Aziz^2^ & Yanqi Yang^3^**

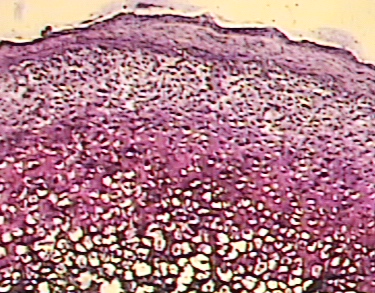

**FZ**

**PZ**

**MZ**

**HZ**

(a)

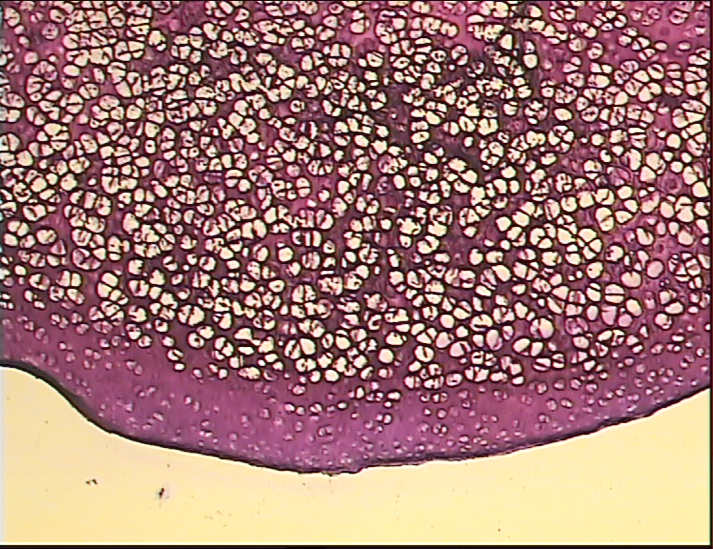

**SZ**

**MZ**

**DZ**

(b)

**Supplementary Figure 1** Zonal architecture of cartilages in 5-week-old rat. (a) Mandibular condylar cartilage (MCC) is divided into: FZ, fibrous zone; PZ, proliferative zone; MZ, mature zone; and HZ, hypertrophic zone. (b) Femoral condylar cartilage (FCC) is also histologically divided into: SZ, superficial zone; MZ, middle zone; and DZ, deep zone. The chondrocytes of the MZ & DZ were microdissected.

**Supplementary Figure 1** Zonal architecture of cartilages in 5-week-old rat. (a) Mandibular condylar cartilage (MCC) is divided into: FZ, fibrous zone; PZ, proliferative zone; MZ, mature zone; and HZ, hypertrophic zone. (b) Femoral condylar cartilage (FCC) is also histologically divided into: SZ, superficial zone; MZ, middle zone; and DZ, deep zone.

# Supplementary material for: Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage
**Source:** Sci Rep. 2021 Aug 19;11:16915. doi: 10.1038/s41598-021-96071-7
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage**

**Aisha M. Basudan^1,*^, Mohammad Azhar Aziz^2^ & Yanqi Yang^3^**

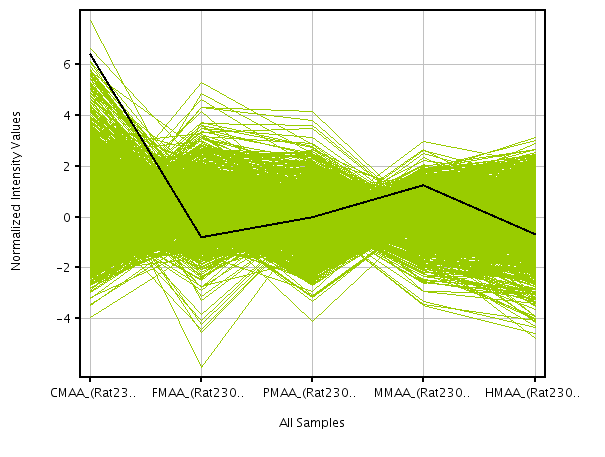

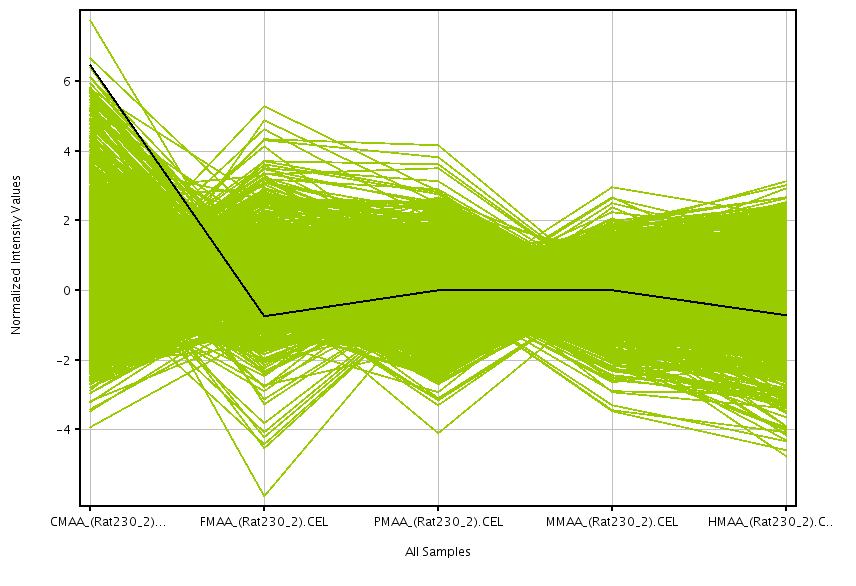

**Mfi2**

**Mia**

**Normalized Intensity Values**

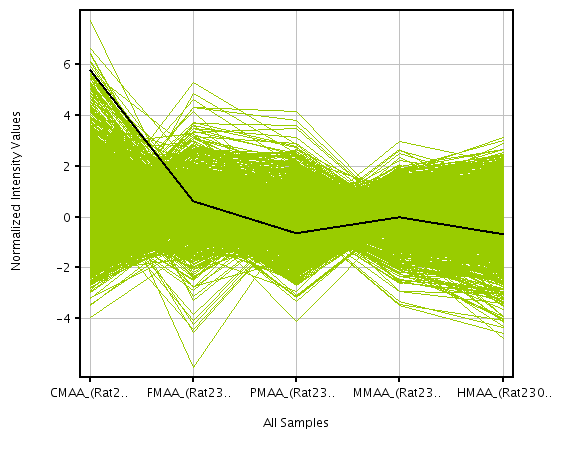

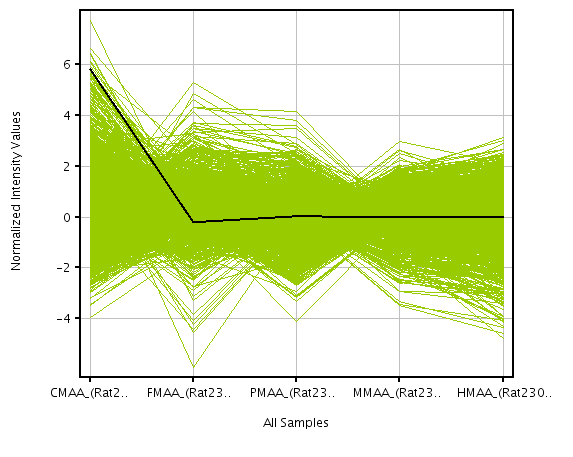

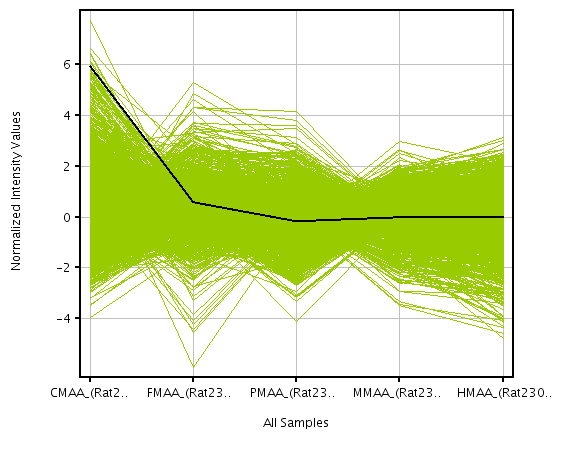

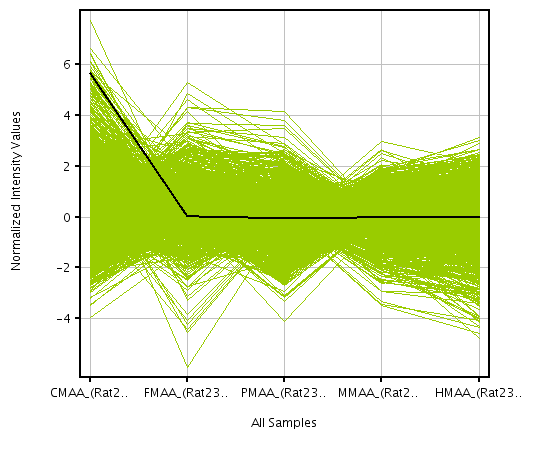

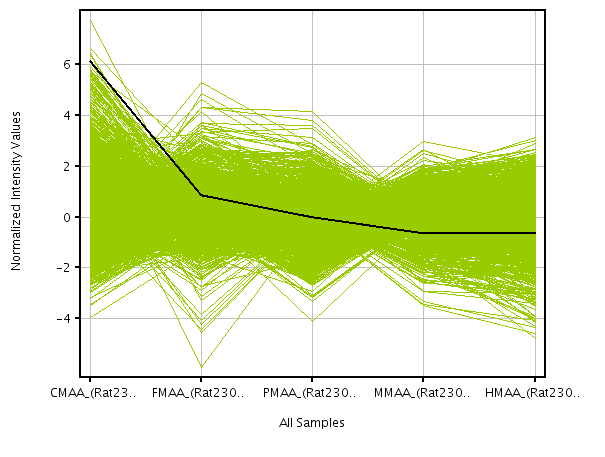

**RGD1566401**

**Gdf10**

**Hoxc9**

**Chad**

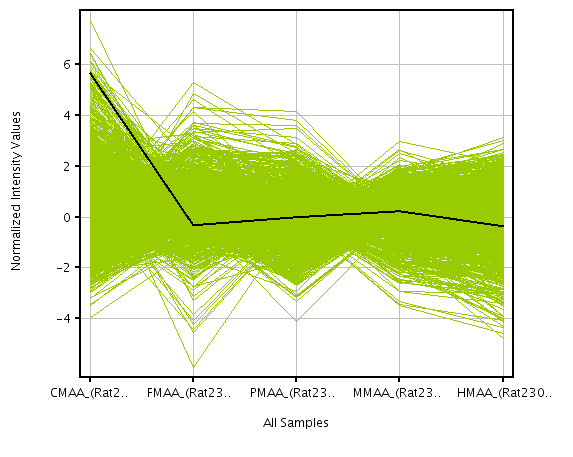

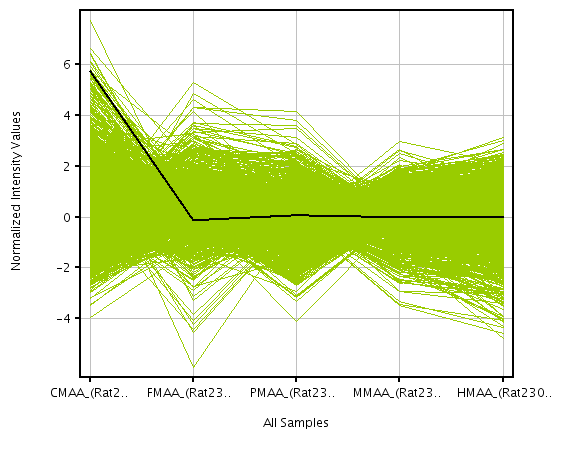

**Hoxc10**

**A1i3/Mug1**

**Ptgds**

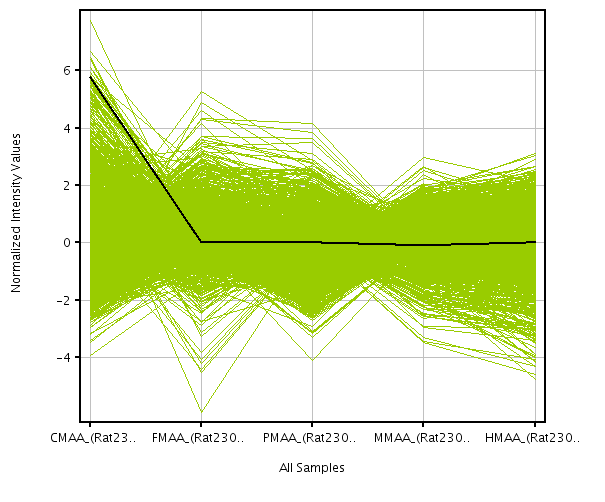

**Hoxc9**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Supplementary Figure 2** Individual profile plots for the top ten annotated genes with the greatest absolute expression values detected in group C, which was dissected from the FCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

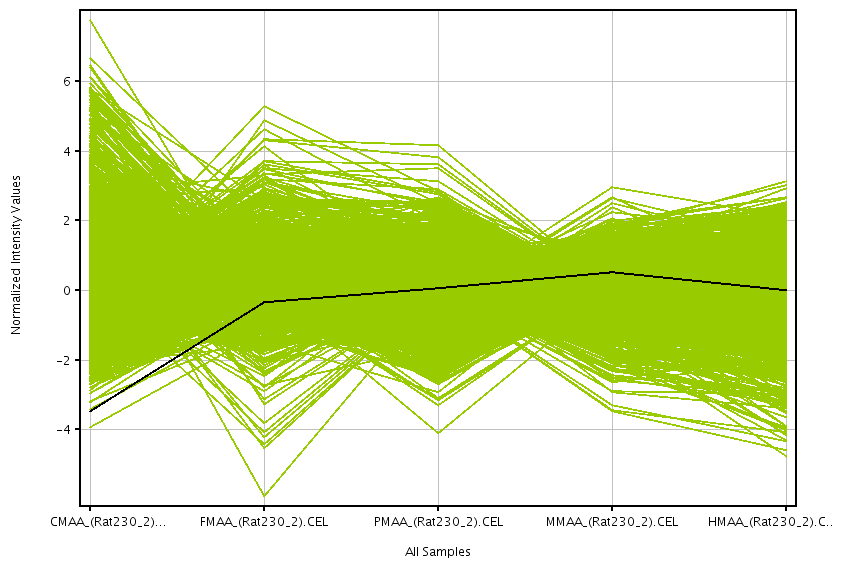

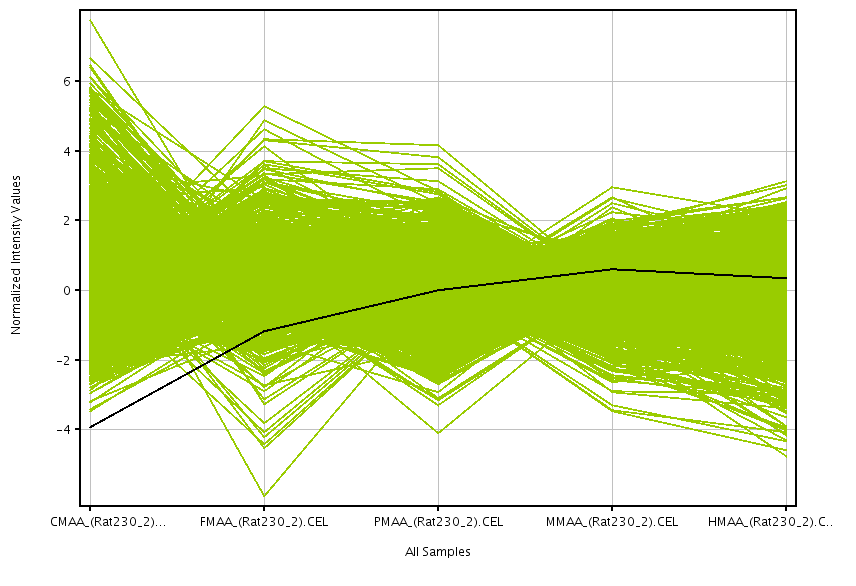

**Normalized Intensity Values**

**Dusp27**

**LOC 685277**

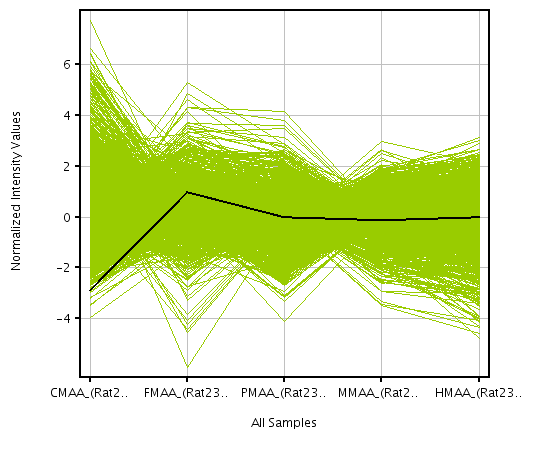

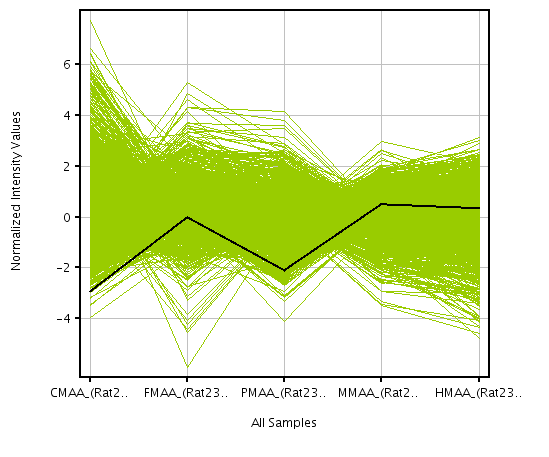

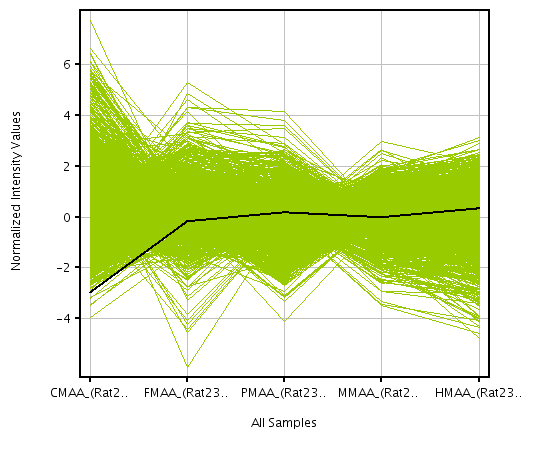

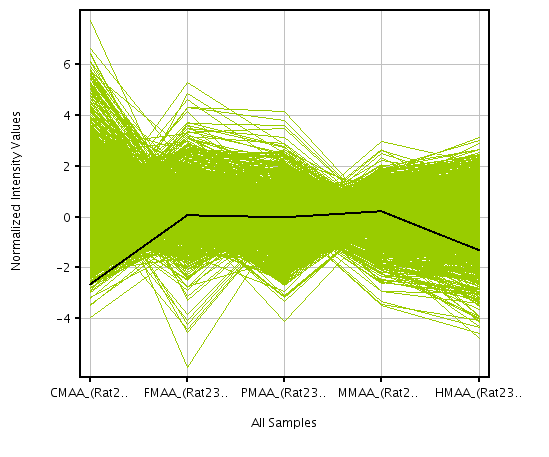

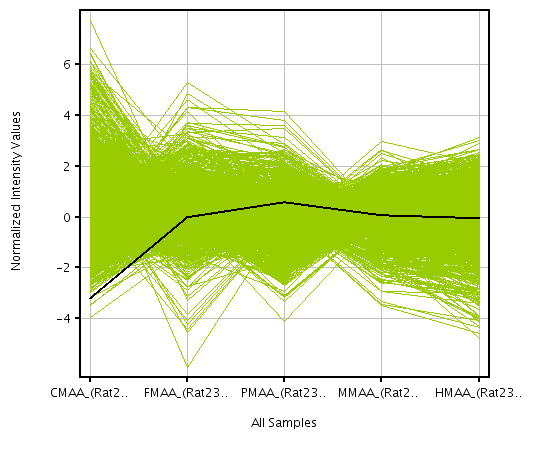

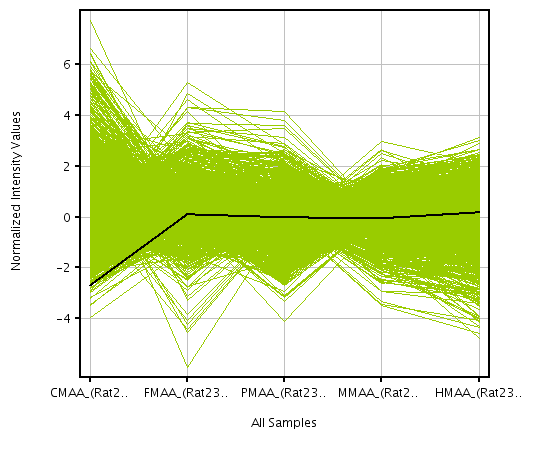

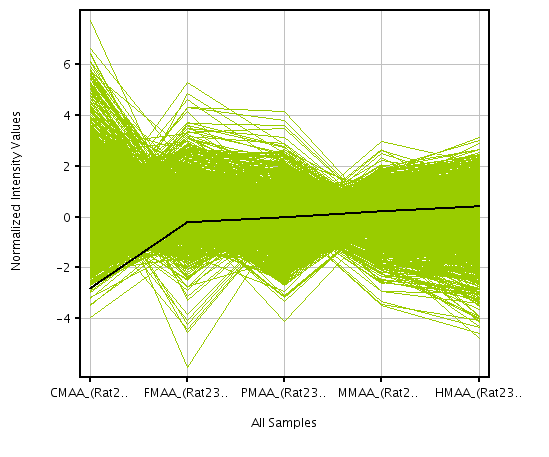

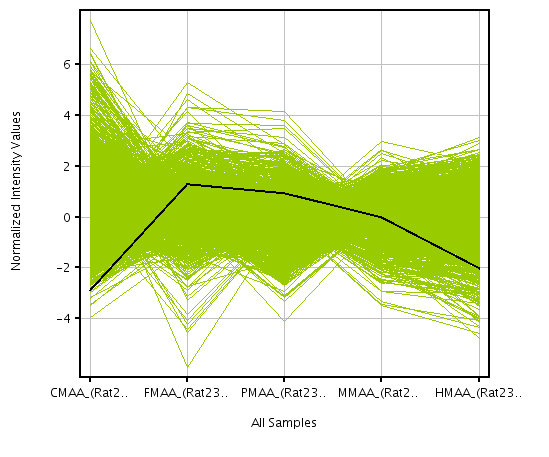

**Normalized Intensity Values**

**Normalized Intensity Values**

**Supplementary Figure 3** Individual profile plots for the top ten annotated genes with the least absolute expression values detected in group C, which was dissected from the FCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

**Robo2**

**Lox**

**Serpinf1**

**Dlx1**

**Rasal2**

**Fam25a**

**Slfn3**

**Tes**

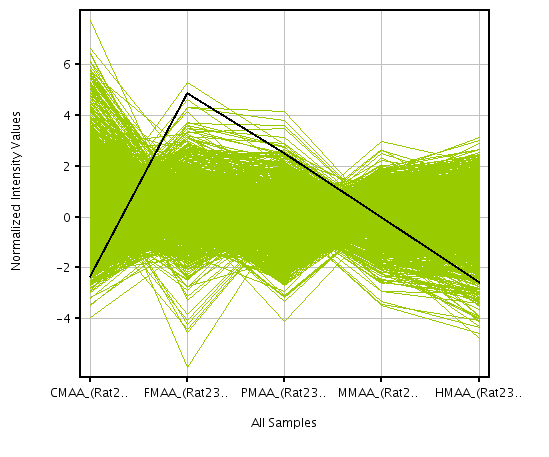

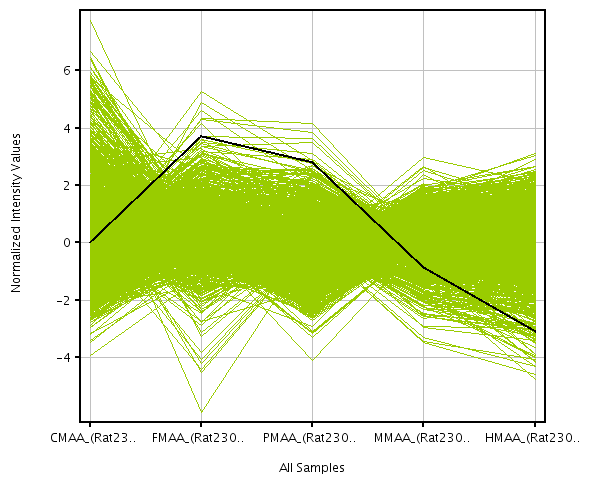

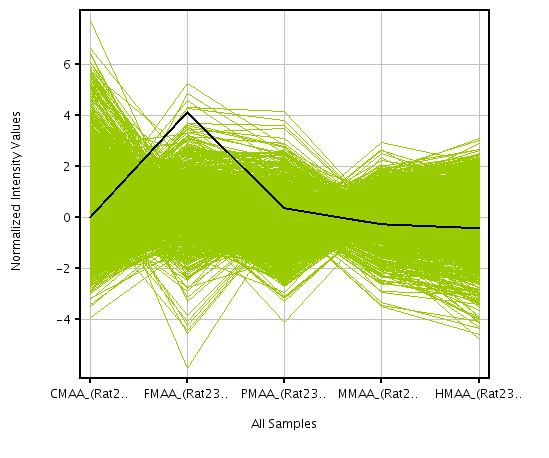

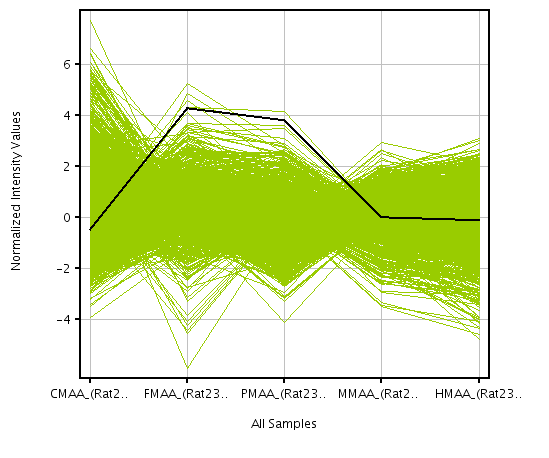

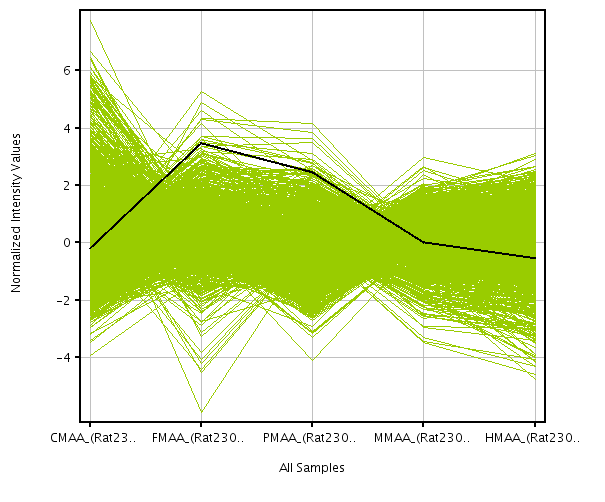

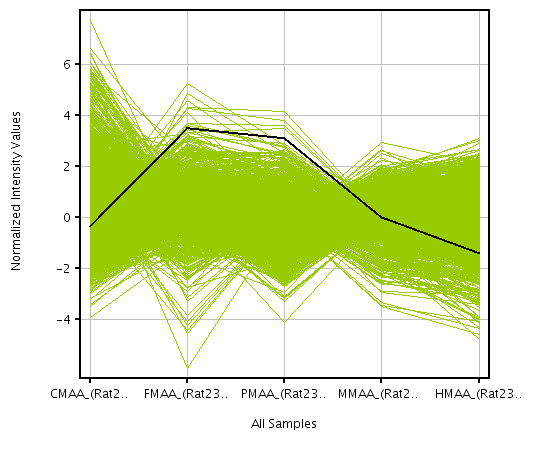

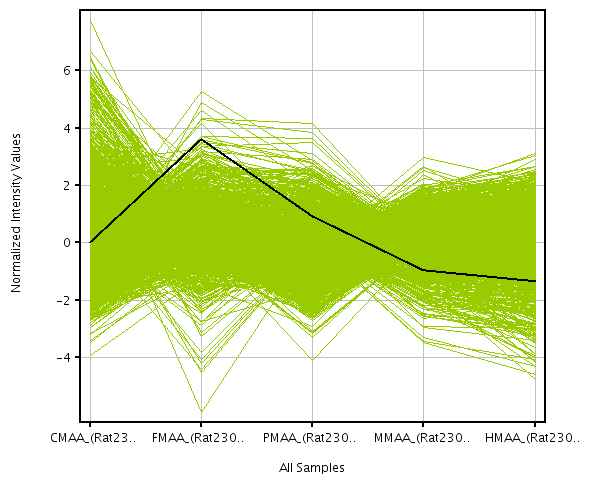

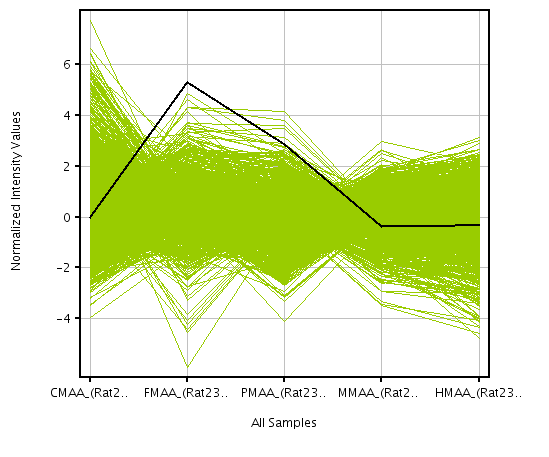

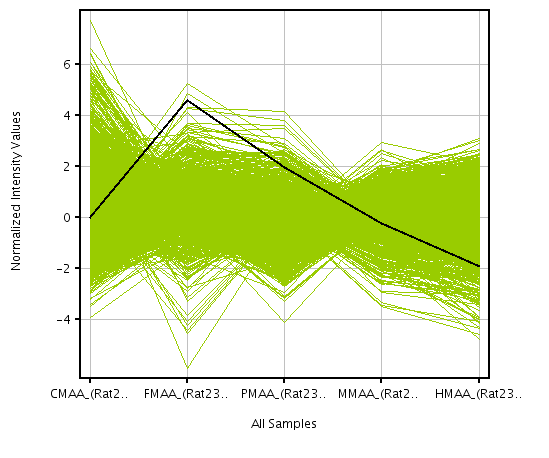

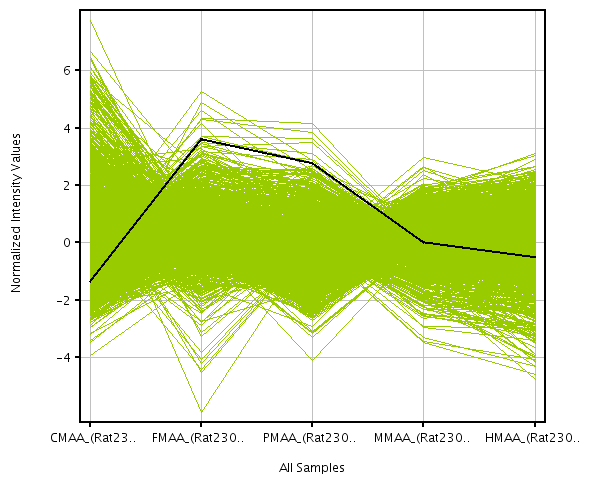

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Tnmd**

**Crabp1**

**Dpt**

**Bcl11b**

**Igfbp6**

**Dpt**

**Plxdc1**

**Bcl11b**

**Igfbp6**

**Plxdc1**

**Supplementary Figure 4** Individual profile plots for the top ten annotated genes with the greatest absolute expression values detected in group F, which was dissected from zone F of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

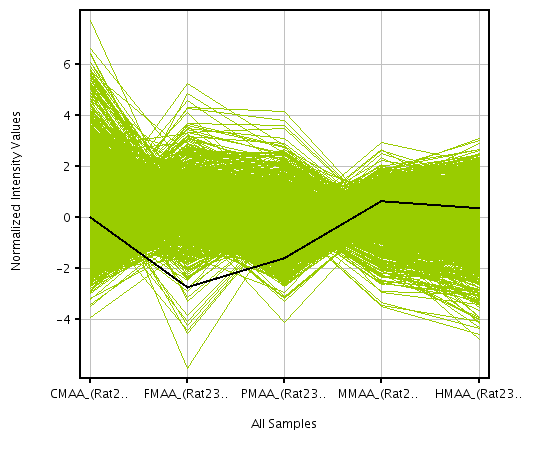

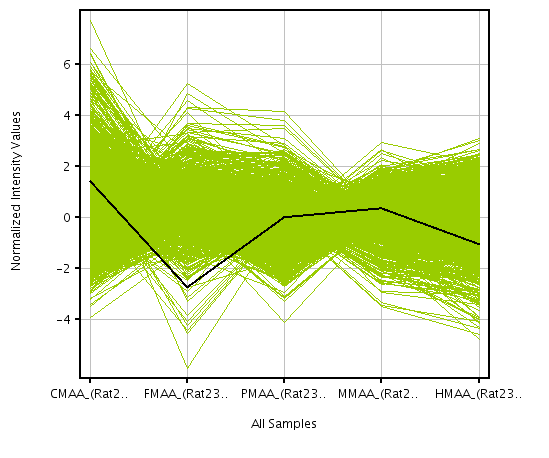

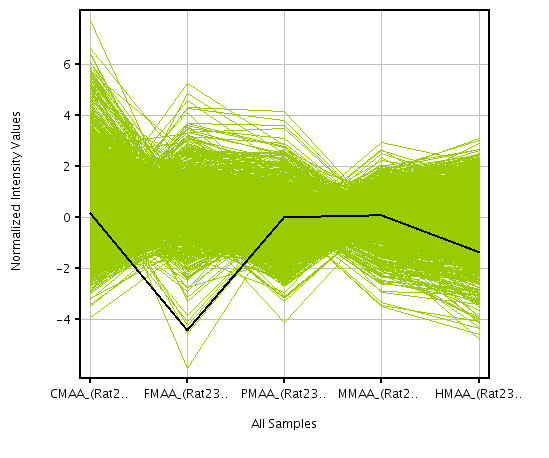

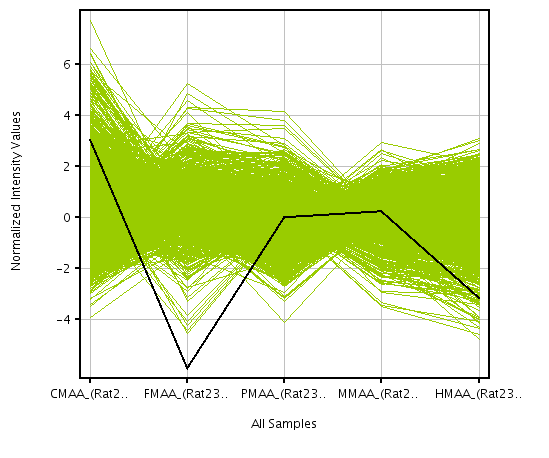

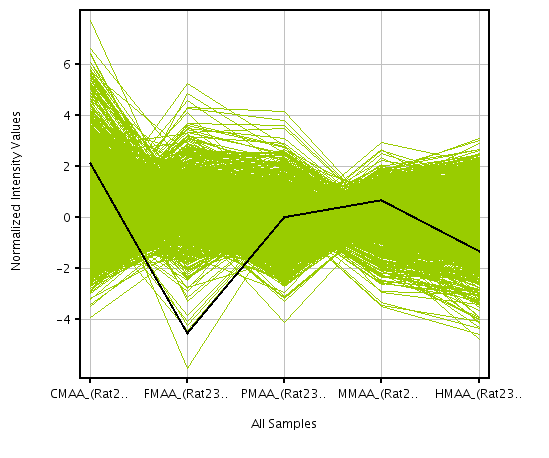

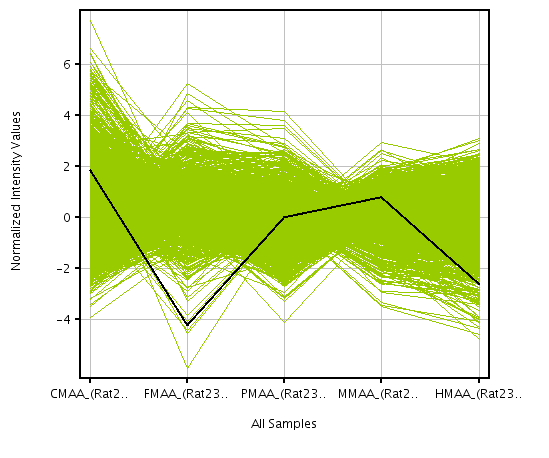

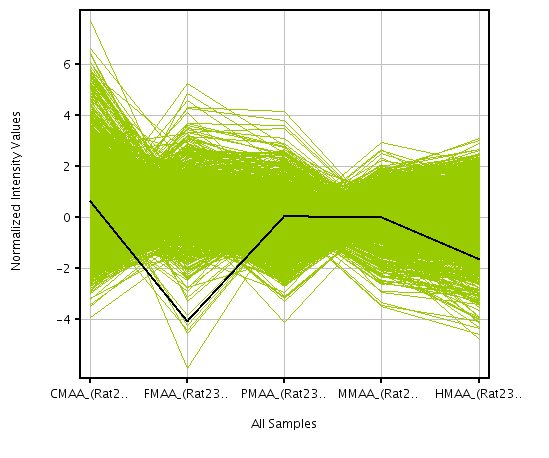

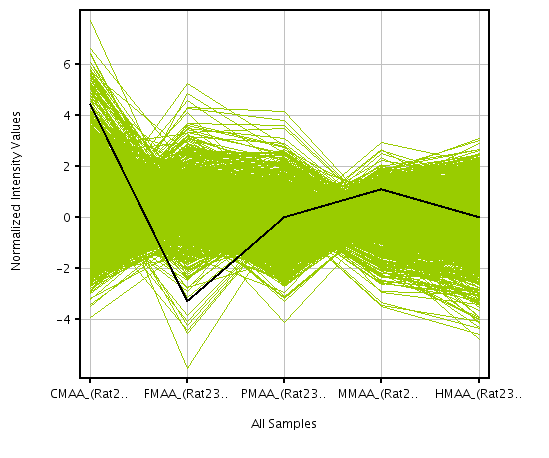

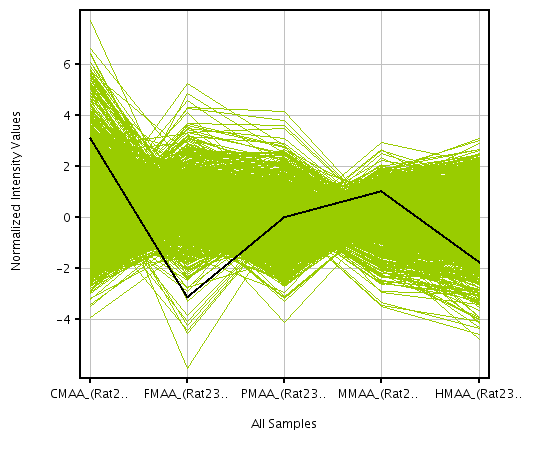

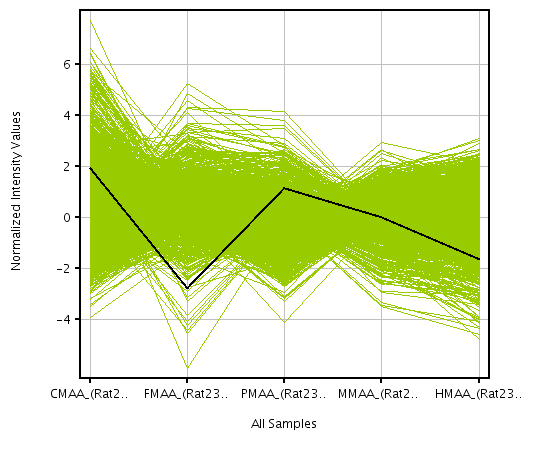

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Supplementary Figure 5** Individual profile plots for the top ten annotated genes with the least absolute expression values detected in group F, which was dissected from zone F of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

**Clec3a**

**Col9a1**

**Foxa2**

**Hils1**

**Col9a3**

**Matn3**

**Cmtm5**

**Mcoln2**

**Col9a2**

**Col10a1**

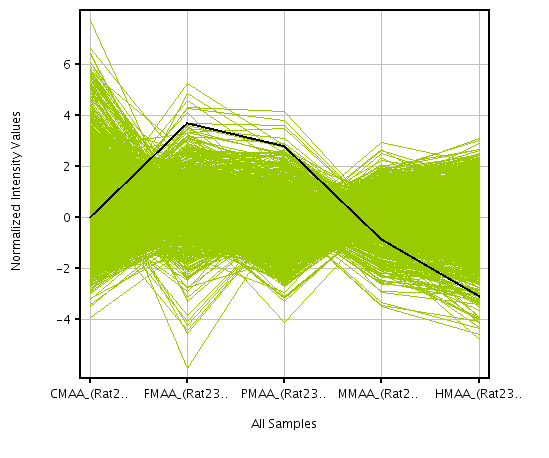

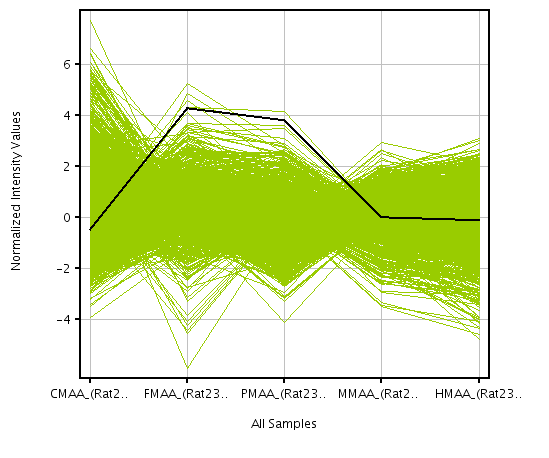

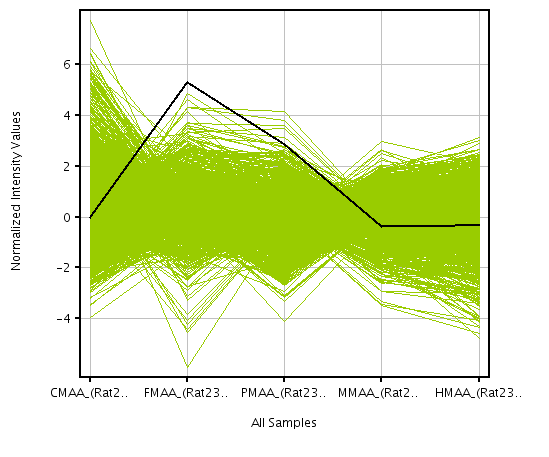

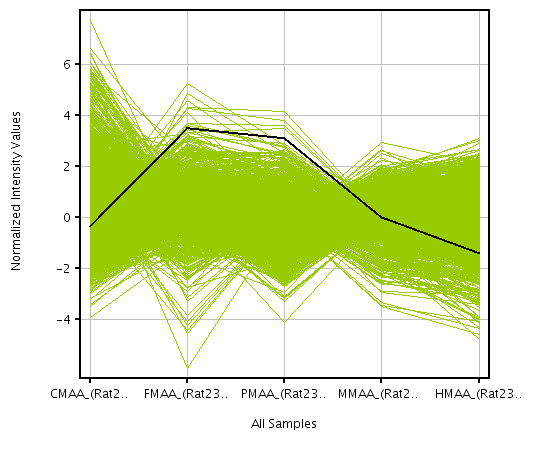

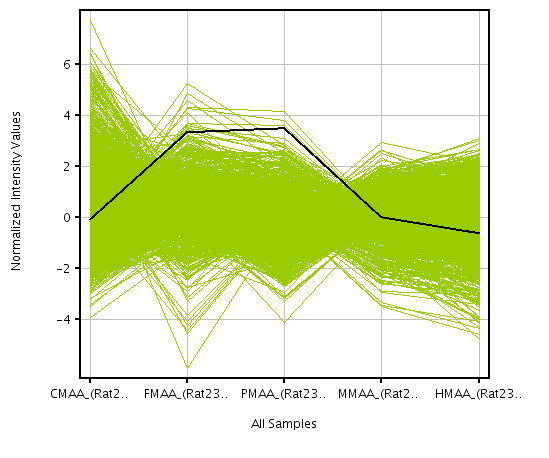

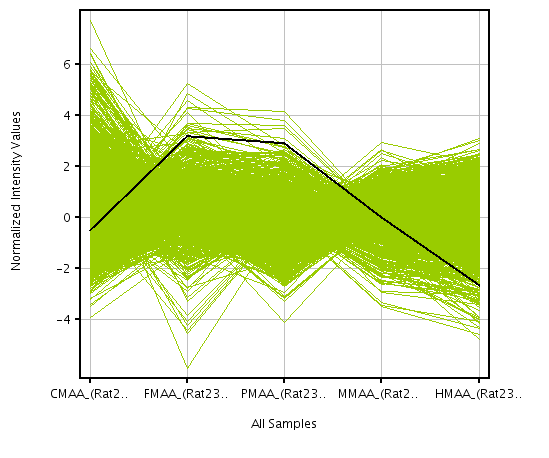

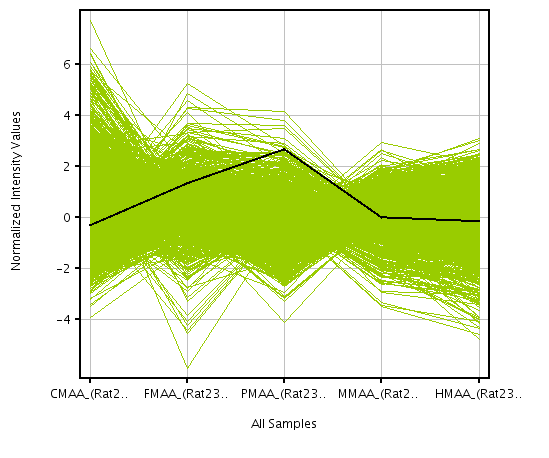

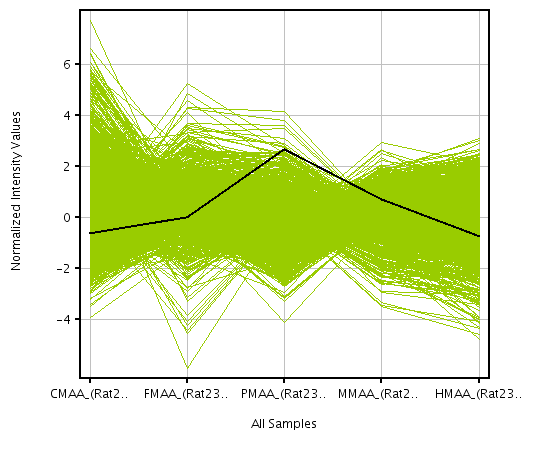

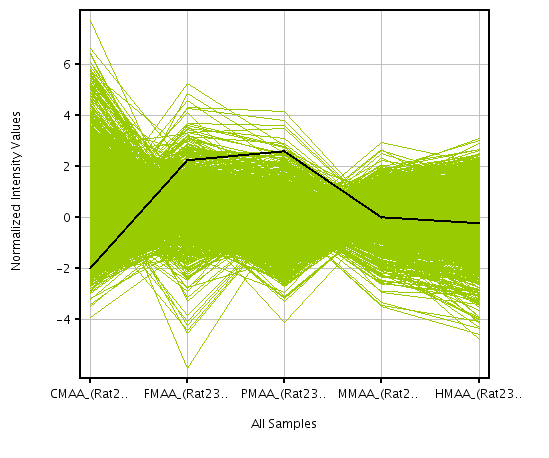

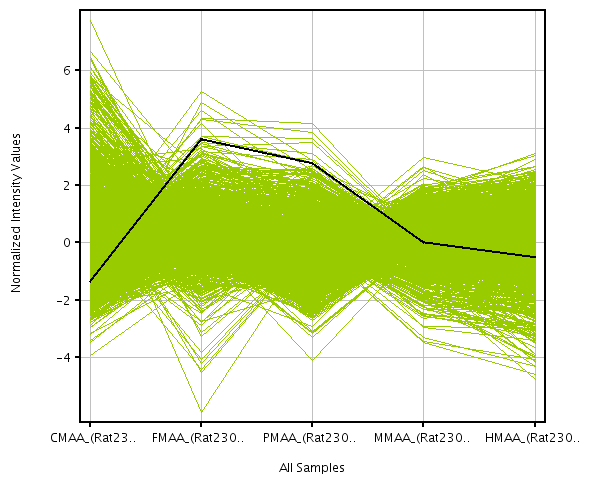

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Bcl11b**

**Tnmd**

**Plxdc1**

**Dpt**

**P4ha3**

**Aspn**

**Hs3st6**

**LOC688502**

**Pcdh20**

**Bcl11b**

**Supplementary Figure 6** Individual profile plots for the top ten annotated genes with the greatest absolute expression values detected in group P, which was dissected from zone P of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

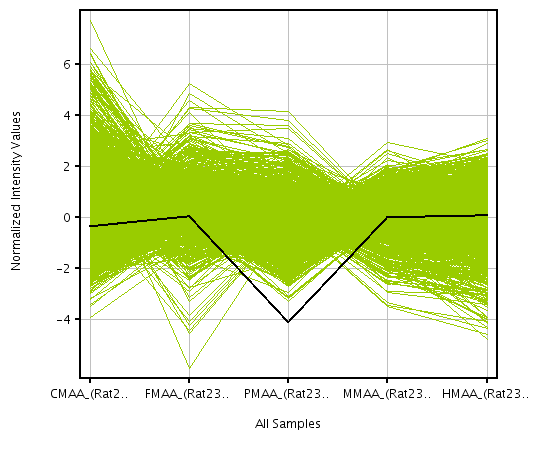

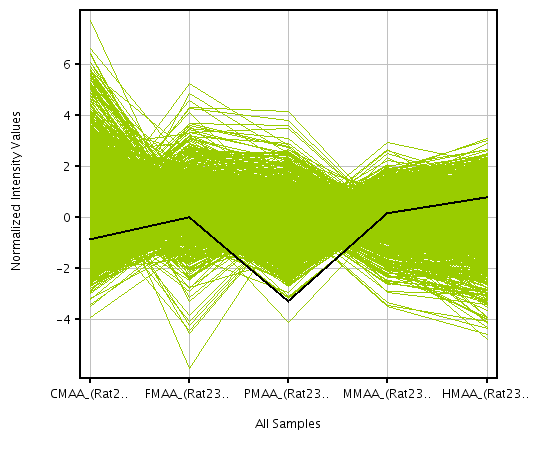

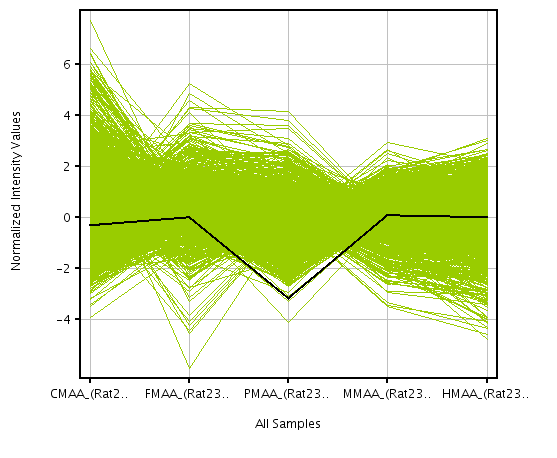

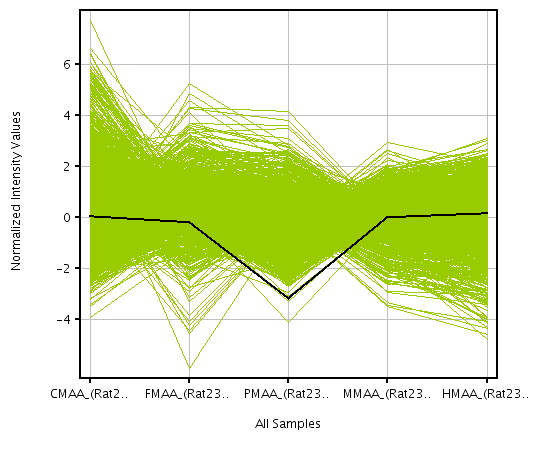

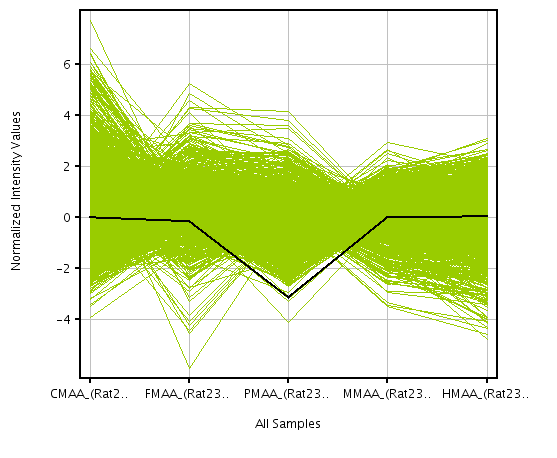

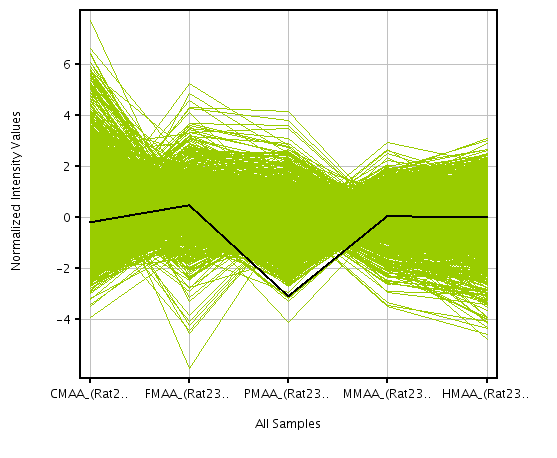

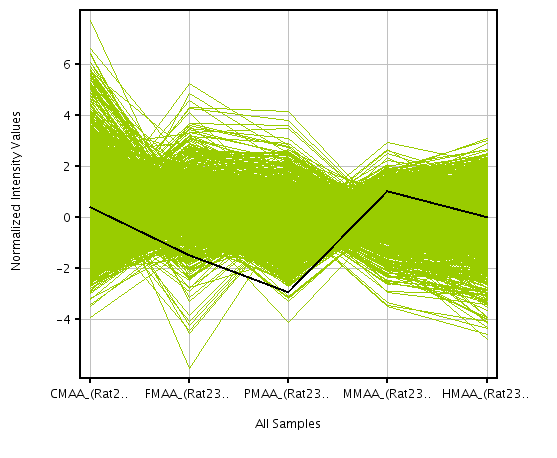

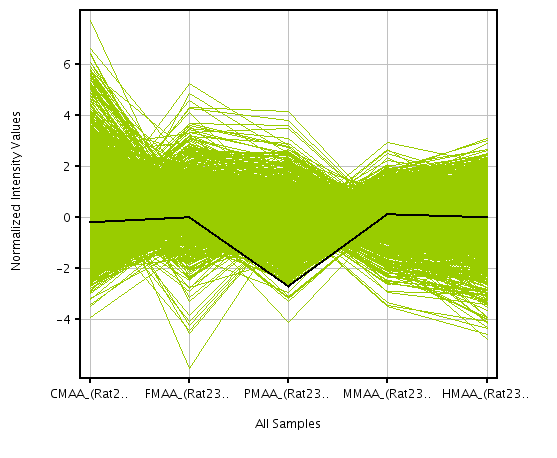

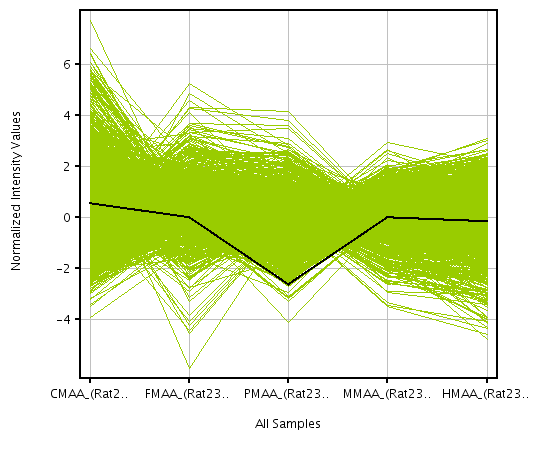

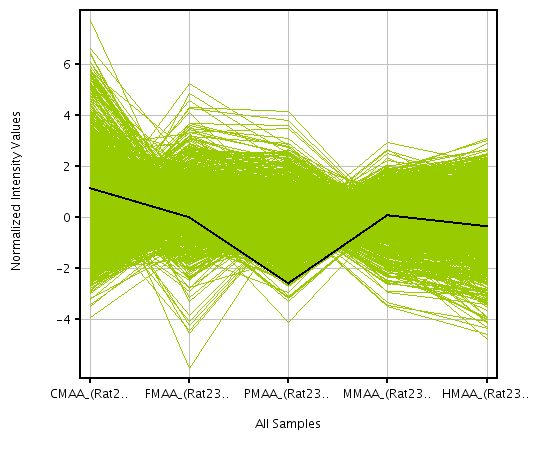

**Ubl5**

**Ccl9**

**Tp53**

**Hsp90ab1**

**Aplp2**

**Col4a2**

**Fgl2**

**Nab2**

**Kif13a**

**Atp11b**

**Supplementary Figure 7** Individual profile plots for the top ten annotated genes with the least absolute expression values detected in group P, which was dissected from zone P of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

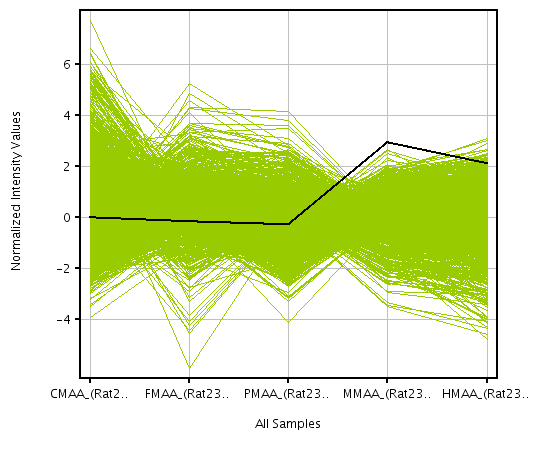

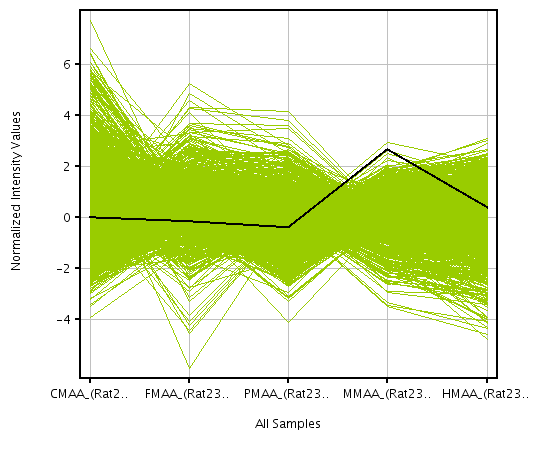

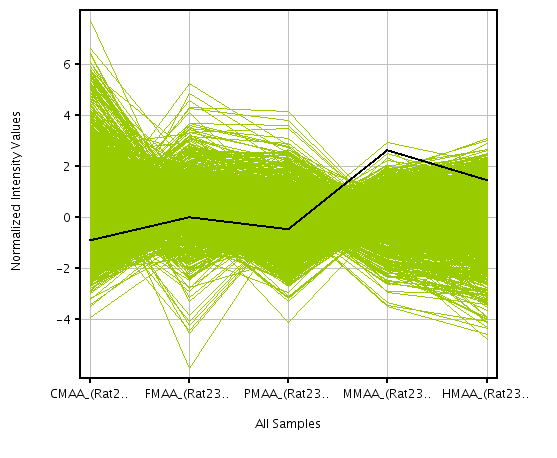

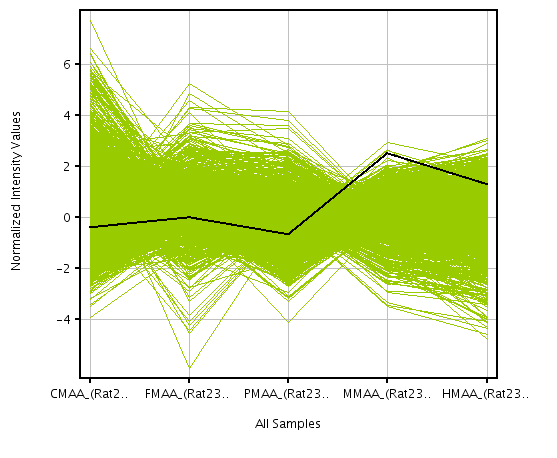

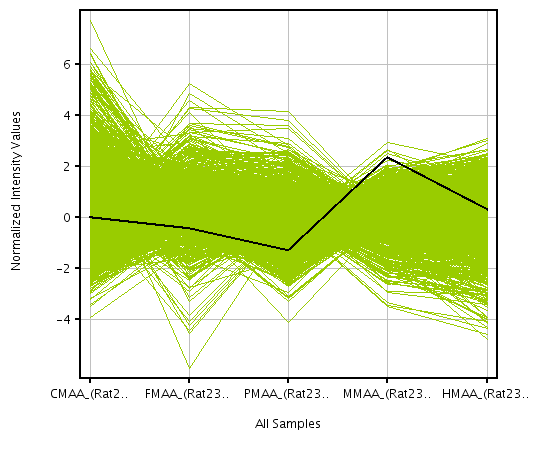

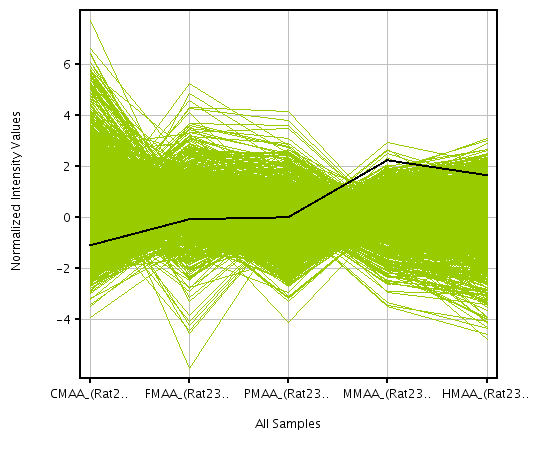

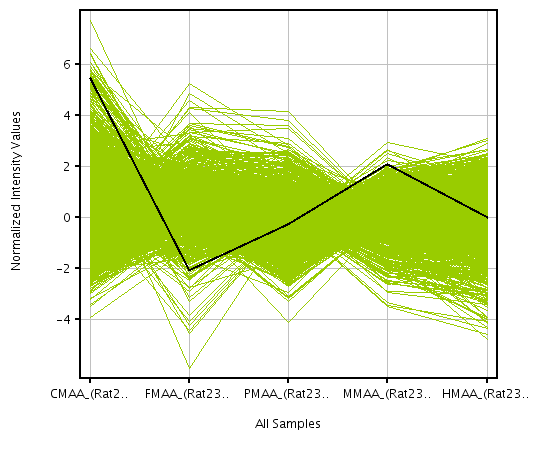

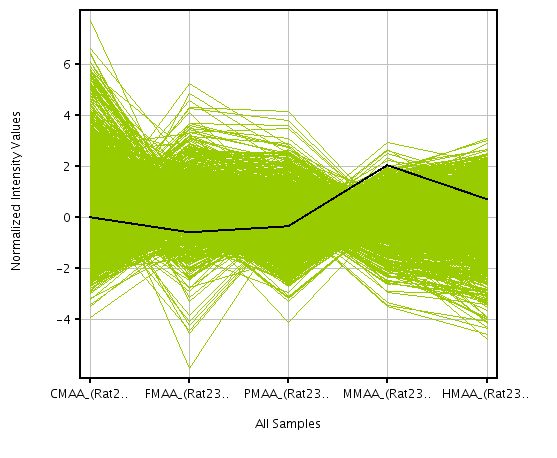

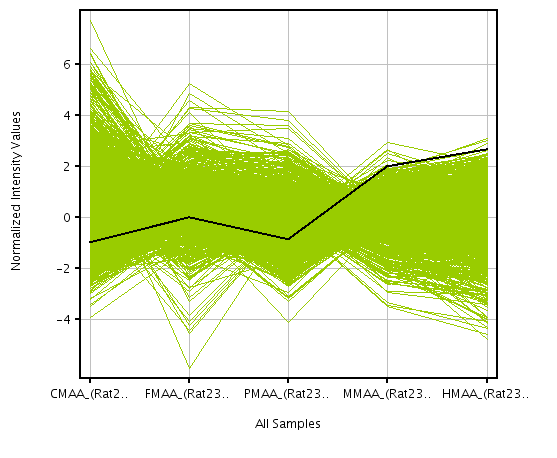

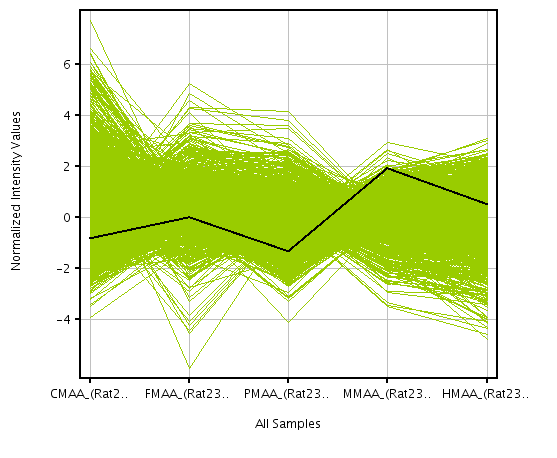

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Serpinb10**

**Mmrn1**

**Plek**

**Pf4**

**Nubp2**

**Sstr2**

**Lect1**

**Treml1**

**RGD1564318**

**Pla2g2a**

**Supplementary Figure 8** Individual profile plots for the top ten annotated genes with the greatest absolute expression values detected in group M, which was dissected from zone M of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

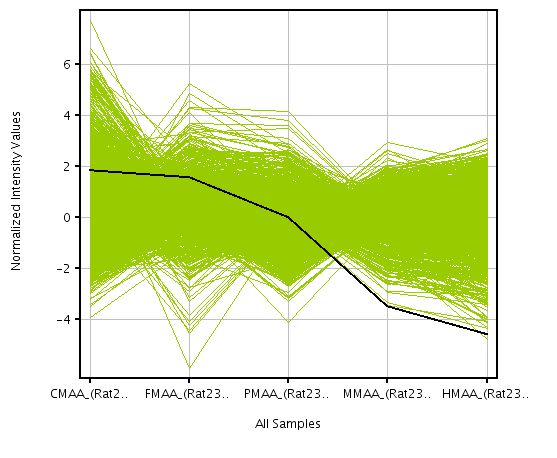

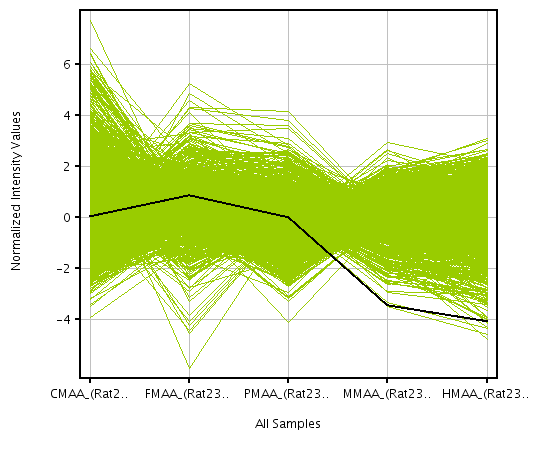

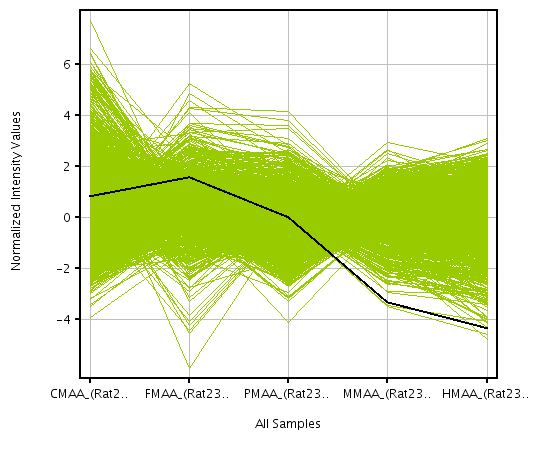

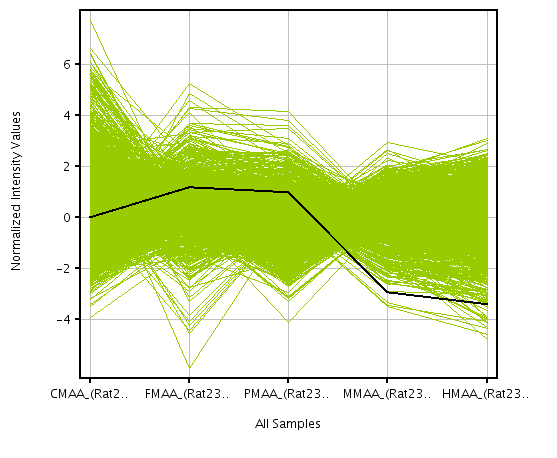

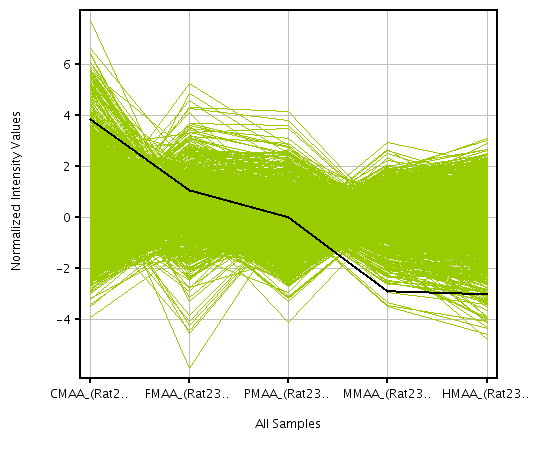

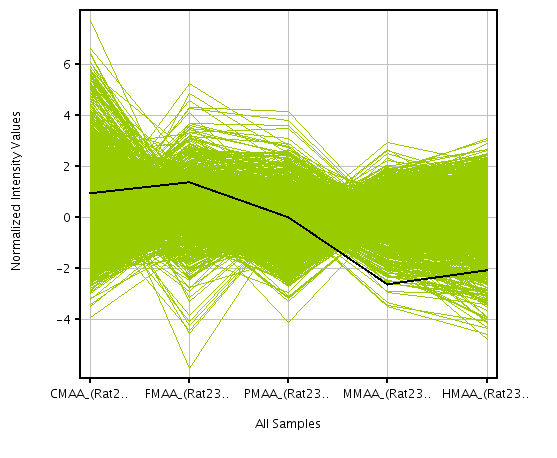

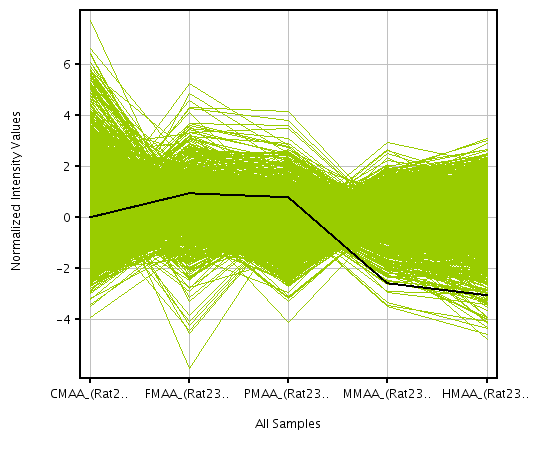

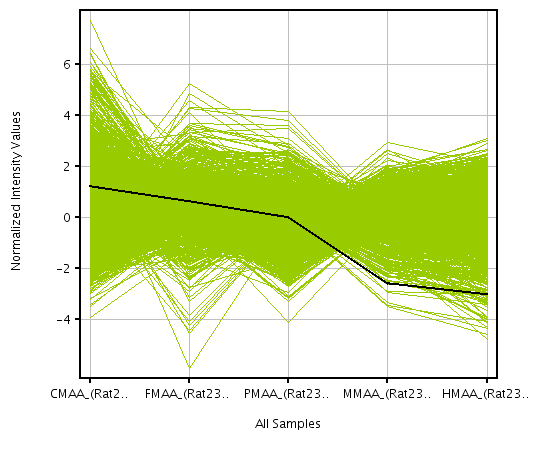

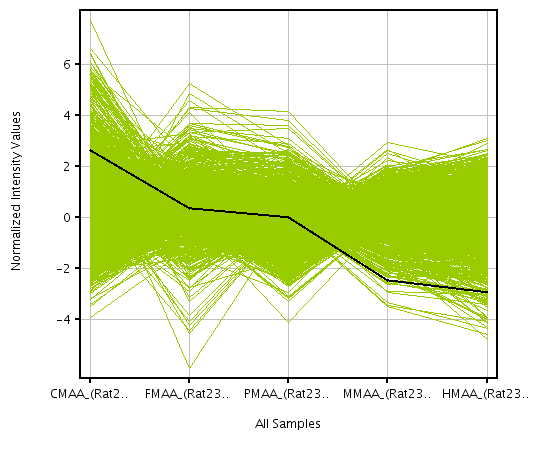

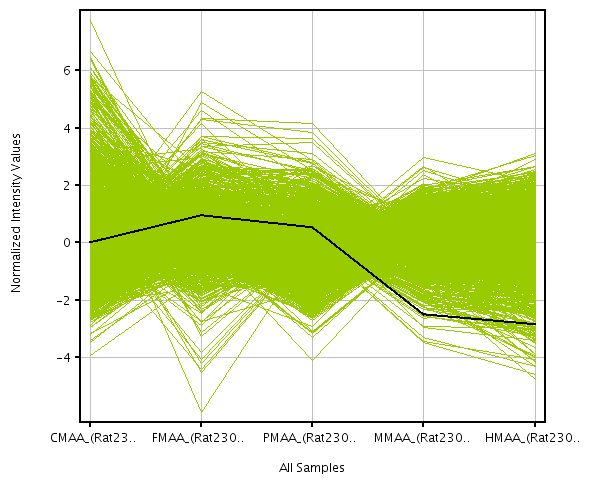

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Angptl1**

**Cpxm2**

**Col14a1**

**Hmcn1**

**Itgbl1**

**Aoc3**

**Tspan2**

**Fibin**

**Pon3**

**Tspan2**

**Supplementary Figure 9** Individual profile plots for the top ten annotated genes with the least absolute expression values detected in group M, which was dissected from zone M of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

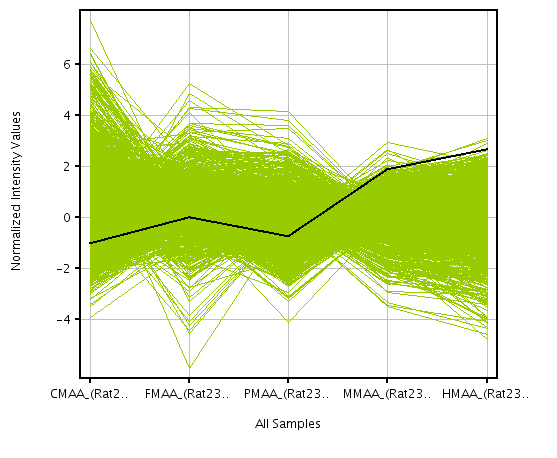

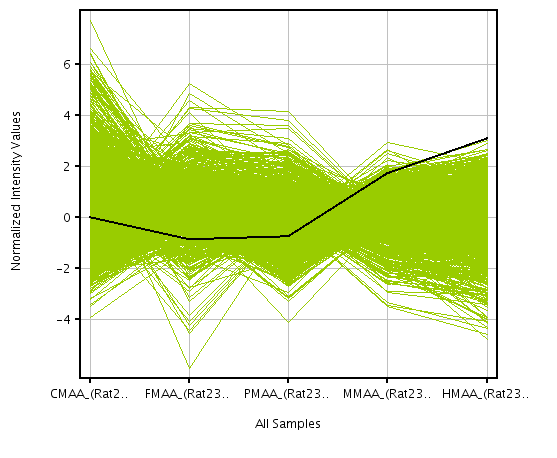

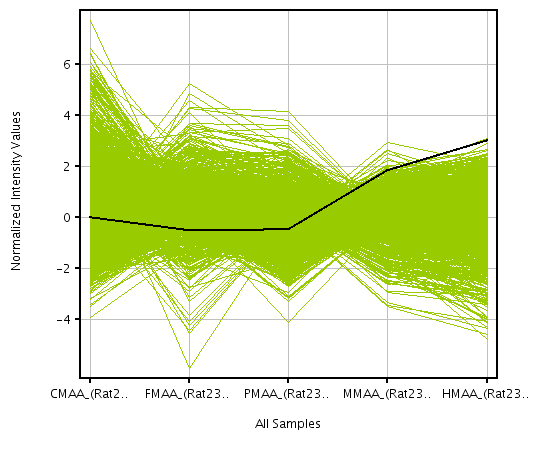

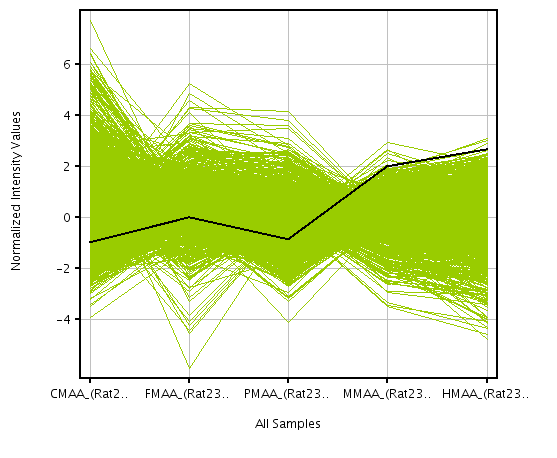

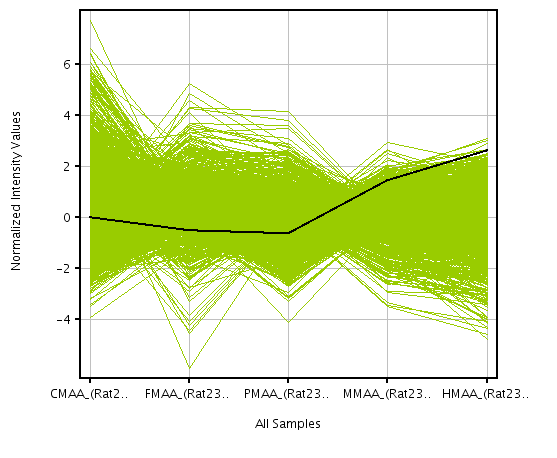

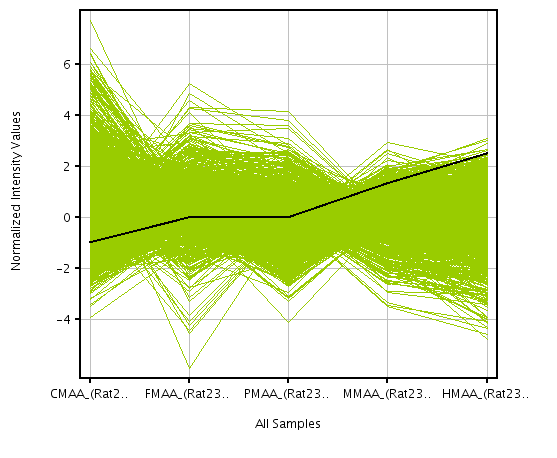

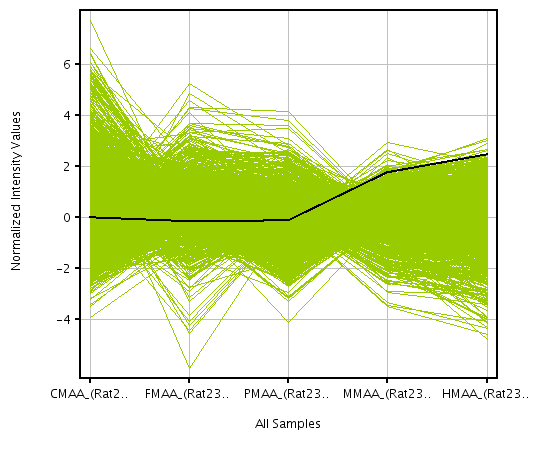

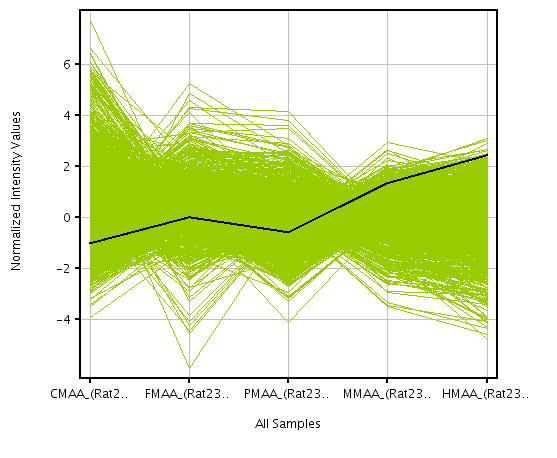

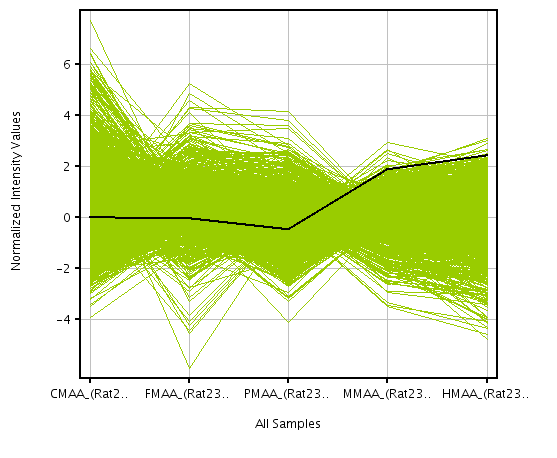

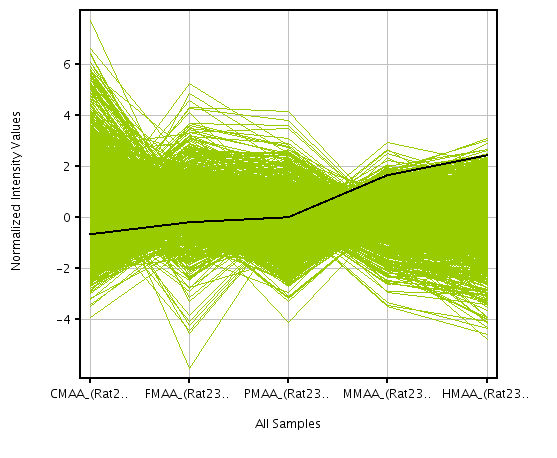

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Car1**

**Slc4a1**

**RGD1564318**

**LOC100361706,**

**LOC682411, RGD1564318**

**Klf1**

**RGD1560020_predicted**

**Tal1**

**Cd3g**

**Cmah**

**Ctse**

**Supplementary Figure 10** Individual profile plots for the top ten annotated genes with the greatest absolute expression values detected in group H, which was dissected from zone H of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

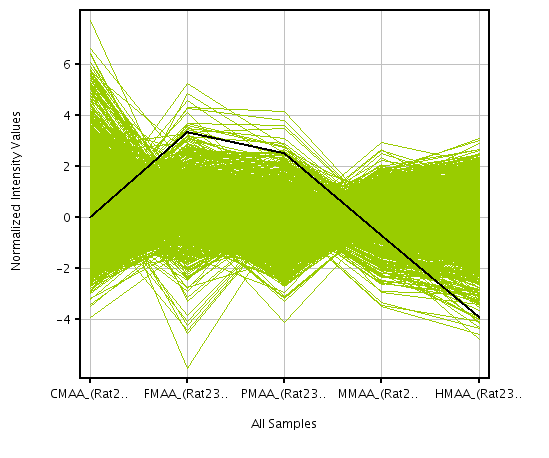

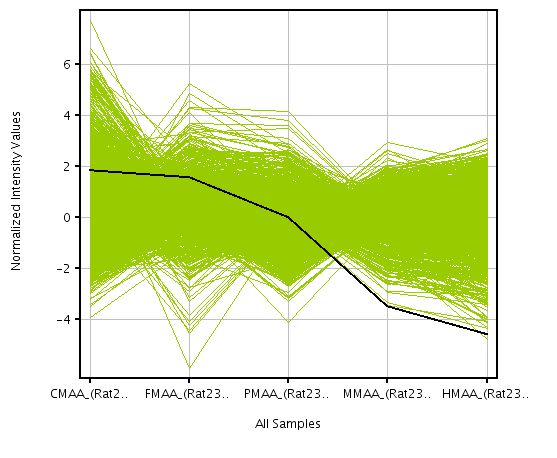

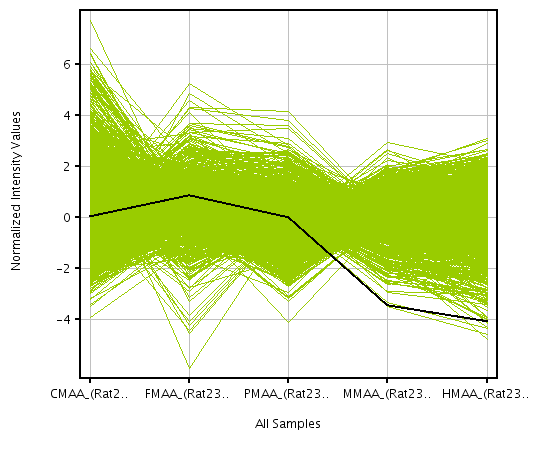

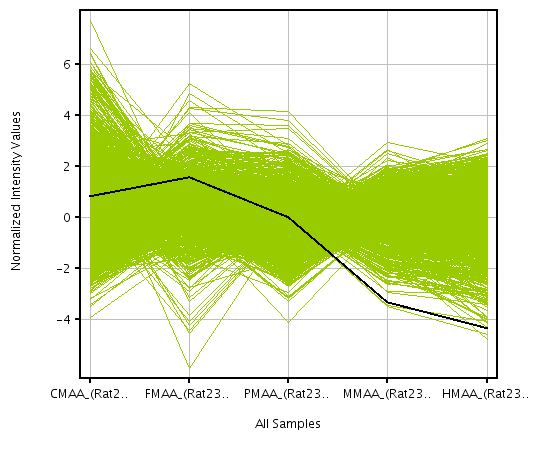

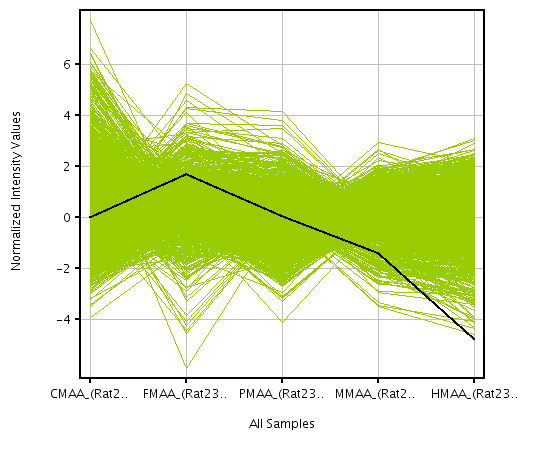

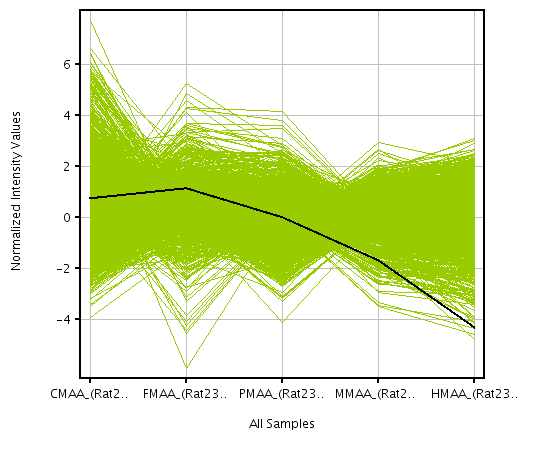

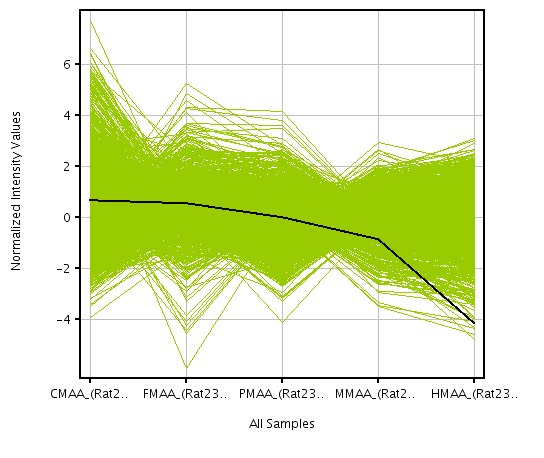

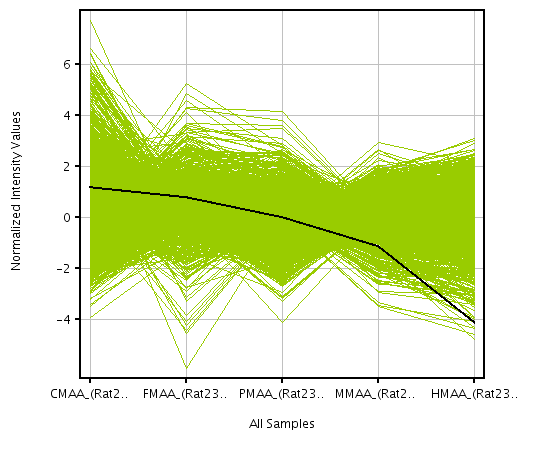

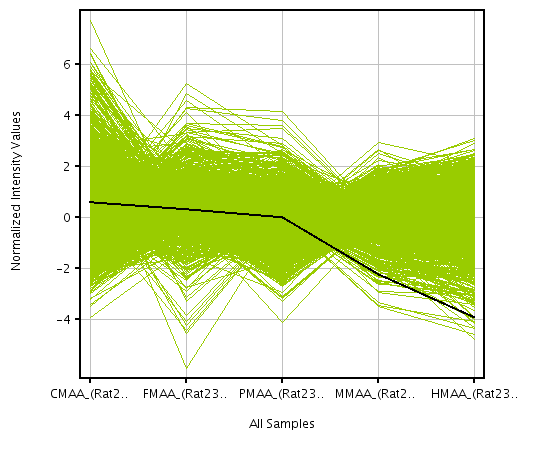

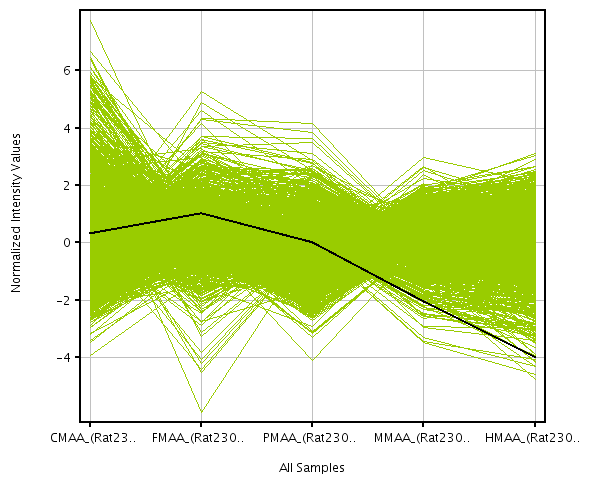

**Normalized Intensity Values**

**Normalized Intensity Values**

**Normalized Intensity Values**

**Fndc1**

**Angptl1**

**Cpxm2**

**Col14a1**

**Car9**

**Matn2**

**Fam180a**

**Fmod**

**Npas2**

**Cpxm2**

**Supplementary Figure 11** Individual profile plots for the top ten annotated genes with the least absolute expression values detected in group H, which was dissected from zone H of the MCC tissue (black line) in relation to the overall expression profile plot for FCC and MCC zones (green background).

**Supplementary Figure 12** Composite summary showing the identified canonical pathways by IPA analysis of the differentially expressed genes. When comparing MCC zones against FCC (four comparisons). The pathways are ranked by colored according to the z-score. A positive score indicates a significantly increased function (orange), a negative z-score indicates a significantly decreased function (blue), and an undetermined prediction is shown in gray color.

# Supplementary material for: Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage
**Source:** Sci Rep. 2021 Aug 19;11:16915. doi: 10.1038/s41598-021-96071-7
**Supplement:** Supplementary file 3 — Supplementary Information 3.

**Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage**

**Aisha M. Basudan^1,*^, Mohammad Azhar Aziz^2^ & Yanqi Yang^3^**

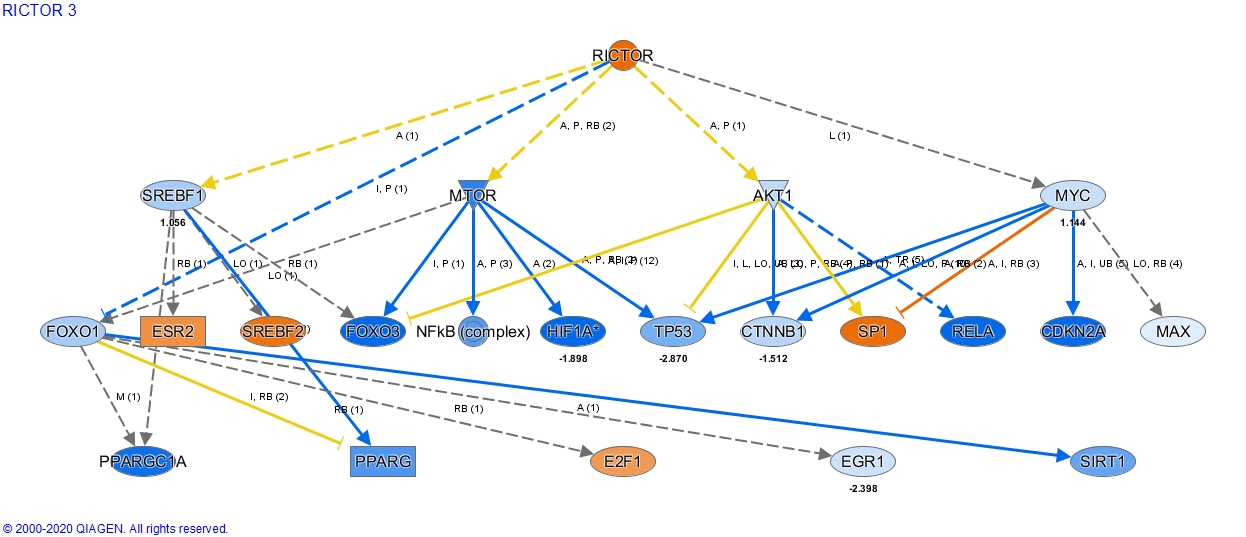

(a)

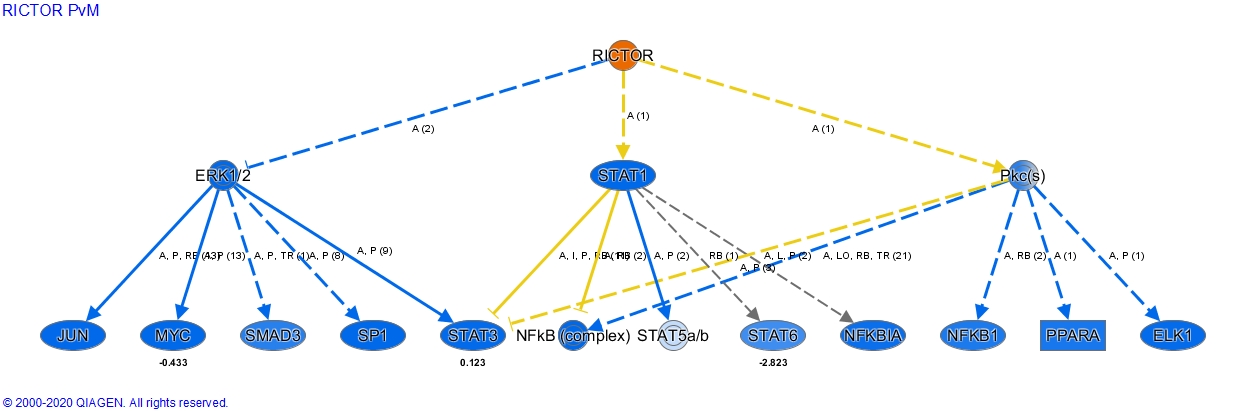

(b)

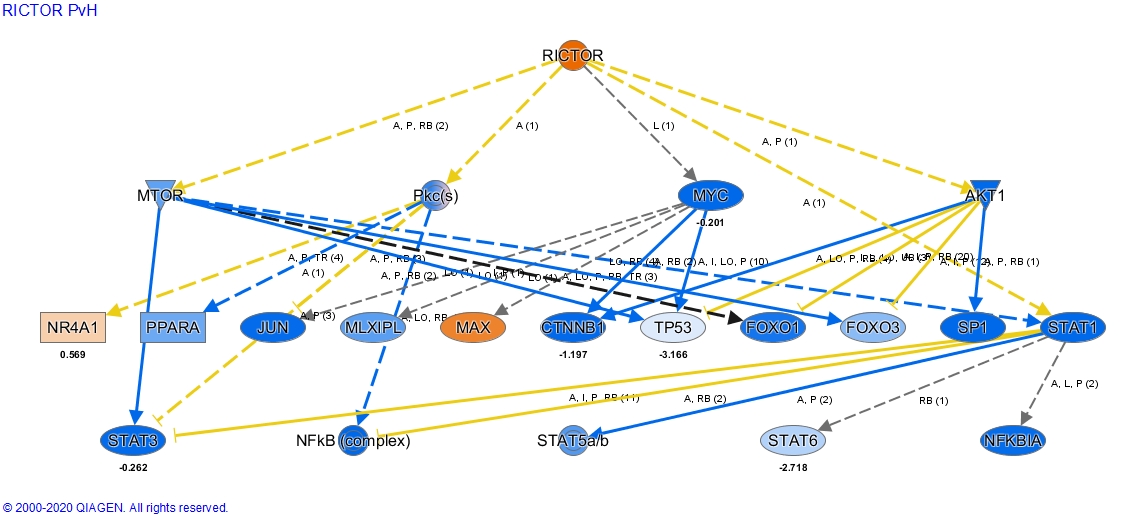

(c)

**
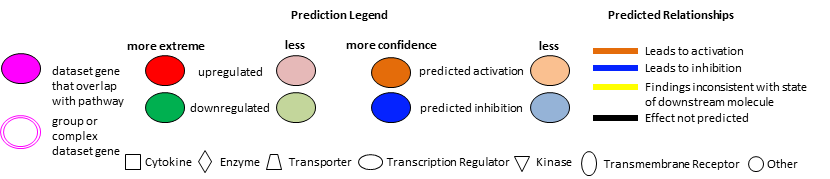
**

**Supplementary Figure 13** Mechanistic networks for RICTOR which is predicted to be among the top three activated upstream regulators in proliferative zone (PZ) when compared to femoral condylar cartilage; FCC (a), mature chondrocyte zone; MZ (a), and hypertrophic chondrocyte one; HZ (c). Upstream regulators interact with each other; in these networks it is postulated that RICTOR activate (orange color) or inhibit (blue color) other regulators to explain the gene expression changes observed in our data.

“Data were analyzed through the use of IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis>).

Krämer, A., Green, J., Pollard, J. Jr. & Tugendreich, S. Causal analysis approaches in Ingenuity Pathway Analysis. *Bioinformatics*. **30**(4), 523-530 (2014).

# Supplementary material for: Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage
**Source:** Sci Rep. 2021 Aug 19;11:16915. doi: 10.1038/s41598-021-96071-7

**Implications of zonal architecture on differential gene expression profiling and altered pathway expressions in mandibular condylar cartilage**

**Aisha M. Basudan^1,*^, Mohammad Azhar Aziz^2^ & Yanqi Yang^3^**

**Normalized Intensity Values**

**RGD1311447/GAPDH**

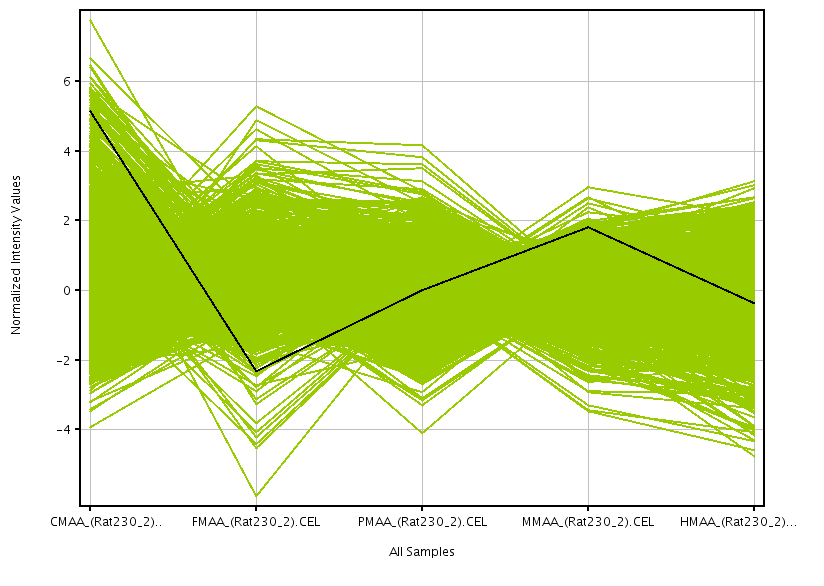

**RGD1311447**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**(a)**

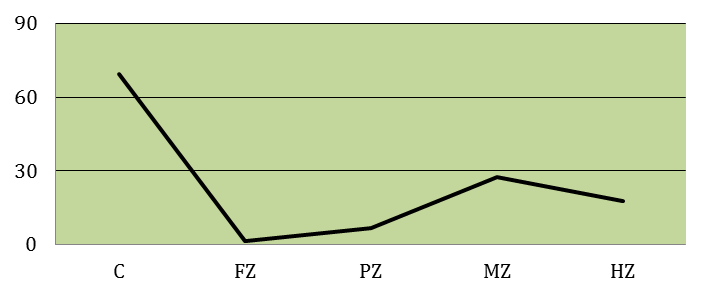

**(b)**

**Supplementary Figure 14** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for RGD1311447 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for RGD1311447 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

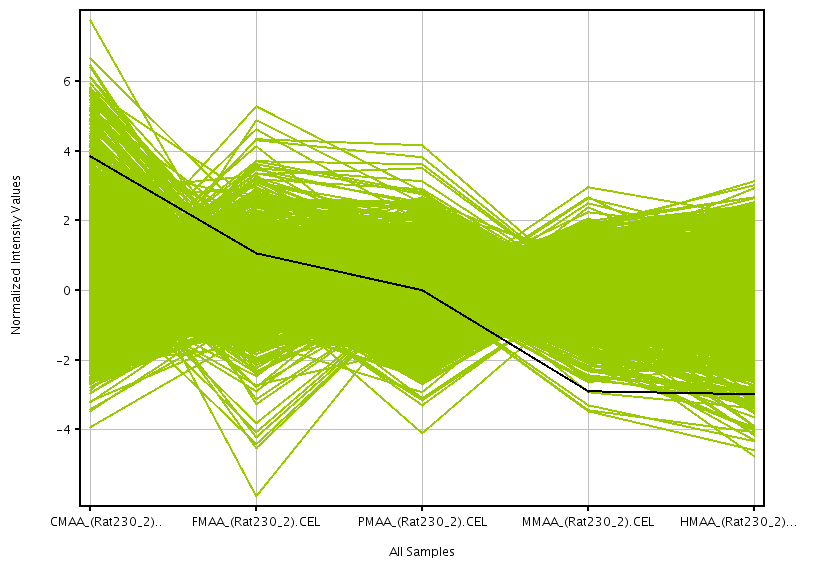

**Normalized Intensity Values**

**Itgbl1/GAPDH**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Itgbl1**

**Supplementary Figure 15** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Itgbl1 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Itgbl1 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

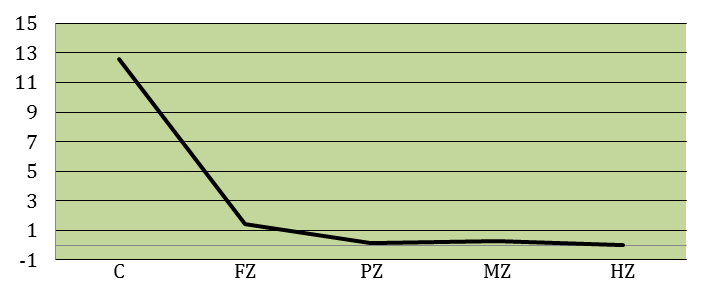

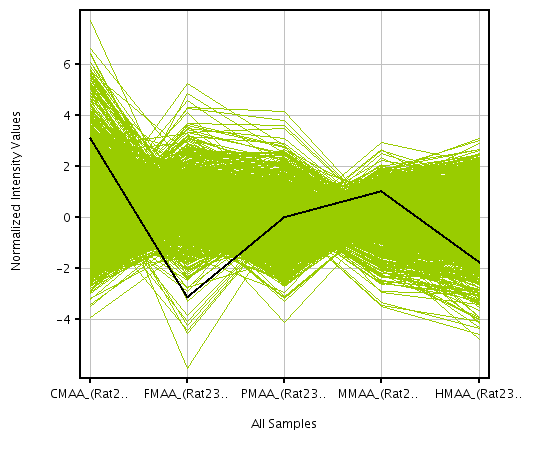

**Normalized Intensity Values**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 16** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Cmtm5 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Cmtm5 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

**Cmtm5/GAPDH**

**Cmtm5**

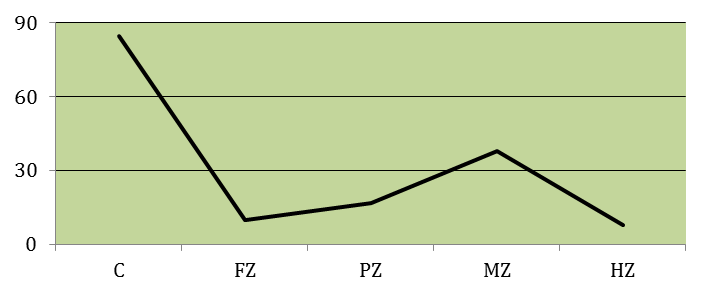

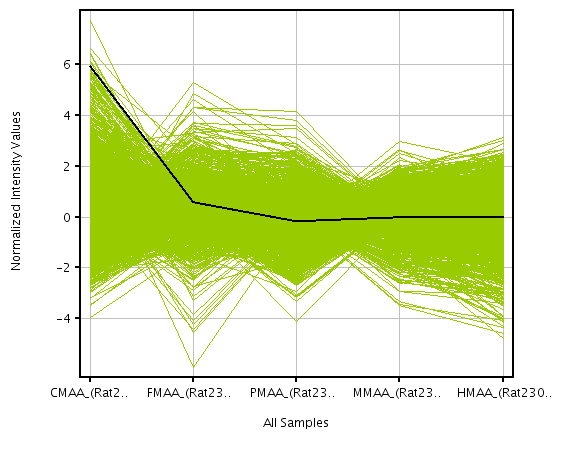

**Normalized Intensity Values**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 17** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Gdf10 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Gdf10 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

**Gdf10/GAPDH**

**Gdf10**

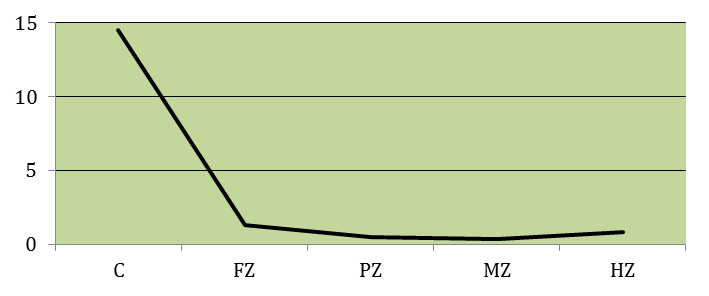

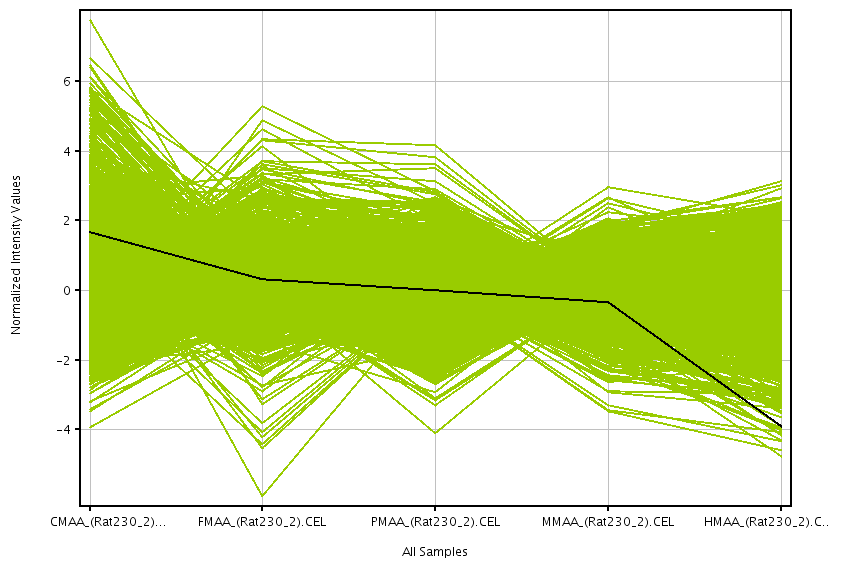

**Ucma**

**Normalized Intensity Values**

**Ucma/GAPDH**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 18** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Ucma gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Ucma using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

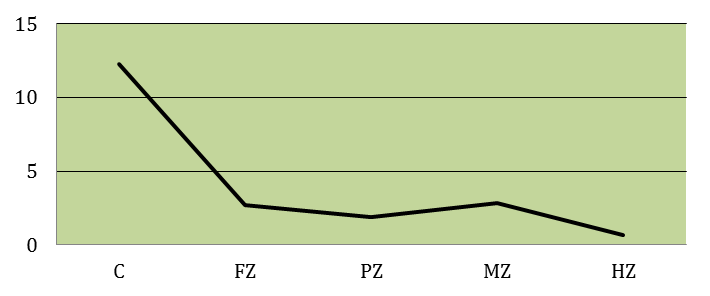

**(a)**

**Normalized Intensity Values**

**Ctsz/GAPDH**

**(b)**

**Supplementary Figure 19** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Ctsz gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Ctsz using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

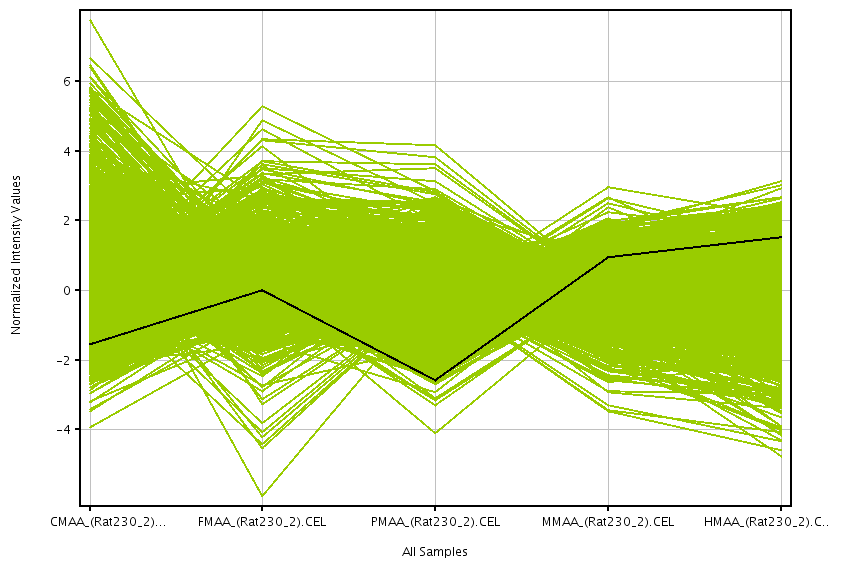

**Ctsz**

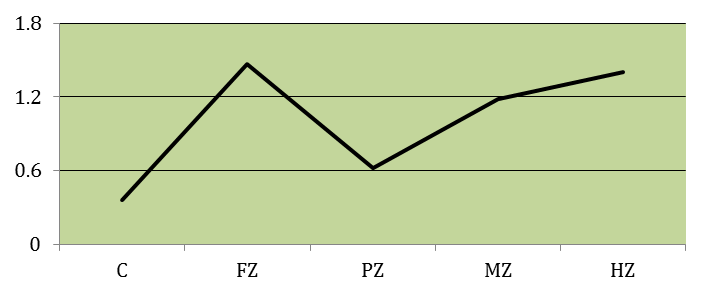

**C**

**PZ**

**MZ**

**FZ**

**HZ**

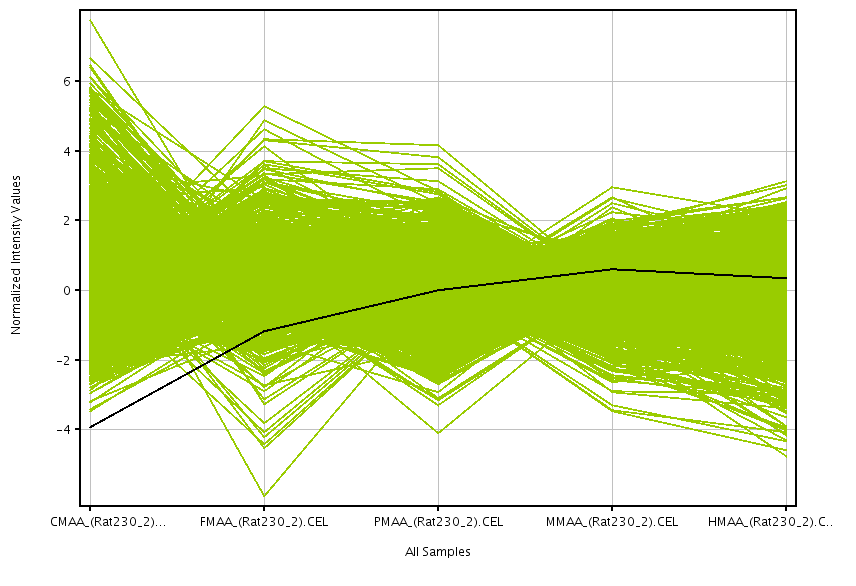

**Normalized Intensity Values**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 20** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Dusp27 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Dusp27 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

**Dusp27/GAPDH**

**Dusp27**

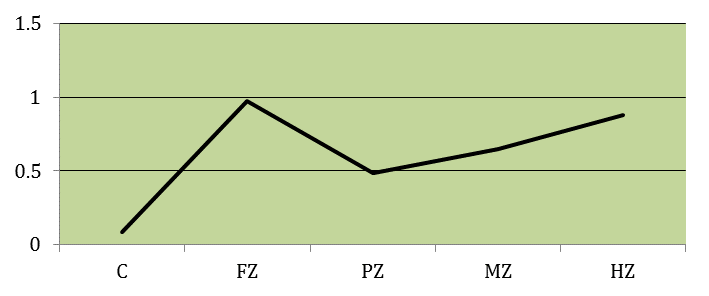

**Normalized Intensity Values**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 21** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Car9 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Car9 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

**Car9/GAPDH**

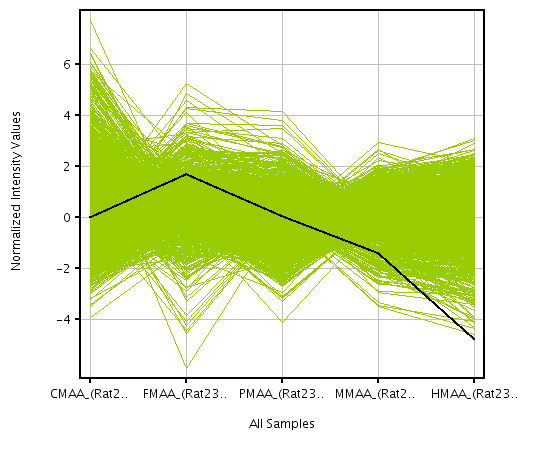

**Car9**

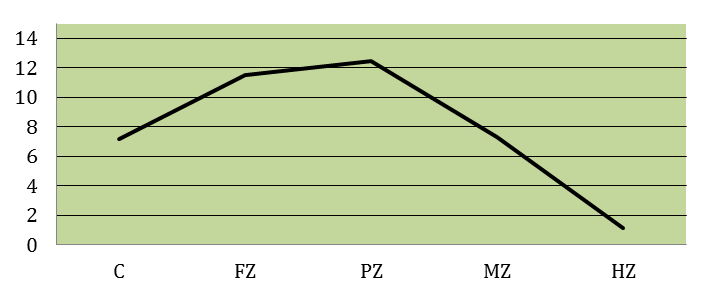

**Normalized Intensity Values**

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 22** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Drd4 gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Drd4 using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

**Drd4/GAPDH**

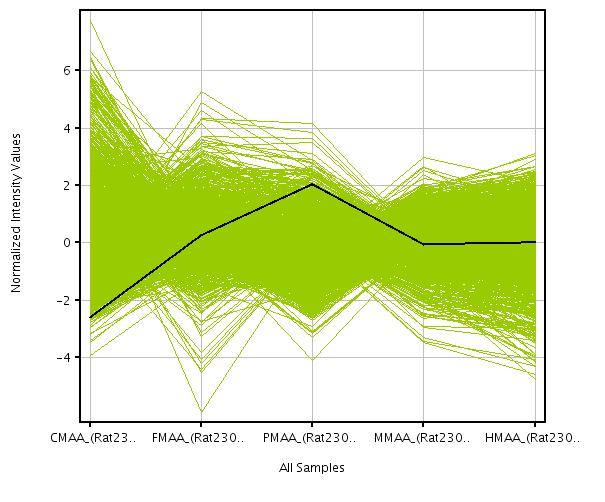

**Drd4**

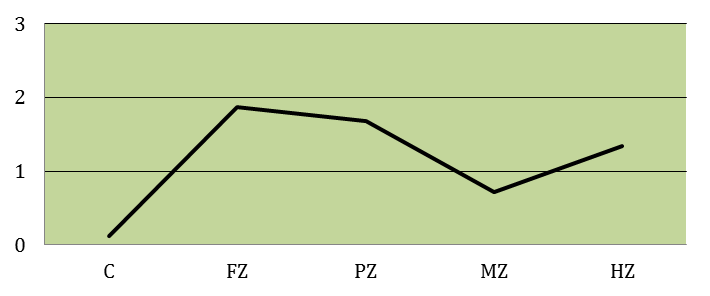

**Normalized Intensity Values**

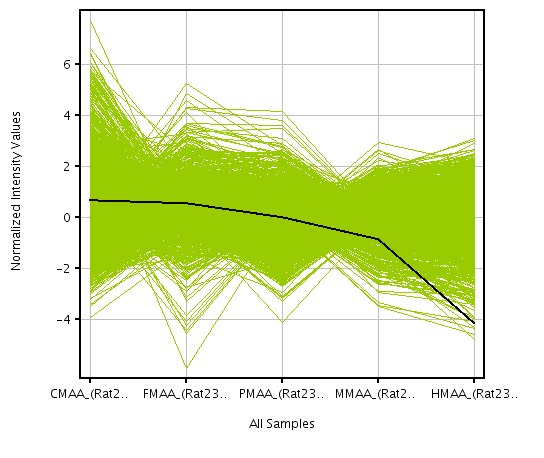

**(a)**

**(b)**

**C**

**PZ**

**MZ**

**FZ**

**HZ**

**Supplementary Figure 23** Validation of MAA results by RT-qPCR. **(a)** Profile plot of MAA data for Fam180a gene expression (black line) as determined in the FCC tissue (C), which is the control, and in the fibroblastic (FZ), proliferative (PZ), mature (MZ), and hypertrophic (HZ) zones of the MCC tissue. **(b)** Gene expressions for Fam180a using qRT-PCR presented as a ratio of gene expression to that of GAPDH*.*

**Fam180a/GAPDH**

**Fam180a**

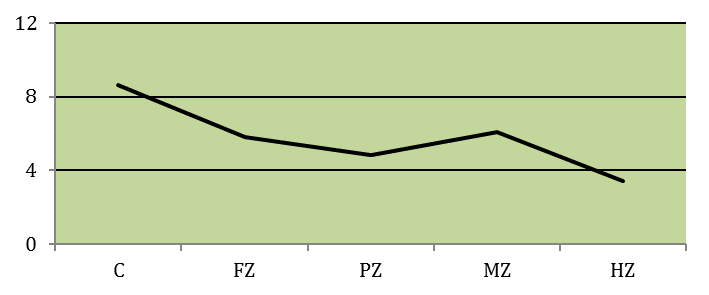

**Supplement:** Supplementary file 4 — Supplementary Information 4.

How the deposited data were processed for this re-analysis (not part of the article)

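Expression was measured in laser-captured cells of 5 groups, the fibrous, proliferative, mature and hypertrophic zones of the mandibular condylar cartilage and the middle and deep zones of the femoral condylar cartilage, with 1 array per group. The RNA of pooled sections was amplified in 2 linear cycles and hybridized to Affymetrix rat genome arrays with 31099 probe sets. The submitters' processing notes name MAS5 and RMA without versions.

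The deposited log2 values were made by the authors with RMA, which makes the distributions of the arrays equal by quantile normalization and takes log2. A baseline step subtracts the median of each probe set over the 5 arrays. The paper describes background correction under MAS5. The values hold no expression level and no signal over background, so the number of arrays is the limit on precision that can be stated. The authors' filter on the lowest 20% of intensities needs levels and was not applied, and all 31042 probe sets other than controls were used. A genome build is not given in the sources used here, and no coordinates are printed.

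Log2 differences between arrays were computed from these values with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Probe sets were counted at an absolute difference of at least 2 in the 10 pairwise comparisons, at 50-fold between MCC zones and FCC and at 20-fold among MCC zones. A probe set stood apart in an array when it lay at least 2 above or under all other arrays, and it was counted for superficial against deep zones when the means differed by at least 2 and both FZ and PZ lay on one side of both MZ and HZ. With 1 array per group no test was possible, and no p-value, SD between replicates or adjusted value is given. The spread between probe sets of a gene took the place of a replicate error when values under other settings were called the same.

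Gene symbols came from the platform annotation and were updated through the RefSeq gene table of the rat, which was used for names alone. Genes were named by a fixed rule, which takes the genes the paper names for its arrays, the members of the gene lists, and for each comparison the 12 genes with the largest positive and the 12 with the largest negative difference. The values of the paper's tables had been seen when the rule was written. Some genes have no probe set listed under their name and are not analysed here, among them Hmgcs1, which the paper names, Sox9 and Runx2.

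The gene lists were cholesterol biosynthesis, SREBP targets outside it together with Srebf1, Srebf2 and Scap, hyaline cartilage matrix, chondrocyte hypertrophy and mineralization, tendon and fibrous connective tissue, cell cycle, osteoblast and osteocyte, osteoclast, erythroid, megakaryocyte and platelet, neutrophil and granule, macrophage and monocyte, B and T lymphocyte, pan-leukocyte, endothelium, skeletal muscle, adipocyte, smooth muscle and pericyte, Hox genes, craniofacial patterning, limb patterning, retinoic acid metabolism and signalling, hedgehog and PTHrP signalling, protein kinase A with adenylyl cyclases and anchors, matrix metalloproteinases and inhibitors, oxidative phosphorylation, glycolysis, proteasome, ribosomal proteins, commonly used reference genes, and the members of the leukocyte extravasation pathway made mainly by blood cells and those not made mainly by them. All 32 were computed for every comparison, and the comparisons printed were chosen after their values were seen. The protein kinase A list also holds the inhibitors Pkia and Pkig, and Creb1 and Crebbp. The random lists were not matched on expression level, as had been planned, because the values hold none.

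The alternatives were centring each array on its median, shifting it by its hybridization controls, other size thresholds and the mean of all probe sets of a gene. Added after the data were seen were 1 value per gene, control probe sets counted, the shift by the Cre controls alone, the probe set with the largest SD for each list gene, and the SREBP list without Srebf1, Srebf2 and Scap. The functions were tested on simulated data of 31042 probe sets with noise of SD 0.2. Of 200 probe sets lowered by 3 in PZ alone, 200 were called low only in PZ, and of 200 raised by 3 in FZ and PZ, 200 were called higher in the superficial zones. Of 200 simulated lists of 20 unshifted genes, 13 lay above the 95th percentile, and of 200 lists shifted by 1, 200 did. The qRT-PCR values and the pathway software's scores were not analysed here.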

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

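The rule by which gene groups are given here, the test of the PZ scale that was used, the comparison with probe sets that stood apart in other arrays and the count of haemoglobins among the top 5% of probe sets were chosen only after the results were seen. A group is given when its median was at least 1 above FCC and above the 95th percentile of random lists, in genes that the paper discusses little or not at all, and each rests on 1 array per zone.

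Of 19 erythroid genes, 11 were at least 1 higher in HZ than in FCC and 0 lower, with a median of 1.21. Of 17 genes of megakaryocytes and platelets, 10 were higher in MZ than in FCC and 0 lower, with a median of 1.36. Of 17 macrophage and monocyte genes, 11 were higher in MZ than in FCC and 0 lower, with a median of 1.39. Of 19 genes of all leukocytes, 16 were higher in HZ than in FCC and 0 lower, with a median of 2.18. Of 18 endothelial genes, 11 were higher in MZ than in FCC and 1 lower, with a median of 1.19. Of 10 osteoclast genes, 7 were higher in HZ than in FCC and 1 lower, with a median of 1.23. Of 35 cell cycle genes, 24 were higher in FZ than in FCC and 0 lower, with a median of 1.33.

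Blood cell genes were high in the deep zones, with an erythroid median of 1.86 for HZ against the mean of FZ and PZ. A candidate explanation is blood or marrow cells captured with the deep zones, which would bring haemoglobins with them. The haemoglobins Hbb and Hba-a3 differed by 1.49 and 1.52 in that comparison. Of the 2, 0 were among the 100 highest probe sets but 2 in the top 5%, at ranks 389 and 361. At 0.00 and 0.38 in FCC they lay near their HZ values of 0.27 and 0.49. By themselves the haemoglobins cannot tell captured cells apart from expression in the zones. The lists of erythroid, megakaryocyte, neutrophil, macrophage, lymphocyte and pan-leukocyte genes were all higher in the deep zones. Captured blood or marrow would give that, but expression in the zones is not excluded. Extravasation members not made mainly by blood cells had a deep minus superficial median of 0.25 (0.2508 before rounding). This lies just past the bound of 0.25 set for a pathway carried by blood cell genes. For the members made by blood cells the median was 1.06. The former include Itgb3, which is also in the megakaryocyte and osteoclast lists. So near the bound, the median decides nothing and leaves a pathway carried by blood cell genes open too. A difference between the zones themselves stays open and was not tested.

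Of the 39 probe sets low only in PZ, 38 remained so after the shift by hybridization controls, but this shift lowers the PZ median from 0.03 to −0.33, so that outcome follows from its direction, and the planned test, the median of 0.03 itself, is fixed by the normalization. Shortened RNA in PZ would put its 5′ probe sets under the 3′ ones, each relative to its median over the arrays. In PZ the GAPDH control ran the other way by 1.36. The beta-actin control, at 0.14, lay within the other arrays, of which FCC stood apart at 1.24. Neither outcome set in advance occurred. The middle minus 3′ difference, not part of that test, stood apart in PZ for both controls, at 0.61 for GAPDH against 0.00 to 0.29 elsewhere, and at −0.68 for beta-actin against 0.06 to 0.37, the latter in the direction of shortened RNA, which stays open. The other 25 probe sets, of 17 of the 33 named genes, had a median of 0.06, which meets the bound set for a fault of single probe sets and leaves it a candidate explanation, although those of Hsp90ab1 and Sparc were low too, both at −1.63, and a difference in transcripts was not tested. For probe sets low only in HZ, FZ and FCC the other probe sets, 4, 2 and 28 in number, had medians of −2.61, −1.83 and −0.70, and for those high only in FCC 63 others had 0.21 against 3.32 for those called. Medians of −0.64 for oxidative phosphorylation and −0.57 for glycolysis lay under the bound of −0.5 set for lower expression in PZ cells, and those of the ribosomal proteins and the proteasome did not, so expression in PZ cells, the scale of the array and quality of the RNA cannot be told apart with 1 array.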

How the results depend on the processing

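The settings with 1 value per gene, the control probe sets counted, the shift by Cre controls alone, the probe set with the largest SD and the SREBP list without its regulators were chosen only after the results were seen. No paired analysis was possible because each group has 1 array. The filter at the 20th percentile in all 5 arrays and the probe set with the highest mean were not run, since the values hold no levels, and the setting with no filter is the one used throughout. Centring each array on its median moved nothing, because the medians are 0, so it says nothing about stability. Signal over background is not known from these values. Where a value changes, the cause was not tested, except that fewer values or another threshold change a count by construction.

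With the control probe sets counted, all 23 counts stayed within 1.5 times. With 1 value per gene there are fewer values, and the counts are 331 for FZ against FCC, 336 for PZ, 370 for MZ and 525 for HZ, 103 for FZ against PZ, 157 for FZ against MZ, 199 for FZ against HZ, 179 for PZ against MZ and 267 for PZ against HZ. They are 784 for the MCC against FCC, 442 among MCC zones, 949 in any comparison, 24 at 50-fold, 29 at 20-fold, 93 higher and 39 lower in the superficial zones, 130 high and 11 low only in FCC and 17 low only in PZ.

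At a threshold of 1, 6943 probe sets differed between MCC and FCC, 5274 among MCC zones and 8357 in any comparison, 619 were higher and 946 lower in the superficial zones, and 630 were low only in FCC, 48 in FZ, 91 in HZ, 5 in MZ and 548 in PZ. At 1.4 the same counts are 3819, 2476, 4629, 336, 360, 219, 18, 39, 1 and 193. At 3 they are 455, 210, 542, 49 and 1, and then 2 in FCC, 4 in FZ, 6 in HZ and 1 in PZ, with MZ unchanged at 0.

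After the shift by hybridization controls the counts are 1108 for FZ against FCC, 1156 for MZ against FCC, 616 for FZ against PZ, 693 for PZ against MZ, 953 for PZ against HZ, 1545 among MCC zones and 3107 in any comparison, with 157 high and 108 low only in FCC and 68 low only in PZ. Of the list medians that exceeded the spread between probe sets, 1 turned its sign by more than that spread, that of adipocyte genes for FCC against the MCC zones, at −0.11. In the same comparison the medians are 0.16 for Hox genes, −1.63 for the cell cycle, −0.42 for craniofacial and −0.42 for skeletal muscle genes, −0.29 for smooth muscle, 0.43 for hedgehog signalling, 0.95 for limb patterning, 1.82 for hyaline cartilage, −1.62 for leukocyte, −1.37 for macrophage, −0.98 for endothelium and −0.89 for erythroid genes. Against FCC they are 1.88 in FZ, 0.83 in MZ and 0.49 in HZ for cholesterol synthesis, 1.14 in FZ for the SREBP list, 1.42, 1.69 and 2.01 in FZ, MZ and HZ for extravasation members made by blood cells, 0.91, 1.15 and 1.25 for the others, and 0.69, 0.54 and 0.64 for protein kinase A. They are 1.74 in HZ for erythroid, 1.88 in MZ for megakaryocyte and 2.70 in HZ for leukocyte genes. In PZ against the other arrays they are −1.0 for oxidative phosphorylation, −0.93 for glycolysis, −0.84 for the proteasome, −0.84 for ribosomal proteins and −0.86 for reference genes. For FZ against PZ they are 0.95 for the cell cycle, 1.06 for cholesterol synthesis, −0.30 for hyaline cartilage and 1.35 for tendon genes.

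After the shift by Cre controls alone, the number low only in FCC is 72, and the FZ medians against FCC are 1.56 for cholesterol synthesis, 0.81 for the SREBP list, 1.10 and 0.58 for extravasation members made and not made mainly by blood cells, and 0.37 for protein kinase A. Higher and lower probe sets then number 473 and 304 for FZ against FCC, 549 and 330 for MZ, 717 and 494 for HZ, 237 and 33 for FZ against PZ, and 1182 and 694 for the MCC against FCC. With the probe set of largest SD, the superficial against deep medians are 0.91 for the SREBP list, −0.93 for endothelium, −1.0 for macrophages and −1.54 for leukocytes, that for FZ against PZ is −1.20 for hyaline cartilage, and those against FCC are 1.59 in HZ for erythroid genes, 1.99 in HZ and 1.77 in MZ for extravasation members made by blood cells, and 0.85 in FZ, 1.32 in HZ and 1.11 in MZ for the others. The other 26 list medians under the hybridization shift, 59 under the Cre shift and 53 with the largest SD moved by less than the spread between probe sets, as did the 3 of the SREBP list without Srebf1, Srebf2 and Scap. That spread is between probe sets of single genes and is not the spread of a list median. A shift also moves all genes of a comparison by the same amount. Under the shifts these counts therefore follow from the comparison and do not measure the stability of a list. Of the values of single genes, 278 moved by more than that spread under the hybridization shift and 98 did not, 48 and 328 under the Cre shift, and 102 and 143 with the mean of all probe sets, and of those at least 1 in size 1 turned its sign beyond it, a probe set of Col2a1 at −1.86 for FCC against the MCC zones, where the mean of all probe sets is 0.65.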

Differences from the paper's values

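The setting with 1 value per gene was chosen only after the results were seen. At 20-fold among MCC zones 46 probe sets passed, of which 42 name 37 genes, and the paper's value is 30 genes. Of the alternatives set before the data were examined, centring on the median gives 46 and the shift by hybridization controls 54, and both differ from the paper's number. At least 20-fold higher in FZ than in HZ were 40 probe sets, and the paper's value is 24, with 40 after median centring and 43 after the shift, which differ too. With 1 value per gene, chosen after seeing the values, 29 genes pass among MCC zones and 24 in FZ against HZ, but this setting drops 7 of the 30 items of the paper's Table 3 and 6 of its 24 for FZ against HZ. All 30 items of Table 3 pass as probe sets here, beside 16 that it does not list, among them Miat, Ntrk2, Col8a2 and Tnn. These 16 bring 7 named genes that the table does not hold by another probe set.

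At 50-fold against FCC all 30 items of the paper's Table 2 pass, beside 13 that it does not list, among them Hoxa9, Smoc1, Creb5 and Cdh22. These 13 bring 5 named genes that the table does not hold by another probe set. The paper ranks Clec3a and Matn3 as the most downregulated genes, and Clec3a is the lowest here too, whereas Hoxa9, at −8.39 in FZ and −8.41 in MZ, lies below Matn3, at −7.71. Of the 300 values of Tables 2 and 3 that were compared, 0 were off by more than 0.05.

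Of the 9 genes least expressed in HZ other than Fndc1, which the paper describes as close to each other in MZ and HZ, 1 differed by less than 1 and 5 by at least 2, with 1 probe set for each gene, while all 9 were lower in both zones than in FZ, PZ and FCC. Of the genes it singles out, Angptl1 differed by 1.12, Cpxm2 by 0.61 or, with the probe set of Table 3, 1.95, and Col14a1 by 1.01 or, with its other probe set, 0.40, so the number under 1 depends on the probe set. Of 9 matched genes that the paper gives as low in PZ and much higher elsewhere, 7 were at least 2 lower there, and the others were Nab2, at −0.41, and Fgl2, for which FZ at −1.47 was low as well. Of 9 matched genes given as high in MZ, 8 were at least 1 above their median there, and Nubp2 was at 0.00. Table 1 gives no probe set identifiers, and genes were matched to it by symbol. Its order places Nab2 between Fgl2, at −2.93 in PZ, and Kif13a, at −2.64. Unnamed probe sets low only in PZ lay there, at −2.70 and −2.66. The paper may have used other probe sets for Nab2 and Nubp2, so these values do not show an error in it.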

Other observations

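The test in this part was set before its result was seen, but how its median is read and the comparisons given for each list were chosen after. Genes of cell division were lower in FCC than in the MCC. Of 35 cell cycle genes, 24 were at least 1 lower in FCC than in the mean of the MCC zones and 0 higher (median −1.19, percentile 0.0), among them Ccna2, a cyclin of DNA replication and mitosis (−2.07), Cdt1, which licenses origins of replication (−1.90), Aurkb, a mitotic kinase (−1.54), Top2a (−1.34) and Mki67 (−1.27). The medians were 1.33 in FZ, 1.02 in PZ, 1.14 in MZ and 1.33 in HZ against FCC. The medians of the leukocyte, macrophage, endothelium and erythroid lists were lower in FCC too, though for some of them few or 0 genes passed the threshold. Those of the adipocyte, smooth muscle and skeletal muscle lists, given below, were not lower. At least 1 lower were 12 of 19 genes of all leukocytes (median −1.18, percentile 0.0) and 8 of 17 of macrophages (median −0.93, percentile 0.0). For endothelium the number was 3 of 18 (median −0.54, percentile 0.0) and for erythroid genes 0 of 19 (median −0.45, percentile 0.1). The endothelial gene Erg went the other way, at 1.15 in FCC and between −0.60 and 0.17 in the zones. FCC also stood apart in the beta-actin control, at 1.24. In PZ against FCC the leukocyte median was −0.02. Whether dividing cells of these types or the FCC array itself account for part of the cell cycle difference was not tested. Between FZ and PZ, 4 cell cycle genes were higher in FZ and 0 lower (median 0.36, percentile 100.0), with Mcm6 at 1.38, Pcna at 1.03, Mki67 at 0.00 and Bub1b at −0.89. This median is larger after the shift by hybridization controls. PZ stood apart in the GAPDH control at 1.36, and whether the PZ array accounts for part of the difference was not tested. Superficial against deep, 0 cell cycle genes were higher and 1 lower (median −0.16, percentile 1.2).

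Genes that mark position along the body differed between the joints. Of 22 Hox genes, 10 were at least 1 higher in FCC than in the mean of the MCC zones and 0 lower (median 0.60, percentile 100.0), with Hoxa9 at 7.98, Hoxa5 at 5.01, Hoxc5 at 4.79 and Hoxa10 at 4.74. Of 8 limb patterning genes, 4 were higher and 0 lower (median 1.39, percentile 100.0), with Tbx18 at 4.05, Meis2 at 3.63, Tbx4, a regulator of the hind limb, at 2.73, and Pitx1, another of them, at 0.04. Of 13 craniofacial genes, 0 were higher and 4 lower in FCC, with Dlx1 at −3.09, Dlx3 at −1.66 and Pax9 at −1.63, and a median of 0.02 (percentile 71.5) whose sign turns after the shift by hybridization controls. Of 12 genes of hedgehog and PTHrP signalling, 5 were higher in FCC and 0 lower (median 0.87, percentile 100.0), with the receptor Boc at 2.01, the ligand Ihh at 1.92, the target Gli1 at 1.14 and the receptor Pth1r at −0.80, the mean of −1.37 and −0.24. After the same shift the Hox, limb patterning and hedgehog medians are smaller and keep their sign. The paper's tables name 1 of these 22 Hox genes, Hoxc9, and 1 of the 13 craniofacial genes, Dlx1. They also name Hoxc10, which is not in the Hox list.

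A technical explanation for the position genes is tissue of another kind in the FCC sample. Of the skeletal muscle, erythroid, endothelium and osteoblast lists, the highest median for FCC against the MCC zones was 0.02, for skeletal muscle. This lies under the bound of 0.5 set against the explanation, but its members went both ways, with 6 at least 1 higher and 3 lower, among them Tnni2 at 4.45, Mybpc1 at 2.93 and Myl1 at −2.61, so the median decides nothing and tissue of another kind stays open. The different embryonic origin of the joints stays open too, as a hypothesis, and was not tested, with 1 array for each group.

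Of 29 skeletal muscle genes, 6 were at least 1 higher and 3 lower in FCC than in the mean of the MCC zones (percentile 81.3), of 9 adipocyte genes 0 and 1 (median 0.33, percentile 99.2), and of 12 genes of smooth muscle and pericytes 1 and 3 (median 0.15, percentile 95.3), and the sign of each of these medians turns after the shift by hybridization controls.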
